# Regeneration in starved planarians depends on TRiC/CCT subunits modulating the unfolded protein response

**DOI:** 10.15252/embr.202152905

**Published:** 2021-06-30

**Authors:** Óscar Gutiérrez‐Gutiérrez, Daniel A Felix, Alessandra Salvetti, Elias M Amro, Anne Thems, Stefan Pietsch, Andreas Koeberle, K Lenhard Rudolph, Cristina González‐Estévez

**Keywords:** chaperonin, ER stress, hematopoietic stem cell, planarian, starvation, Metabolism, Regenerative Medicine

## Abstract

Planarians are able to stand long periods of starvation by maintaining adult stem cell pools and regenerative capacity. The molecular pathways that are needed for the maintenance of regeneration during starvation are not known. Here, we show that down‐regulation of chaperonin TRiC/CCT subunits abrogates the regeneration capacity of planarians during starvation, but TRiC/CCT subunits are dispensable for regeneration in fed planarians. Under starvation, they are required to maintain mitotic fidelity and for blastema formation. We show that TRiC subunits modulate the unfolded protein response (UPR) and are required to maintain ATP levels in starved planarians. Regenerative defects in starved CCT‐depleted planarians can be rescued by either chemical induction of mild endoplasmic reticulum stress, which leads to induction of the UPR, or by the supplementation of fatty acids. Together, these results indicate that CCT‐dependent UPR induction promotes regeneration of planarians under food restriction.

## Introduction

Regeneration is widespread in the animal kingdom with almost every phylum having species with the capacity to regrow some parts of their bodies. Planarians are an extreme example of regeneration. They possess a large population of stem cells, approximately 15–25% of the total cell number in the parenchyma, that permits planarians to fully regenerate their bodies in a few days (Baguñà, 1976b). Planarian stem cells (pluripotent and specialized) are the only proliferative cells and are able to collectively give rise to any planarian cell type (Baguñà, 1976b; Reddien, 2018). During the process of regeneration, planarians need to cope with a massive demand for new cells to form the regenerative blastema by inducing hyper‐proliferation of their stem cells (Reddien, 2018). Indeed, regeneration is a highly energy‐demanding process that requires the animals to allocate resources (Maginnis, 2006). Remarkably, planarians are able to stand starvation maintaining the relative number of stem cells and the regenerative power just like fed or growing planarians (González‐Estévez *et al*, 2012a; Felix *et al*, 2019). Stem cell maintenance during starvation serves as a strategy to allow for a rapid growth when a more favourable nutritional environment is encountered or for being primed for a regenerative response to injury (Felix *et al*, 2019). However, it is currently unknown how starved planarians cope metabolically with regeneration and/or what genetic programmes are necessary for the maintenance of regeneration specifically under conditions of starvation.

Proteome integrity is essential for the functionality of cells and the survival of organisms. The maintenance of protein homeostasis (proteostasis) is regulated by a complex network, which coordinates protein synthesis, folding, trafficking, aggregation, disaggregation and degradation of proteins. This balanced network is constantly affected by many factors including mutations and age (Balch *et al*, 2008; Hipp *et al*, 2019). Interestingly, interventions that increase lifespan such as dietary restriction (DR) or reduction of insulin/insulin‐like growth factor 1 (IGF‐1) signalling are associated with enhanced mechanisms regulating proteostasis (Cohen *et al*, 2009).

Chaperones are a component of the proteostasis network and are responsible for assisting the *de novo* folding and protection of existing proteins from proteotoxic stress (Labbadia & Morimoto, 2015). There are specific chaperones for each of the protein‐folding compartments in a cell. The stress response at the cytosol induces the expression of chaperones, co‐chaperones and chaperonins under different sorts of stress. Chaperones can act alone or in combination with various co‐chaperones to regulate client‐substrate interactions, folding, disaggregation, degradation and trafficking within the cell. Compared to other chaperones, the HSP60/chaperonin member TRiC (TCP1‐ring complex or chaperonin containing TCP1, also known as CCT) recognizes a smaller repertoire of substrates and is necessary for folding about 5‐10% of newly synthesized proteins including actin and tubulin (Saibil, 2013). It also binds to misfolded proteins regulating their aggregation. Indeed, it has been predicted that late folding intermediates or misfolded species are preferred substrate conformers of the TRiC (Horwich *et al*, 2007). The endoplasmic reticulum (ER) is the major organelle for lipid synthesis and the biosynthesis/folding and maturation of proteins and another component of the proteostasis network. When overloaded with misfolded proteins, the unfolded protein response (UPR) is activated at the ER leading to decreases in global protein translation and specific transcription of stress response genes that promote proteostasis and cell survival. Misfolded, aggregated or damaged proteins are degraded through the proteasome or autophagy. If the UPR fails to restore the ER to normality, ER stress can promote apoptosis (Labbadia & Morimoto, 2015).

Here we perform transcriptional profiling of stem cells at different nutritional states to unravel regulators of regeneration during starvation. We found that down‐regulation of TRiC subunits impedes planarian regeneration only during starvation by down‐regulating the UPR. The study reveals that CCTs are necessary for mitotic fidelity and the maintenance of genome integrity of planarian stem cells during starvation. We also find that CCTs regulate ATP levels during starvation. Indeed, supplementation of fatty acids or chemical induction of mild ER stress is sufficient to rescue impairments in survival and regeneration of CCT‐depleted planarians exposed to food starvation. We validate that CCT depletion abrogates the UPR activation in mouse hematopoietic stem and progenitor cells (HSPCs) under glucose deprivation, a mammalian regenerative system. Our work identifies CCT‐mediated UPR induction as a mechanism that contributes to the unique capacity of planarians to be able to fully regenerate even under starved conditions.

## Results

### Transcriptional profiling reveals TRiC subunits as potential regulators of regeneration depending on nutritional states

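RNA was sequenced from 3 FACS populations of planarian cells. X1 holds stem cells in S and G2/M phase, X2 holds stem cells in G0/G1 phase together with stem cell progeny, and Xins holds differentiated cells. Each population was sorted from planarians starved for 1, 7 or 30 days, with 4 replicates in each of the 9 groups, 36 libraries in all. The paper gives the number of planarians per replicate only at 30dS. It does not say whether X1, X2 and Xins samples of 1 number came from the same planarians, or that a number marks a shared day or sort, so p-values measure the spread between these samples.
The libraries were sequenced in single-end runs of 51 cycles, and the paper states 2304000000 non-ribosomal reads over the 36 samples. The authors estimated transcript abundance with kallisto 0.43.0 on the Dresden transcriptome, as TPM, which sum to 1000000 before normalization, and divided the values by a size factor per library in Sleuth. This was done in a separate table for each population, each with 26558 transcripts and 12 libraries. TPM keep no depth, so the number of reads behind a value is unknown and no counting error can be given. The sum of normalized TPM per X1 library had a median of 1051494 at 1dS (873719 to 1445034), 932413 at 7dS (727847 to 1223686) and 1019059 at 30dS (719742 to 1286618). In X2 the medians were 1203507 (815848 to 1935392), 915873 (704743 to 1204583) and 877289 (674755 to 1226626) at 1dS, 7dS and 30dS. In Xins they were 1169951 (888634 to 1631959), 904197 (638389 to 1157053) and 968651 (654511 to 1461959).
From these values, log2(normalized TPM + 1) was tested with limma (with an intensity trend) over the transcripts with a mean of at least 1. A log2 change on this scale understates the change of transcripts of low level. Times were compared within the table of a population, with the 12 libraries in 1 fit, at the paper's q of 0.1. Since the 3 tables were normalized separately, each library was rescaled to a total of 1000000 before populations were compared at the same time, at the paper's q of 0.01. All p-values are two-sided, and adjusted p are Benjamini-Hochberg values from limma. Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 22 lists. Named genes carry the symbols of the paper's tables. Those written in capitals with a dd_Smed identifier are the match in another species, mostly human, that these tables give. Values are per transcript, and reads of close paralogs such as the HSP70 family may be shared between them.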

In order to investigate the transcriptional profiles of stem cells in different nutritional states, we sorted stem cells by FACS (X1 subfraction: S and G2/M cell cycle phase stem cells) (Hayashi *et al*, 2006) from 1, 7 and 30 days starved planarians (1dS, 7dS and 30dS, respectively) and performed RNA‐seq and pairwise comparison between the different nutrient conditions. 

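Transcripts of mitotic S phase, in which DNA is copied before division, were lower in X1 cells of starved planarians. Of 18 measured transcripts of this GO list, 16 fell at 7dS and 17 fell at 30dS compared to 1dS, and none rose (17 and 18 lower when adjusted over the list alone). The median log2 change was -1.08 at 7dS and -0.99 at 30dS. The study chose this list on these X1 libraries, so neither its counts nor its tests against 1dS below are independent evidence of direction. The list mean was lower in each of the 4 libraries of 7dS and of 30dS than in each library of 1dS (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Between 30dS and 7dS it differed by 0.05 on the log2 scale (p = 0.686, same exact test). The list ranked below other transcripts at 7dS (camera, adjusted p = 1.5e-14, and adjusted p = 0.021 with an estimated correlation) and at 30dS (7.3e-14, and 0.024 with an estimated correlation). cdk1, the kinase that drives entry into mitosis, was at 58.6 ± 8.42 normalized TPM at 1dS, 52.4 ± 6.19 at 7dS and 49.7 ± 4.16 at 30dS (SD, n = 4), with limma adjusted p of 0.605 and 0.459 against 1dS.
Across the 13269 transcripts tested in X1, 898 rose and 918 fell at 7dS compared to 1dS, and 721 rose and 578 fell at 30dS. For 30dS against 1dS, another split of these libraries, with both libraries of each replicate number on the same side, called 2353 transcripts, against 1299 for the real one. Chance is thus not excluded for the calls at 30dS against 1dS in X1, here and in the other passages. Of the 200 transcripts highest in X2 relative to X1, 57 were among those that fell and 2 among those that rose at 7dS, and 53 and 5 at 30dS. Transcripts that rose at 7dS had a median level of 6.61 normalized TPM and those that fell had one of 32.6. Between 30dS and 7dS, 0 rose and 1 fell by limma, with 143 and 251 at an unadjusted p under 0.05. Transcripts listed at 0 numbered a median of 4982.5 per X1 library at 1dS, 3051.5 at 7dS and 3838 at 30dS, and 12 of the 898 that rose at 7dS were at 0 in at least 2 libraries of 1dS. Of the transcripts without a symbol in the paper's tables, with a mean of at least 10 normalized TPM and no overlap between the libraries of 1dS and 7dS, dresden_comp13690_c0_seq1 rose most at 7dS, from 1.45 ± 0.44 to 18.7 ± 2.78 (log2 change 3.01, standard error 0.27, limma adjusted p = 3.2e-04). Among the largest falls was dresden_comp332_c0_seq1, from 256 ± 111 to 49.7 ± 21.1 (-2.34, adjusted p = 0.0043 from limma).
Both comparisons share the 1dS libraries. In both, 517 transcripts rose and 461 fell, against 48.8 and 40.0 for independent lists. Simulated unchanged groups had a mean of at most 0.05 calls per direction, so their overlap of 0 was fixed in advance and tests nothing. With the 1dS libraries split between the comparisons, 99 to 156 rose and 85 to 121 fell in both. Independent lists of those sizes would share 3.32 to 11.0 and 2.39 to 11.3. Rescaling X1 libraries to equal totals left 500 higher and 282 lower at 7dS and 394 and 229 at 30dS, with 9 and 8 lower S phase transcripts, and fits of 2 times alone left 544 and 489 at 7dS and 444 and 350 at 30dS. At 7dS the counts were 555 and 540 without 1dS replicate 2, 457 and 509 without 1dS replicate 3, 415 and 490 without 7dS replicate 2, and 460 and 412 without 7dS replicate 3. At 30dS they were 395 and 322 without 1dS replicate 3, 361 and 292 without 30dS replicate 1, 366 and 250 without 30dS replicate 2 (with 9 S phase transcripts lower), and 494 and 379 without 30dS replicate 3.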

By performing gene ontology (GO) enrichment, we found that “mitotic S phase” was among the most overrepresented biological processes down‐regulated in X1 stem cells at 7dS and 30dS versus 1dS (Fig EV1A, Dataset EV1a‐c), agreeing with 1dS planarians being under a mitotic response to feeding (Baguñà, 1976a). 

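Aminoacyl-tRNA synthetases, which load tRNAs with their amino acids, fell in X1 cells during starvation. Of the 31 measured transcripts of this list, 17 fell at 7dS and 13 at 30dS compared to 1dS, and none rose (23 and 21 lower when adjusted over the list alone). Their median log2 change was -0.75 at 7dS and -0.63 at 30dS. Of 36 measured translation factors, 9 fell and 2 rose at 7dS (18 and 3 when adjusted over the list alone), and 7 fell and 2 rose at 30dS (10 and 2). The median change of the translation factors was -0.59 and -0.54, and 28 of the 36 had a log2 change below 0 at 7dS. Both lists were fixed by annotation and not by their change.
EIF2S1, the alpha subunit of the initiation factor that brings the first tRNA to the ribosome, matches 3 transcripts in the paper's tables, and all of them fell at 7dS. dd_Smed_v6_2437_0_1 fell from 130 ± 37.0 normalized TPM at 1dS to 48.7 ± 8.39 at 7dS (SD, n = 4 libraries), a log2 change of -1.37 with a standard error of 0.21 (limma adjusted p = 0.0042), and was at 57.1 ± 2.37 at 30dS (-1.13, adjusted p = 0.012 from limma). dd_Smed_v6_7212_0_1 fell from 122 ± 41.0 to 45.4 ± 6.09 at 7dS (-1.36, limma adjusted p = 0.0059), and dd_Smed_v6_6582_0_1 from 79.1 ± 35.4 to 29.9 ± 7.75 (-1.29, limma adjusted p = 0.037). LARS (dd_Smed_v6_2849_0_1), the leucyl-tRNA synthetase, went from 245 ± 102 at 1dS to 81.2 ± 14.8 at 7dS (-1.49, adjusted p = 0.012 from limma) and 91.5 ± 16.7 at 30dS (-1.32, adjusted p = 0.024). FARSB (dd_Smed_v6_2020_0_1), a subunit of the phenylalanyl-tRNA synthetase, fell from 159 ± 35.5 to 68.6 ± 8.17 at 7dS (-1.18, limma adjusted p = 0.0053). CARS (dd_Smed_v6_3750_0_1), which loads cysteine, had a change of -1.33 at 7dS (adjusted p = 0.016, limma). EIF1A (dd_Smed_v6_334_0_1), a factor that helps the ribosome scan for the start codon, rose from 202 ± 86.3 to 433 ± 141 at 30dS (1.12, limma adjusted p = 0.063), a call lost in most other settings.
Against all other transcripts, the synthetases had an adjusted p of 8.6e-14 at 7dS and 2.9e-10 at 30dS from camera (0.030 and 0.063 with an estimated correlation). For the translation factors these were 4.5e-06 and 3.2e-04, with adjusted p = 0.056 and 0.139 with an estimated correlation. Each list mean was lower in all 4 libraries of 7dS and 30dS than in all libraries of 1dS (exact permutation test, p = 0.0286 each). Of lists that the study drew from transcripts lower in these X1 libraries, which are not independent evidence of direction, 11 of 12 transcripts of regulation of translational initiation fell at 7dS (12 when adjusted over the list alone, median -0.93). So did 17 of 18 of the GO list of tRNA aminoacylation at 7dS (18, -1.05), and 10 of 10 of its 30dS list fell at 30dS (-0.94). Of transcription elongation, 17 of 17 fell at 7dS (-0.85). With libraries rescaled to equal totals, 7 synthetases and 4 translation factors fell at 7dS and 6 and 4 at 30dS, and quantile normalization left 5 translation factors lower at 7dS. Without 7dS replicate 3, 11 synthetases fell at 7dS, and without 30dS replicate 2, 7 fell at 30dS.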

We observed that most of the components of the translation machinery were also down‐regulated in response to starvation (Fig EV1A and Dataset EV1d) standing in line with the down‐regulation of translation in response to nutrient deprivation in other organisms (Hansen *et al*, 2007).

**Figure EV1:**
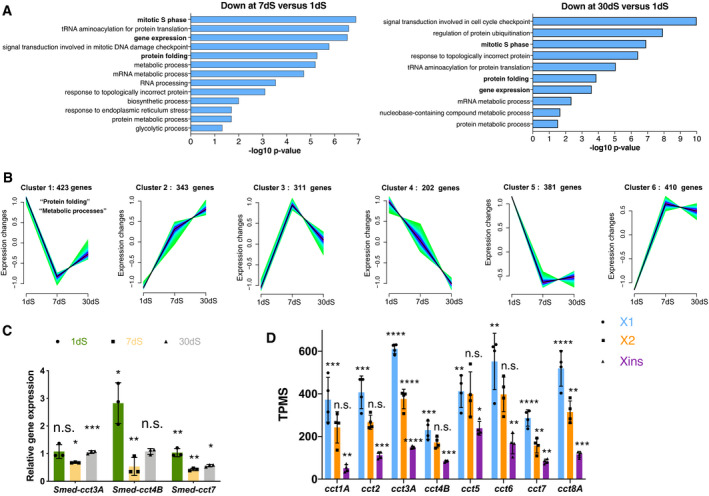
Transcriptional profile of stem cells at different nutritional states finds TRiC subunits enriched in stem cells and differentially regulated at 1dS and 30dS versus 7dS AGO enrichment analysis for biological processes of the 814 down‐regulated genes (*q*‐value < 0.1) at 7dS versus 1dS and of the 491 down‐regulated genes (*q*‐value < 0.1) at 30dS versus 1dS in X1 (stem cells). *q*‐value obtained by the Benjamini–Hochberg test. No enriched biological processes were found up‐regulated. For better visualization, similar enriched GO terms based on the same subset of genes were manually removed to reduce redundancy. In bold are the GO terms commented in Results.BClustering generated from 2070 DEGs found in stem cells (X1) according to their expression during different nutritional conditions (1dS, 7dS and 30dS). Number of genes assigned to every cluster is showed on the upper part of every graph. Cluster 1 is characterized by a U shape.CRelative expression of *cct* transcripts at 1, 7 and 30 days of starvation in X1 (stem cells). Error bars are SD from the mean. Asterisks refer to the condition just before and 1dS refers to 30dS and indicate *P* < 0.001 (three asterisks), *P* < 0.01 (two asterisks), *P* < 0.05 (one asterisk) and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 3 replicates (5 planarians each) per time point.DExpression levels of the different *cct* genes at 30 days of starvation in TPMs (transcripts per million). X2 corresponds to stem cell progeny (stem cells in G0/G1). These TMPs correspond to the data shown in Fig 1A. Error bars are SD from the mean. Asterisks refer to the condition before and X1 refers to Xins. *P* < 0.0001 (four asterisks), *P* < 0.001 (three asterisks), *P* < 0.01 (two asterisks), *P* < 0.05 (one asterisk) and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 4 replicates (40 planarians per replicate). Source data are available online for this figure.

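At 30dS, most TRiC transcripts were lower in Xins than in X1 cells, and X1 and X2 libraries overlapped for all 8 subunits. cct3A was at 501 ± 121 TPM in X1, 413 ± 142 in X2 and 185 ± 62.4 in Xins (SD, n = 4 libraries, each rescaled to a total of 1000000). cct8A was at 416 ± 52.5, 340 ± 98.2 and 140 ± 31.5, and cct6 at 435 ± 63.6, 415 ± 68.8 and 191 ± 11.1. cct2 was at 323 ± 22.2, 287 ± 71.9 and 135 ± 31.5, cct7 at 233 ± 47.9, 173 ± 63.6 and 105 ± 40.9, and cct1A at 319 ± 151, 276 ± 137 and 68.3 ± 44.4. For these 6 subunits every X1 library lay above every Xins library (exact permutation test, p = 0.0286 each, 0.076 when adjusted over the TRiC comparisons of populations at 30dS). cct4B was at 187 ± 48.4, 187 ± 55.2 and 103 ± 28.1 (X1 against Xins, exact p = 0.0571), and cct5 at 332 ± 72.5, 433 ± 144 and 295 ± 96.6 (exact p = 0.543).
Between X1 and X2 none of the 8 subunits differed by limma (none at an unadjusted p under 0.05), and exact p ranged from 0.257 to 0.943. Same-numbered libraries deviated together at 30dS, and X1 lay above X2 in all 4 pairs of the same number for cct2, cct3A, cct7 and cct8A (paired exact p = 0.125 each, the smallest that 4 pairs allow). With the replicate number as a block none passed by limma either. Between X2 and Xins, 5 were higher in X2 by limma, and the libraries of cct2, cct6 and cct8A did not overlap (exact p = 0.0286 each, 0.076 when adjusted in the same way). X2 lay above Xins in all 4 pairs of the same number for all 8 subunits (paired exact p = 0.125 each). X1 lay above Xins in all 4 pairs for each subunit, cct4B included, except cct5 (paired exact p = 0.5). With median-of-ratios scaling, 8 subunits were higher in X1 than in Xins and 2 higher in X1 than in X2, and on the scale of the study's joint values all 8 separated X1 from Xins without overlap, 8 separated X2 from Xins and 3 separated X1 from X2.

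**Figure D1:**
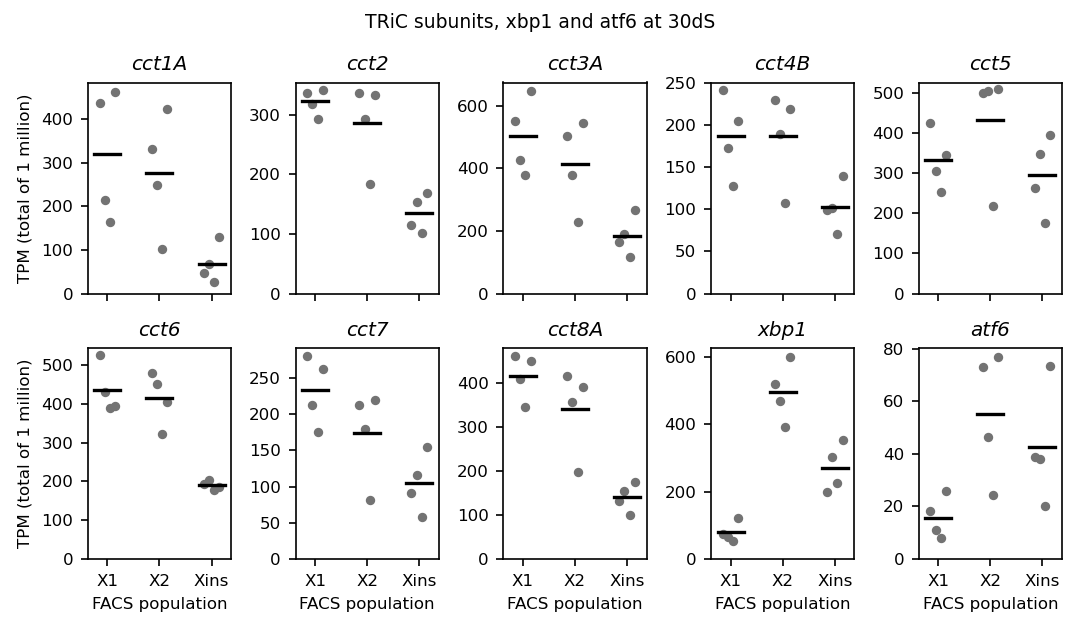
TPM, with a total of 1000000 per library, of the 8 somatic TRiC subunits, xbp1 and atf6 in X1, X2 and Xins cells at 30dS (x axis), with a point for each of the 4 libraries and a line at the mean. In 6 of the 8 TRiC panels the points of X1 lie above those of Xins without overlap, and in the panel of xbp1 the points of X1 lie lowest.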

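Protein folding transcripts fell in X1 cells between 1dS and 7dS, led by HSP70 and HSP90 chaperones and their partners. Of the 41 transcripts in the paper's 7dS list, 38 fell at 7dS and 21 at 30dS, and none rose (41 and 38 lower when adjusted over the list alone). Of its 25 cytosolic members, 24 fell at 7dS with a median log2 change of -1.21, as did 5 of 6 from the endoplasmic reticulum (ER, median -0.88) and 2 of 2 from mitochondria. Of the 18 measured transcripts of the 30dS list, 16 fell at 30dS (18 when adjusted over the list alone), with 11 of 11 cytosolic members (median -1.28) and 2 of 4 from the ER. The study picked both lists from transcripts that fell in these X1 libraries, so neither their counts nor their camera tests below are independent evidence of direction.
HSPA8, a constitutive HSP70 that folds new proteins, matches several transcripts, which did not all move the same way. dd_Smed_v6_320_0_1 fell from 1460 ± 184 normalized TPM at 1dS to 402 ± 90.6 at 7dS (SD, n = 4 libraries; log2 change -1.88, standard error 0.21, limma adjusted p = 0.0014) and stood at 442 ± 69.4 at 30dS (-1.73, adjusted p = 0.0018). dd_Smed_v6_2221_0_1 went from 177 ± 65.6 to 45.6 ± 9.53 at 7dS (-1.90, limma adjusted p = 0.0023). dd_Smed_v6_1459_0_1 rose from 367 ± 59.4 to 619 ± 61.5 at 30dS (0.76, limma adjusted p = 0.038), a call lost after rescaling to equal totals, in a fit of 30dS and 1dS alone and without 30dS replicate 1. HSP90B1 (dd_Smed_v6_758_1_1), an HSP90 of the ER in humans, dropped from 260 ± 125 to 71.4 ± 11.0 (-1.76, limma adjusted p = 0.0047). ST13 (dd_Smed_v6_668_0_1), a cochaperone that links HSP70 to HSP90, went from 986 ± 192 to 311 ± 59.6 at 7dS (-1.67, limma adjusted p = 0.0019). HSPA4L (dd_Smed_v6_1087_0_1), a nucleotide exchange factor of HSP70, fell from 245 ± 75.7 to 72.9 ± 15.0 (-1.71, adjusted p = 0.0034, limma). At 30dS, FKBP4 (dd_Smed_v6_1921_0_1), a prolyl isomerase that works with HSP90, was at 170 ± 32.1 against 432 ± 78.7 at 1dS (-1.34, limma adjusted p = 0.0050). PDIA5 (dd_Smed_v6_821_0_1), a disulfide isomerase, was at 10.0 ± 2.06 against 28.4 ± 9.14 (-1.38, adjusted p = 0.0085, limma). Among members of the unfolded protein response (UPR), xbp1, its transcription factor, rose from 54.1 ± 14.3 at 1dS to 90.7 ± 4.92 at 7dS (0.77, limma adjusted p = 0.035). bip-1, the HSP70 of the ER, fell from 192 ± 15.5 to 90.1 ± 23.4 at 7dS (-1.11, limma adjusted p = 0.014), a call that ends after rescaling to equal totals or quantile normalization.
The 7dS folding list had an adjusted p of 1.2e-30 at 7dS and 1.2e-20 at 30dS (camera, 0.026 and 0.054 with an estimated correlation), and the 30dS list one of 9.0e-18 at 30dS (adjusted p = 0.024 with an estimated correlation). Of all chaperones in the paper's tables, partly chosen on these X1 libraries, 24 of 32 cytosolic ones fell and 1 rose at 7dS (26 and 2 when adjusted over the list alone; adjusted p = 0.051 with an estimated correlation). In the ER 5 of 8 fell (6 when adjusted over the list alone) and in mitochondria 3 of 5 fell. Lists picked by the study from transcripts lower in these libraries at 7dS had 7 of 7 lower transcripts for protein refolding, 17 of 19 for response to ER stress and 11 of 12 for cell redox homeostasis. Further lists come from cct3A(RNAi) planarians, which are other libraries. Of 33 folding transcripts that were higher after cct3A RNAi, 14 fell and 1 rose at 7dS (18 and 1 when adjusted over the list alone; camera adjusted p = 2.4e-08, and 0.099 with an estimated correlation). Of 22 chaperones higher after this RNAi, 13 fell and 1 rose (14 and 2 when adjusted over the list alone; 1.2e-07, and adjusted p = 0.094 with an estimated correlation), and of 11 transcripts of tubulin, actin and others, 1 fell (3 when adjusted over the list alone). The folding lists, the cytosolic chaperones and the chaperones higher after this RNAi include TRiC subunits, so they are not separate from the TRiC results below. Of 11 measured UPR and ER transcripts, 3 fell and 2 rose at 7dS (5 and 2 when adjusted over the list alone), with an adjusted p of 0.040 from camera and 0.223 with an estimated correlation. Rescaling to equal totals left 17 transcripts of the 7dS list lower at 7dS, 12 at 30dS and 10 of the 30dS list at 30dS, and without 7dS replicate 3 the 7dS list had 25 lower at 7dS. The call of the UPR list by limma's camera ended after this rescaling (adjusted p = 0.116), with a filter at a mean of 5 (0.167), with quantile normalization (0.269) and without 7dS replicate 3 (0.101).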

Interestingly, the term “protein folding” (Fig EV1A) was one of the most up‐regulated gene categories during the feeding response (1dS) when compared to 7dS and 30dS with many of the transcripts corresponding to cytosolic chaperones (25/41 up in 1dS versus 7dS and 12/21 up in 1dS versus 30dS) (Dataset EV1e, f). In addition to their functions in folding of *de novo* synthesized proteins, many chaperones are also induced under conditions of environmental stress and are involved in protein refolding, disaggregation, trafficking and degradation also in humans (Yang *et al*, 2016). Grouping differentially expressed genes (DEGs) according to expression profile trajectories into clusters (Kumar & Futschik, 2007) identified one U shaped cluster with a relative expression decrease at 7dS versus 1dS but a recovery of gene expression to feeding conditions (1dS) at 30dS (cluster 1 in Fig EV1B and Dataset EV2a‐b). 

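The chaperonin TRiC folds actin, tubulin and other cytosolic proteins in a double ring built of 8 kinds of subunit. In X1 cells, 7 of its 8 somatic subunits fell at 7dS compared to 1dS (8 when adjusted over the list alone), with a median log2 change of -1.17. At 30dS, 2 were lower than at 1dS (6 when adjusted over the list alone), with a median of -0.73. The mean log2 level of the 8 subunits was 9.00 ± 0.53 at 1dS, 7.86 ± 0.20 at 7dS and 8.31 ± 0.19 at 30dS (SD, n = 4 libraries). All 3 times differed without overlap between libraries (exact permutation test, p = 0.0286 each, the smallest that 4 against 4 allow), and 39.7% of the fall at 7dS was regained at 30dS.
cct4B fell from 452 ± 130 normalized TPM at 1dS to 145 ± 28.3 at 7dS (log2 change -1.61, standard error 0.24, limma adjusted p = 0.0033) and stood at 182 ± 32.5 at 30dS (-1.28, limma adjusted p = 0.011). cct6 went from 962 ± 551 to 295 ± 73.6 (-1.56, limma adjusted p = 0.027) and was at 437 ± 103 at 30dS. cct7 went from 409 ± 136 to 155 ± 23.1 (-1.35, limma adjusted p = 0.0073) and was at 227 ± 28.4 at 30dS. The share of the 7dS fall regained at 30dS was 97.1% for cct3A, 52.1% for cct1A, 44.0% for cct8A, 40.9% for cct7, 36.0% for cct6, 35.9% for cct2, 30.7% for cct5 and 20.5% for cct4B. It was 25.2% for cct1A without 30dS replicate 1 and 13.3% for cct4B without 7dS replicate 3, and for cct1A the fall itself did not pass. Between 30dS and 7dS the libraries of cct3A, cct7 and cct8A did not overlap (exact permutation test, p = 0.0286 each, 0.076 when adjusted over the 8 subunits). Same-numbered X1 libraries of these times deviated together weakly (correlations of 0.122 or more, with 1 of 4 libraries best correlated with its own number). cct2, cct4B and cct6 were also higher at 30dS in every pair of the same number. In cct1A and cct5 not every pair was.

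**Figure D2:**
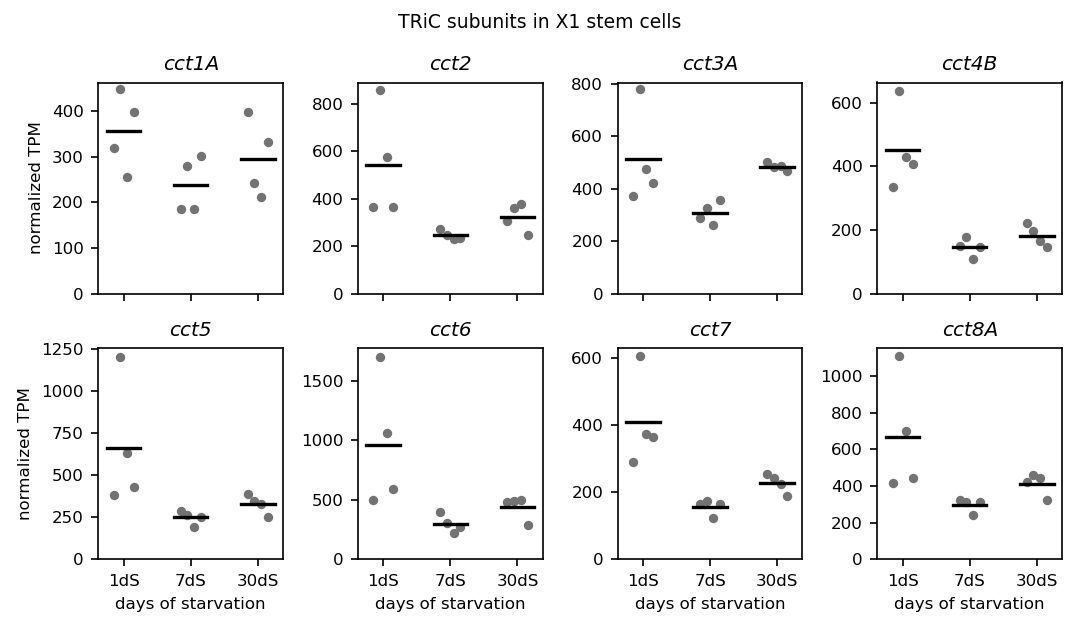
Normalized TPM of the 8 somatic TRiC subunits in X1 cells at 1dS, 7dS and 30dS (x axis), with a point for each of the 4 libraries and a short line at the mean of each time. The means of all 8 subunits are lowest at 7dS, and that of cct3A at 30dS comes closest to its mean at 1dS.

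Fuzzy c-means clustering of the 2137 transcripts that passed the threshold in any X1 comparison gave a U-shaped cluster of 559 members, with a median log2 change of -0.81 from 1dS to 7dS and 0.23 from 7dS to 30dS. All 559 had a higher mean at 30dS than at 7dS, which largely follows from choosing the cluster by a low at 7dS and a rise to 30dS. None of them passed the threshold by limma (15 at an unadjusted p under 0.05, lowest adjusted p 0.938). The cluster held 6 TRiC subunits, cct2, cct4B, cct5, cct6, cct7 and cct8A, with memberships of 0.42 to 0.86, and 26 transcripts of the paper's 7dS folding list. The membership of cct3A was 0.26, under the minimum of 0.35, and cct1A passed no threshold over time. The cluster also held 10 aminoacyl-tRNA synthetases and 7 translation factors.
Against other transcripts, the TRiC list had a camera adjusted p of 1.2e-07 at 7dS (0.063 with an estimated correlation), 8.3e-04 at 30dS compared to 1dS (0.239 with an estimated correlation) and 5.9e-06 at 30dS compared to 7dS (0.223 with an estimated correlation), where no subunit passed by itself. The 30dS level lost its separation after rescaling to equal totals (-0.56 from 1dS, exact p = 0.114, and 0.38 from 7dS, exact p = 0.229) and with median-of-ratios scaling (-0.69 and 0.54, exact p = 0.0857 each). In 1dS replicate 2, cct2 was at a log2 level of 9.51, against 8.62 to 8.71 in the other libraries of 1dS, and cct8A at 9.88, against 8.82 to 8.99 (equal totals). Without it 6 subunits fell at 7dS and the mean log2 change was -0.90 instead of -1.15 (exact p = 0.0286), and without 1dS replicate 3, 4 fell. Without 7dS replicate 3, 3 subunits fell at 7dS and the cluster held 219 transcripts and 3 subunits, and it held 179 and 3 with 8 clusters, 353 and 5 at a membership of 0.5, and 312 and 6 at a q of 0.05. It held 301 and 2 without 1dS replicate 1, 241 and 5 without 1dS replicate 2, 223 and 3 without 1dS replicate 3, and 228 and 4 without 7dS replicate 2.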

Of note, most of the transcripts related to "protein folding" in this cluster (23/27) were enriched in X1 (stem cells) when compared to Xins (differentiated cells) (Dataset EV2c‐d) including most of the subunits of the chaperonin TRiC (6/8) (Figs 1A and EV1C and D and Dataset EV2d). 

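Of the 26 protein folding transcripts in the U-shaped cluster, 10 were higher and 1 was lower in X1 than in Xins cells at 30dS at an adjusted p under 0.01 from limma, and 19 had a log2 difference above 0. Among the 6 TRiC subunits of the cluster, 4 were higher in X1. cct8A had a log2 difference of 1.58 (standard error 0.24, limma adjusted p = 8.4e-05), cct2 one of 1.28 (adjusted p = 1.9e-04), cct6 one of 1.18 (adjusted p = 2.2e-05) and cct7 one of 1.21 (adjusted p = 0.0084). cct4B, at 0.86 (adjusted p = 0.017), and cct5, at 0.21 (adjusted p = 0.58), did not pass limma's test. Of all members of the cluster, 226 were higher and 134 lower in X1.
Each population was normalized in its own table, and the scale between the tables decides several of these calls. With median-of-ratios scaling 20 folding transcripts were higher, cct4B stood at 1.81 and cct5 at 1.17, both called, quantile normalization gave 16, and a fit with the replicate number as a block gave 16, with cct4B called. The call of cct7 was lost without a filter, without the trend, and without any of X1 replicates 1, 2 and 4, X2 replicates 1 and 2 or Xins replicates 1, 2 and 3 at 30dS, and cct5 was at -0.01 without Xins replicate 3. From these data, the paper asks whether TRiC subunits regulate regeneration in certain nutritional states.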

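The remaining pair of somatic TRiC subunits, cct1A and cct3A, was higher in X1 than in Xins cells at 30dS. cct1A had a log2 difference of 2.30 (standard error 0.54, limma adjusted p = 0.0021) and cct3A one of 1.46 (standard error 0.31, limma adjusted p = 1.0e-03). Over starvation, cct3A was at 512 ± 183 normalized TPM in X1 at 1dS, 307 ± 41.6 at 7dS and 485 ± 15.4 at 30dS (SD, n = 4 libraries). It fell at 7dS (log2 change -0.68, limma adjusted p = 0.089) and differed by -0.02 at 30dS compared to 1dS. cct1A was at 356 ± 85.6, 238 ± 61.2 and 296 ± 84.8 at the 3 times, with changes of -0.58 at 7dS (limma adjusted p = 0.215) and -0.28 at 30dS (limma adjusted p = 0.61) that did not pass. The fall of cct3A was lost without a filter on low values, after any other scaling, in a fit of 7dS and 1dS alone and without most single libraries.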

A search for other components of TRiC (not included in cluster 1) corroborated that they were also enriched in stem cells and followed a trend of down‐regulation at 7dS but a recovery at 30dS compared to 1dS (Fig 1A, Dataset EV2d). In agreement with our observation, it has been suggested that high levels of CCT subunits are hallmarks of hESCs (Noormohammadi *et al*, 2016). Based on these data, we wondered whether TRiC subunits could be potential regulators of regeneration in certain nutritional states.

**Figure 1:**
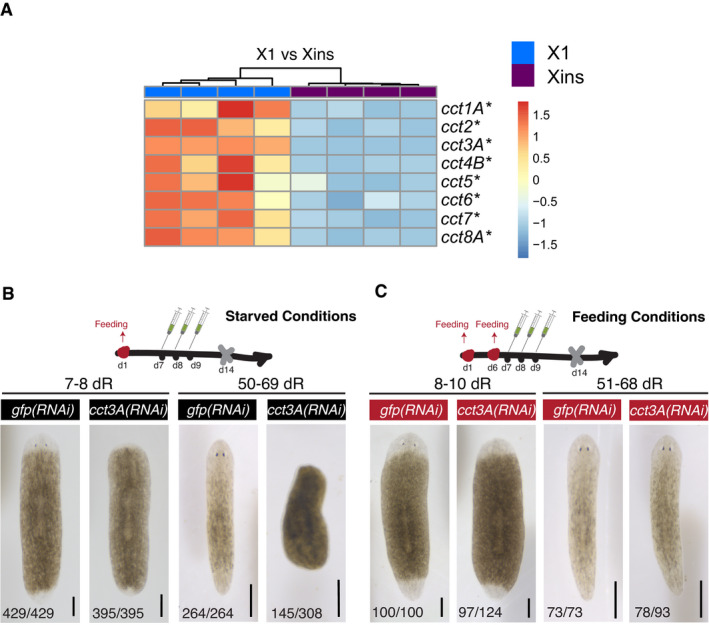
The expression of *cct3A* is enriched in stem cells and necessary for blastema formation during starvation AThe expression heat map shows that all the somatic *cct* subunits from TRiC are up‐regulated in X1 (stem cells) compared to Xins (differentiated cells) at 30dS. The colour‐coded scale indicates Row Z‐score of normalized TPMs (transcripts per million) values per replicate. The asterisks indicate that these genes are significant differentially expressed (*q*‐value (FDR) < 0.01).BRNAi injections schedule in starved conditions. Planarians are at 14dS when the amputation is performed (indicated by the grey cross at day 14). Live images show that *cct3A(RNAi)* planarians form a minimal blastema compared to controls at the time points shown. At the bottom are the number of planarians with the phenotype shown. The remaining planarians are dead by the time point of regeneration shown. dR indicates days of regeneration.CRNAi injections schedule in feeding conditions. One extra feeding in respect to (B) is introduced 1 day prior to injections. Planarians are at 8dS when the amputation is performed. The live images show that most of the *cct3A(RNAi)* planarians regenerate like controls. At the bottom are the number of planarians with the phenotype shown. At 8‐10dR, the remaining planarians are either dead (4/124) or have a tiny blastema (23/124) and either died or regenerated later. At 51‐68dR, the remaining planarians are either dead (10/93) or have a tiny blastema and died later (5/93). Data information: Scale bars, 300 µm. Source data are available online for this figure.

### TRiC subunits are necessary for blastema formation specifically in starved planarians

The TRiC is formed by a double‐ring complex of 8 units codified by different genes (*cct1* to *cct8*) that belong to the chaperone family of HSP60 (Kubota *et al*, 1995). Homologs of each *cct* gene and some gonad‐specific paralogs have been previously identified in the sexual strain of *S. mediterranea* (Counts *et al*, 2017; Rouhana *et al*, 2017). Since the sexual‐specific *ccts* had almost undetectable expression levels in our RNA‐seq data sets of the asexual strain, we focused on the somatic *ccts*.

Aiming to understand the function of *ccts* during regeneration of starved planarians, we designed RNAi schedules under different nutritional states. We injected planarians with either dsRNA targeting *gfp* as control or any of the *ccts* for three consecutive days and then amputated heads and tails 5 days later to follow the regeneration of the trunks. To analyse regeneration under starvation, planarians were either 14 days (hereafter referred to as "starved conditions") or 37 days starved when performing the amputation (Figs 1B and EV2A and B). The down‐regulation of each one of the 8 *ccts* during the starvation schedule resulted in defective blastema (new regenerating tissue) formation and death of the animals starting at 30 days after amputation (Figs 1B and EV2A and B). To analyse regeneration under feeding, one extra feeding was allocated 1 day before the first injection (hereafter referred to as "feeding conditions"). The down‐regulation of each of the 8 *ccts* in feeding conditions did not affect regeneration as most of the amputated planarians formed a normal blastema (Figs 1C and EV2A). Importantly, the level of RNAi down‐regulation was not altered by the feeding (Fig EV2C) and feeding did also not rescue the previously described phenotypes of *Smed‐smg‐1* or *Smed‐tor* RNAi (González‐Estévez *et al*, 2012b) (Appendix Fig S1A and B). Together these results showed that the feeding protocol did not interfere with the efficiency of the RNAi.

**Figure EV2:**
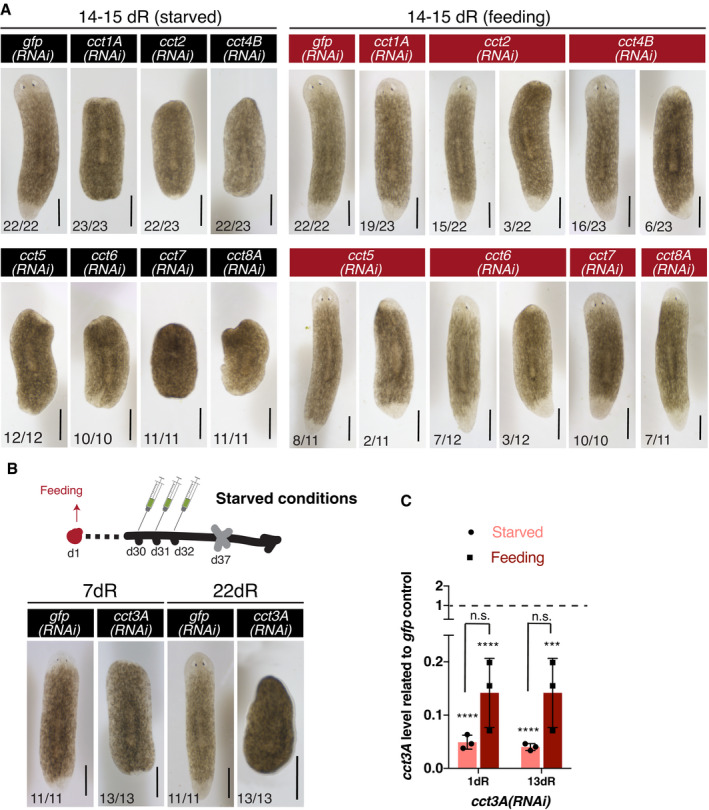
TRiC subunits are necessary for blastema formation specifically in starved planarians ALive images show that RNAi for any *cct* gene in starved conditions (14dS when the amputation is performed) leads to minimal blastema formation compared to controls at the time point shown whereas in feeding conditions (one extra feeding is introduced 1 day prior to injections) results in most planarians regenerating as controls. At the bottom are the number of planarians with the phenotype shown. The remaining planarians are dead by the time point of regeneration shown.BRNAi injections schedule in starved conditions (37 days of starvation when the amputation is performed which is indicated by the grey cross at day 37). Live images show that *cct3A(RNAi)* planarians form a minimal blastema when compared to controls at the time points shown. At the bottom are the number of planarians with the phenotype shown.CExpression of *cct3A* in *cct3A(RNAi)* planarians related to *gfp* RNAi injected either under starved (14dS) or feeding conditions at 1 and 13 days of regeneration. Error bars are SD from the mean. *P* < 0.0001 (four asterisks), *P* < 0.001 (three asterisks) and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 3 replicates (5 planarians each) per time point. Data information: dR, days of regeneration. Scale bars, 500 µm. Source data are available online for this figure.

A previous report on starved planarians which were fed multiple times with dsRNA for *ccts* showed a rapid demise of the planarians (Counts *et al*, 2017). Although they performed dsRNA by feeding instead of injection and used sexual instead of asexual planarians, we tried to design a similar schedule adapted to our specific conditions. Starved planarians were fed after RNAi injections, and we observed that there was also a rapid failure (see for *cct3A* RNAi in Appendix Fig S1C). However, when planarians that were under the feeding condition were fed after RNAi injections, we observed that they regenerated even better (Appendix Fig S1D). Altogether indicates that the metabolic condition ("starved" or "feeding") before down‐regulation of the genes determines the phenotype: no regeneration in case of "starved" and regeneration in case of "feeding".

We conclude that TRiC subunits are required for blastema formation and successful regeneration in starved planarians but dispensable in fed planarians.

### Down‐regulation of *cct3A* in starved planarians leads to mitotic failure during regeneration

The observation that *ccts* are necessary for blastema formation suggested that they may regulate stem cell proliferation and/or differentiation. We therefore examined the pattern of mitoses during regeneration in starved planarians by using a Histone H3 phosphorylated at serine 10 antibody (anti‐H3P) (Hendzel *et al*, 1997). We chose one of the *ccts* with the highest phenotype penetrance (*Smed‐cct3A*) as representative to further investigate TRiC subunits. It has been shown that planarian amputation triggers two mitotic peaks early in regeneration that contribute to blastema formation and growth (Baguñà, 1976b; Wenemoser & Reddien, 2010). We observed that *cct3A(RNAi)* animals had an increased number of H3P^+^ stem cells just after both mitotic peaks when compared to control planarians (Fig 2A). Remarkably, these defects did not occur in feeding conditions (Fig 2B). At 15dR *cct3A(RNAi),* animals also showed a slight increase of mitoses, whereas after 50dR mitotic activity was nearly abolished when compared to controls (Fig 2A).

**Figure 2:**
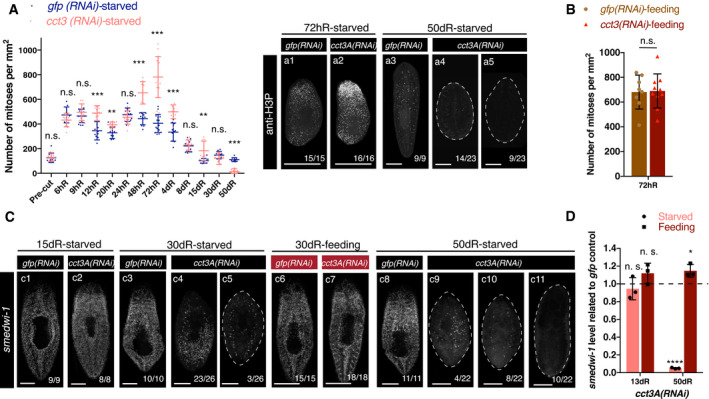
*cct3A* RNAi in starved conditions shows increased numbers of mitoses after both mitotic peaks and stem cell depletion at late time points of regeneration AThe graph shows the mitotic numbers of trunks during different time points of regeneration in the starved condition for *cct3A* RNAi and controls. Error bars are SD from the mean and asterisks indicate *P* < 0.001 (three asterisks), *P* < 0.01 (two asterisks) and n.s. indicates not significant using two‐tailed Student’s test with equal variance. *n* ≥ 9 planarians per time point. Also shown are maximum projections of representative trunks labelled with anti‐H3P at different time points of regeneration in the starved condition. On the bottom, the number of planarians with the phenotype shown from the total is displayed. Note that at 50dR planarians show few (a4) or no mitoses (a5). The dashed line delimits the body of the planarian.BThe graph shows the mitotic numbers during 72 h of regeneration in feeding conditions for *cct3A* RNAi and controls. Error bars are SD from the mean, and n.s. indicates not significant using two‐tailed Student's test with equal sample variance; *n* ≥ 8 planarian per time point.CMaximum projections of representative trunks after FISH for *smedwi‐1* at different time points of regeneration under starved and feeding conditions. On the bottom, the number of planarians with the phenotype shown from the total is displayed. At 15dR, the expression levels are similar. At 30dR, some planarians have almost no expression (c5) and at 50dR almost all planarians show no expression (c10 and c11) in starved conditions. Under the feeding condition the expression levels at 30dS are similar. On the bottom, the number of planarians with the phenotype shown from the total is displayed. The dashed line delimits the body of the planarian.DRelative expression of *smedwi‐1* at 13 and 50 days of regeneration after either *cct3A* or *gfp* RNAi under feeding and starved conditions. Error bars are SD from the mean and asterisks indicate *P* < 0.001 (three asterisks), *P* < 0.05 (one asterisk), and n.s. indicates not significant using two‐tailed Student’s test with equal variance. *n* = 3 replicates (5 planarians each) per time point. Data information: hR, hours of regeneration; dR, days of regeneration. Scale bars, 1 mm (a1‐a2) and 250 µm (a3‐a5, c1‐c3 and c6‐c9) and 500 µm (c4‐c5). Source data are available online for this figure.

Next, we sought to determine whether *cct3A* RNAi affects stem cell numbers by conducting fluorescent *in situ* hybridization (FISH) and qPCR for *smedwi‐1*, a marker that labels proliferating stem cells in planarians (Reddien *et al*, 2005). At 30dR stem cell loss was evident in some planarians, and by 50dR, most of the planarians showed few if any stem cells (Fig 2C and D). In contrast, *cct3A* RNAi did not affect stem cell numbers under feeding conditions (Fig 2C and D), fitting with the maintenance of regenerative capacity observed under this condition (Fig 1C). In agreement with the lack of blastema growth in *cct3A(RNAi)* planarians in starved conditions, we observed minimal differentiation of eyes (anti‐VC1) (Sakai *et al*, 2000), brain (*Smed‐gpas*) (Iglesias *et al*, 2011), epidermal cilia (anti‐acTUB) (Iglesias *et al*, 2011) and muscle (anti‐TMUS) (Cebrià *et al*, 1997) in anterior wounds (Figs 1B and EV3).

**Figure EV3:**
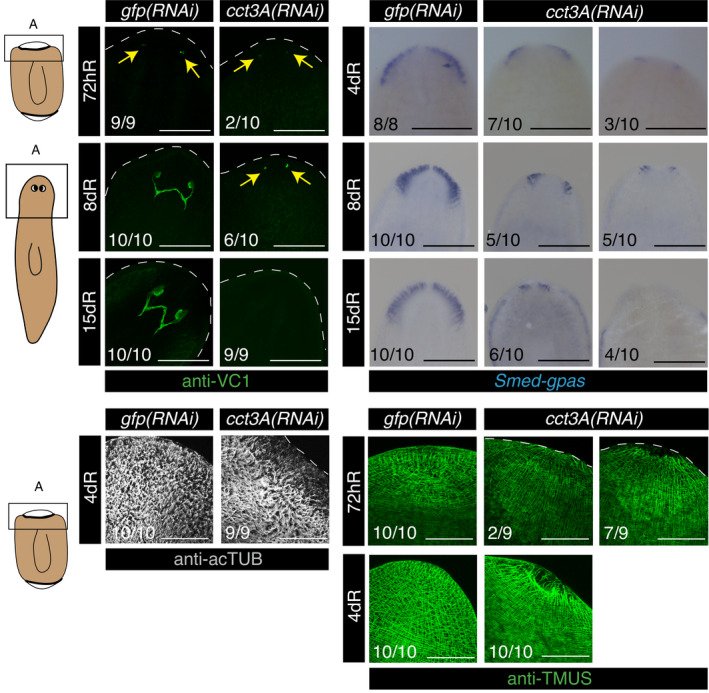
*cct3A* RNAi show minimal differentiation during regeneration in starved conditions The squares at the cartoons indicate the regions shown in the panels. The images show minimal differentiation of eyes (anti‐VC1), brain (*Smed‐gpas*), epidermal cilia (anti‐acTUB) and muscle (anti‐TMUS) in anterior wounds of *cct3A* RNAi compared to controls. At the bottom are the number of planarians with the phenotype shown. Arrows indicate the differentiating eyes. Scale bars, 300 µm (VC1 images), 500 µm (*gpas* images), 150 µm (TMUS and AC‐TUB images). hR indicates hours of regeneration, and dR indicates days of regeneration. Source data are available online for this figure.

The increase in mitotic stem cells in combination with the lack of blastema growth in *cct3A(RNAi)* planarians under starved conditions suggested that *cct3A* is required for mitotic progression under these conditions. Since mitotic arrest can increase cell death, TUNEL staining was conducted on regenerating *cct3A(RNAi)* planarians and controls in starved conditions at the time point which showed the highest accumulation of mitosis and the time point just after (72hR and 4dR). Interestingly, *cct3A* RNAi induced a massive increase in TUNEL^+^ cells in both anterior and posterior wounds (Fig 3A) including stem cells (Appendix Fig S2A) at 4dR. Since the increase in apoptosis occurred only after the mitotic peak and not during the peak itself, we speculated that *cct3A(RNAi)* impairs mitotic fidelity. In line with this assumption, double immunostaining with anti‐tyrosin‐tubulin (de Sousa *et al*, 2018) and anti‐H3P revealed a significant decrease in the percentage of stem cells in metaphase (from ˜43% in controls to ˜17%) and an increase in anaphase (from ˜38% in controls to ˜62%) (Fig 3B, Appendix Fig S2B). In addition, more than 70% of all mitotic figures were defective (Fig 3B, Appendix Fig S2B). Interestingly, in the feeding condition the distribution of the different phases of cell cycle in *cct3A(RNAi)* planarians was similar to controls and we only observed a low number (30%) of defective figures (Appendix Fig S2C–E). This indicates that *cct3A* is required for mitotic fidelity specifically under starvation.

**Figure 3:**
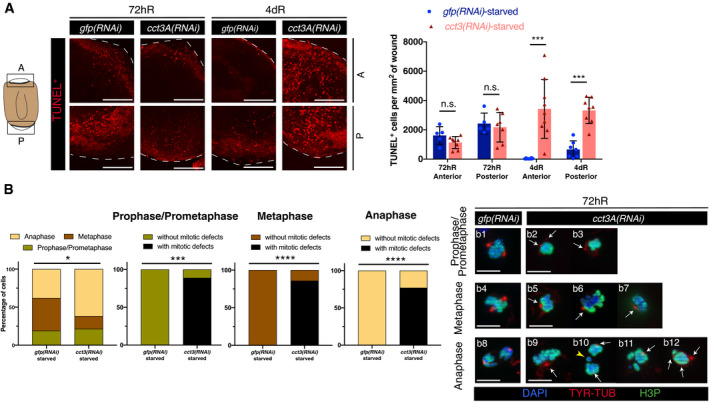
*cct3A* RNAi during starvation leads to mitotic defects, chromosomal aberrations and cell death at wound sites early during regeneration AThe cartoon represents a regenerating trunk and the squares display the region analysed at the anterior “A” and posterior “P” blastemas. The images are TUNEL maximum projections of representative blastemas from 72 h and 4 days regenerating trunks in starved conditions. The dashed line delimits the body of the planarian. The graph shows the number of TUNEL^+^ cells per mm^2^. The differences in cell death are not significant (n.s.) at 72hR (two‐tailed Student's test with equal sample variance) and significant (***P < 0.001 using two‐tailed Student’s test with equal variance) at 4dR. *n* ≥ 5 planarians per condition.BPercentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *cct3A* RNAi and controls in starved conditions after double immunostaining with anti‐tyrosine‐tubulin and anti‐H3P (****P < 0.0001, ***P < 0.001, *P < 0.05 using two‐sided Chi‐square test; the number of cells analysed is displayed in Appendix Fig S2B); *n* ≥ 5 planarians. Representative images are shown. Nuclei are stained with DAPI. Arrows indicate abnormal organization or number of spindle poles and the yellow arrowhead indicates chromosome lagging. Asymmetrical karyokinesis is observed in b11 and b12. Data information: dR, days of regeneration; hR, hours of regeneration. Scale bars, 4 µm (A), 10 µm (B). Source data are available online for this figure.

### CCT subunits induce the unfolded protein response (UPR), which is essential for mitotic fidelity during regeneration of starved planarians

In order to identify *cct3A*‐dependent pathways that control mitosis under starvation, we performed RNA‐seq on starved *cct3A(RNAi)* planarians and controls at 72hR (Figs 4A and EV4A and Dataset EV3a‐d). Strikingly, among the top down‐regulated genes (with the lowest q‐value) upon *cct3A* RNAi were the components of the unfolded protein response in the endoplasmic reticulum (UPR^ER^) *xbp1* (decrease of 15.44%) and *atf6* (decrease of 13.55%) (Fig 4A). Validation in starved *cct3A(RNAi)* whole planarians by qPCR showed a decrease of 22.15% for *xbp1* and 13.88% for *atf6* (Fig 4B). These two transcription factors are crucial for two of the three main UPR^ER^ branches responsible for the recovery of ER homeostasis or the induction of apoptosis (Labbadia & Morimoto, 2015). We also found down‐regulated a repertoire of ER chaperones, known to be transcriptionally induced by *xbp1* and/or *atf6* (Li & Lee, 2006; Shoulders *et al*, 2013), including *hspa5/bip*, a master regulator of the UPR sensor activation (Li & Lee, 2006; Malhotra & Kaufman, 2007) and a *bona‐fide* marker of the UPR activation when analysed at the mRNA and/or protein level (Kozutsumi *et al*, 1988; Yoshida *et al*, 1998) (Fig 4A). Of note, we also observed the chaperone *dnajb9*, a repressor of the UPR (Amin‐Wetzel *et al*, 2017), to be up‐regulated (Fig 4A). Remarkably, the down‐regulation of *xbp1* and *atf6* was stronger in stem cells with a 43.22% reduction of *xbp1* and 31.58% of *atf6* (Fig 4C) than in whole *cct3A(RNAi)* planarians (Fig 4B) and there was also a strong reduction of *bip* (40.42% reduction, Fig 4C).

**Figure 4:**
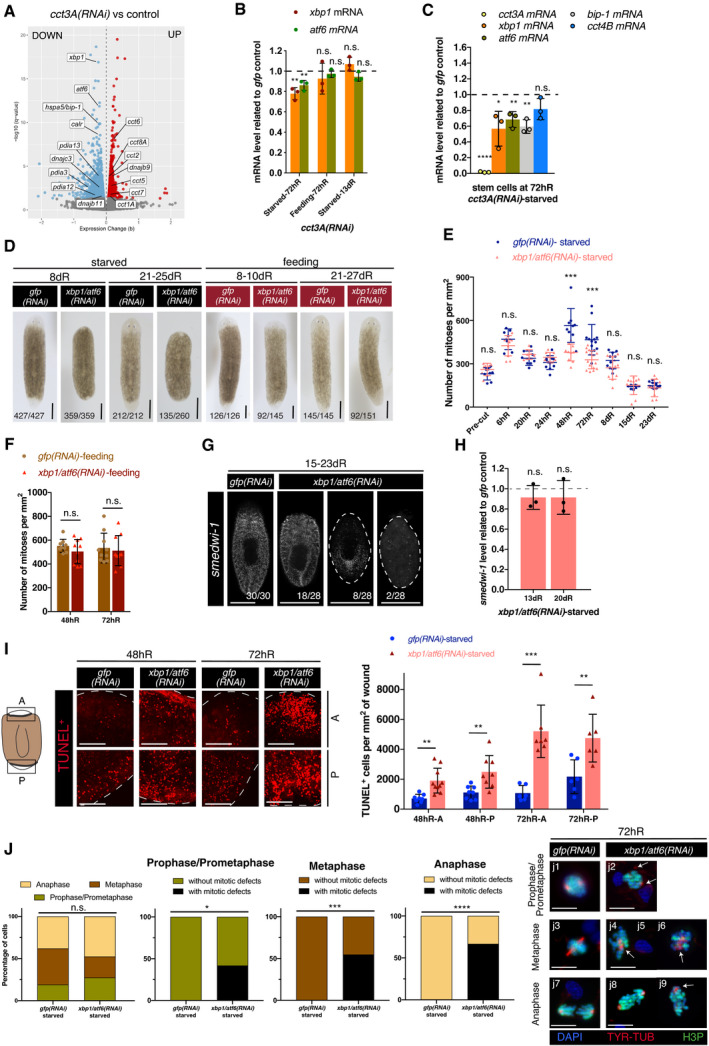
*cct3A* RNAi down‐regulates the UPR components *xbp1 and atf6* whose down‐regulation leads to a similar phenotype as *cct3A* AVolcano plot displaying DEGs in starved *cct3A(RNAi)* planarians compared to controls at 72hR (*q*‐value < 0.05). Y‐axis indicates the negative log10 of the false discovery rate (FDR) (q‐ value). X‐axis indicates the beta values (b), a biased estimator of the fold change. For better visualization, 13 dots with ‐log10 (*q*‐value) > 20 are not displayed. This includes *cct3A* with *q* = 0. Notice that when down‐regulating *cct3A* in starved planarians, *xbp1*, *atf6*, *bip‐1* and a repertoire of ER chaperones are down‐regulated, whereas *dnajb9*, a repressor of the UPR, and other *ccts* are up‐regulated.BRelative expression of *xbp1* and *atf6* related to *gfp* control at 72 h and 13 days of regeneration during either starving or feeding conditions in *cct3A(RNAi)* animals. The graph shows that *cct3A* RNAi down‐regulates *xbp1* and *atf6* specifically during starvation at 72hR. *n* = 3 replicates (5 planarians each) per time point.CThe graph shows that both *cct3A* RNAi down‐regulates *xbp1*, *atf6* and *bip‐1* specifically at 72hR during starvation in X1 stem cells. 50 planarians per replicate (three replicates) were used to obtain the X1 population (stem cells in S and G2/M).DLive images show that *xbp1/atf6(RNAi)* planarians in starved conditions form a minimal blastema when compared to controls while at the feeding condition most of them can regenerate as controls. The remaining planarians in the starved condition are dead by the time point of regeneration shown. In the feeding condition, the remaining planarians at 8‐10dR are either dead (13/145) or have a tiny blastema and died or regenerated later (40/145) while at 21‐27dR are dead.EMitotic numbers during different time points of regeneration in starved conditions for *xbp1/atf6* RNAi and controls. *n* ≥ 7 planarians per time point.FMitotic numbers in feeding conditions for *xbp1/atf6* RNAi and controls. *n* ≥ 9 planarians per time point.GMaximum projections of representative regenerating trunks after FISH for *smedwi‐1* in starved conditions. The dashed line delimits the body of the planarian.HRelative expression of *smedwi‐1* related to controls at 13 and 20 days of regeneration of *xpb1/atf6* RNAi in starved conditions. *n* = 3 replicates (5 planarians each) per time point.ITUNEL maximum projections of representative blastemas from regenerating trunks in starved conditions. The dashed line delimits the body of the planarian. The graph shows the number of TUNEL^+^ cells per mm^2^ at the same time points in anterior (A) and posterior (P) blastemas. *n* ≥ 6 planarians per time point.JQuantification of the percentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *xbp1/atf6* RNAi and controls in starved conditions after double immunostaining with anti‐tyrosine‐tubulin and anti‐H3P (****P < 0.0001, ***P < 0.001, *P < 0.05, n.s. indicates not significant using two‐sided chi‐square test); *n* ≥ 5 planarians. Representative images are shown. Arrows indicate abnormal organization or number of spindle poles. j8 displays asymmetrical distribution of chromosome content. Data information: In (B, C, E, F, H and I), error bars are SD from the mean and asterisks indicate *P* < 0.0001 (four asterisks), *P* < 0.001 (three asterisks), *P* < 0.01 (two asterisks), *P* < 0.05 (one asterisk) and n.s. indicates not significant using two‐tailed Student’s test with equal variance; at the bottom are the number of planarians with the phenotype shown. dR, days of regeneration; hR, hours of regeneration. Scale bars, 500 µm (D and G), 100 µm (I) and 10 µm (J). Source data are available online for this figure.

**Figure EV4:**
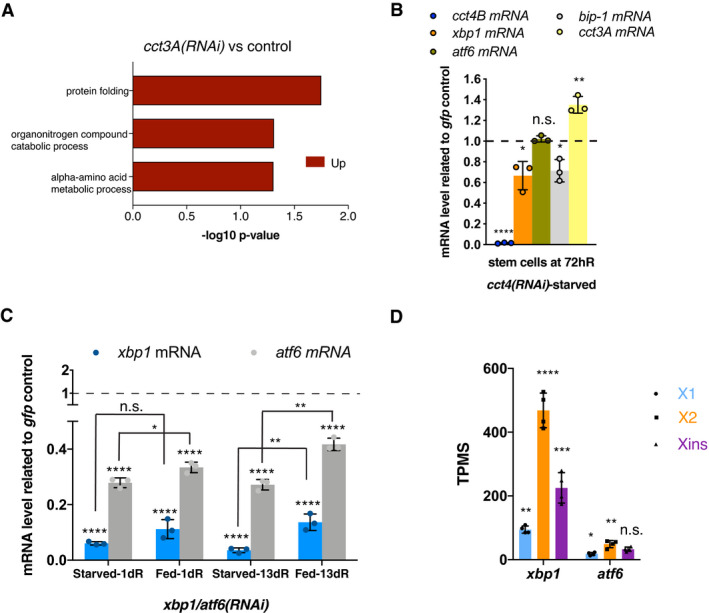
*cct3A* down‐regulates components of the UPR AGO enrichment analysis for biological processes of the 982 up‐regulated genes (*q*‐value < 0.05) in starved *cct3A* RNAi planarians versus controls at 72hR. *q*‐value was obtained with the Benjamini–Hochberg test. No enriched biological processes were found down‐regulated. For better visualization, similar enriched GO terms based on the same subset of genes were manually removed to reduce redundancy.BThe graph shows that *cct4B* RNAi down‐regulates *xbp1* and *bip‐1* and up‐regulates *cct3A* specifically at 72hR during starvation in stem cells. Error bars are SD from the mean. 50 planarians per replicate (3 replicates) were used to obtain the X1 population (stem cells). *P* < 0.0001 (four asterisks), *P* < 0.01 (two asterisks), *P* < 0.05 (one asterisk) and n.s. indicates not significant using two‐tailed Student's test with equal sample variance.CExpression of *xbp1 and atf6* at 1 and 13 days of regeneration after *xbp1/atf6(RNAi)* related to controls during either starving or feeding conditions. The graphs show that *xbp1/atf6* RNAi down‐regulates *xbp1* and *atf6* during starvation and feeding at both time points. Error bars are SD from the mean. Asterisks indicate *P* < 0.0001 (four asterisks), *P* < 0.01 (two asterisks) and *P* < 0.05 (one asterisk), and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 3 replicates (5 planarians each) per time point.DExpression levels of *xbp1 and atf6* at 30 days of starvation in the X1, X2 and Xins FACS populations in TPMs (transcripts per million). Error bars are SD from the mean. Asterisks refer to the condition before and X1 refers to Xins and indicate *P* < 0.0001 (four asterisks), *P* < 0.001 (three asterisks), *P* < 0.01 (two asterisks) and *P* < 0.05 (one asterisk), and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 4 replicates (40 planarians each) per time point. Source data are available online for this figure.

Interestingly, we observed that the effect on the UPR was not specific of *cct3A*, as down‐regulating another randomly chosen subunit (*cct4B*) also led to a decrease in *xbp1* and *bip* levels (Fig EV4B).

In order to investigate whether the observed down‐regulation of the UPR^ER^ was causally involved in the mitotic failure and defective blastema of *cct3A(RNAi)* planarians under starved conditions, we performed RNAi experiments for *Smed‐xbp1*, *Smed‐atf6*, *Smed‐bip‐1* and additionally also *Smed‐bip‐2* and *Smed‐bip‐3* (a second and third planarian *bip* not differentially expressed upon *cct3A* RNAi (Fig 4D, Appendix Fig S3A and B and Dataset EV2a). Strikingly, RNAi for *bip‐1* (Appendix Fig S3B) and double RNAi for *xbp1/atf6* (Figs 4D and EV4C) phenocopied the regeneration failure in starved planarians but normal regeneration under feeding conditions as seen in *cct3A(RNAi)* planarians (Fig 1B and C). Interestingly, regenerative failure of *xbp1/atf6(RNAi)* planarians under starved conditions mimicked many of the characteristic features of regeneration failure in *cct3A(RNAi)* animals, such as aberrant mitosis, increased apoptosis during regeneration (including X1 stem cells) and lack of differentiation (Fig 4E–J, Appendix Fig S4A–C). However, no accumulation of mitotic stem cells was evident (Fig 4E) and the depletion of stem cells at later time points of regeneration was not observed in most of the planarians (Fig 4E, G and H). *xbp1/atf6(RNAi)* planarians started to die by 15dR and all the planarians were dead by 35dR (Fig 4D), far faster than *cct3A* RNAi where 47% of the planarians were still alive at 50‐69dR (Fig 1B). Compared to *cct3A* that is enriched in S and G2/M phase stem cells (X1 fraction), *xbp1* and atf6 are more enriched in G0/G1 (X2 fraction) and differentiated cells (Xins) (Fig EV4D). Therefore, it is possible that down‐regulation of *xbp1/atf6* affects not only mitotic stem cells but also differentiating and differentiated cells. This could explain the faster lethality phenotype which prevents the observation of possible long‐term effects in mitotic stem cells such as stem cell depletion in all planarians.

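xbp1, a transcription factor of the UPR, was lowest in X1 cells at 30dS. It was at 79.0 ± 29.4 TPM in X1, 495 ± 86.8 in X2 and 270 ± 71 in Xins (SD, n = 4 libraries). No library of a population overlapped with those of another (exact permutation test, p = 0.0286 for each pair, 0.057 when adjusted over the comparisons of xbp1 and atf6). The log2 difference of X1 was -1.79 against Xins (limma adjusted p = 4.8e-05) and -2.68 against X2 (limma adjusted p = 7.2e-06), and X2 lay 0.89 above Xins (limma adjusted p = 0.012). atf6, the other UPR transcription factor, was at 15.8 ± 7.86, 55.2 ± 24.5 and 42.6 ± 22.4 TPM. Its differences were -1.36 against Xins (limma adjusted p = 0.020) and -1.74 against X2 (limma adjusted p = 0.010), neither under the threshold of 0.01, with an exact p of 0.0571 each, and 0.38 between X2 and Xins (exact p = 0.457). cct3A overlapped between X1 and X2 (log2 difference 0.32, exact p = 0.343), and separated without overlap with values as deposited (0.47), with median-of-ratios scaling (0.99) and on the study's joint values (0.71), with an exact p of 0.0286 each.
Same-numbered libraries deviated together at 30dS, and with the replicate number as a block atf6 was lower in X1 than in Xins (limma adjusted p = 2.3e-06) and than in X2 (1.1e-06), and xbp1 was higher in X2 than in Xins (1.2e-04). With median-of-ratios scaling, xbp1 lay -0.83 below Xins in X1 (limma adjusted p = 0.015), which is not under 0.01.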

Together, these results indicate that *cct3A*‐dependent *xpb1/atf6* expression contributes to maintain the regenerative capacity of planarians under starved conditions by preventing mitotic failure.

### Treatment with a mild dose of the UPR inducer DTT further supports that TRiC subunits function through the UPR

To test whether the UPR down‐regulation contributes to the regenerative failure of *cct3A* RNAi during starvation, we employed the chemical ER‐stressor dithiothreitol (DTT) (Kaufman, 1999). We observed that the expression levels of the ER stress marker *bip‐1* increased during early time points of regeneration in starved control planarians (not RNAi injected) when compared to feeding conditions (Fig EV5A). We reasoned that if the failure in up‐regulating the UPR contributed to the regenerative impairment in *cct3A* RNAi, low dose DTT may have the potential to rescue this deficiency by independently inducing ER stress and the UPR^ER^. First, we determined a low level of ER stress that could induce an ER stress response (*bip‐1* expression) without perturbing regeneration in control planarians under feeding and starved conditions (Fig EV5B–D). Next, we conducted a regeneration experiment with or without adding a mild dose of DTT (0.05mM) for 3.5h prior to RNAi injections (Fig 5). Interestingly, at 58dR we observed that while DTT‐untreated *cct3A(RNAi)* planarians in starved conditions could not regenerate and were all dead (0% survival) as observed before (Fig 1B), 33.33% of DTT‐treated *cct3A(RNAi)* planarians survived with 14.81% completely regenerated (Fig 5).

**Figure EV5:**
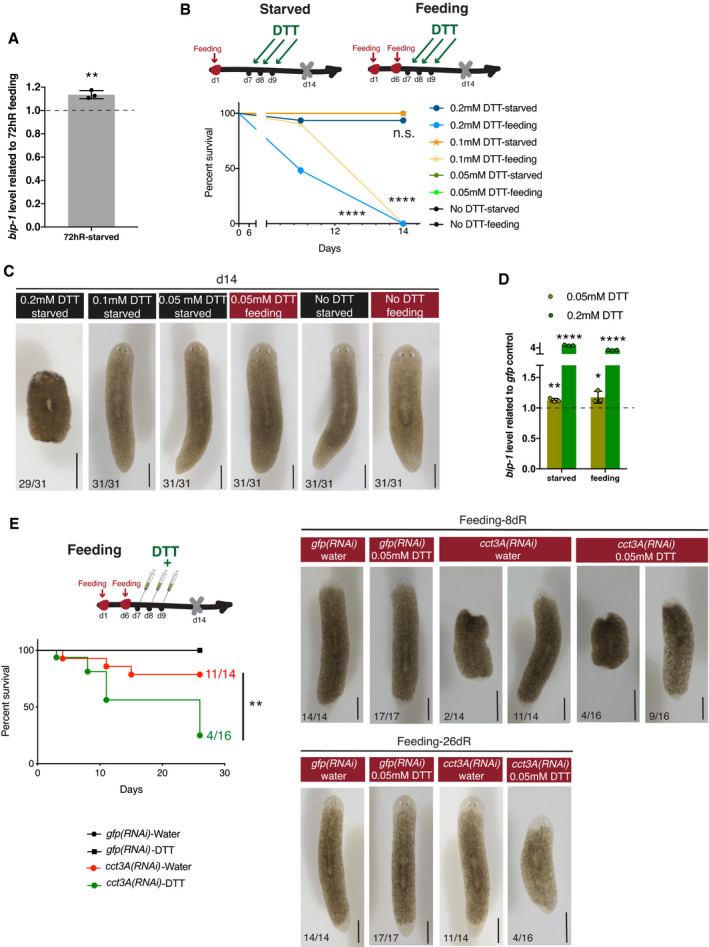
Supplementary experiments on DTT treatments AExpression of *bip‐1* in 72hR planarians in starved conditions related to 72hR planarians in feeding conditions. Error bars are SD from the mean. *P* < 0.01 (two asterisks) using two‐tailed Student's test with equal sample variance. *n* = 3 replicates (5 planarians each).B, CThe Kaplan–Meier curve shows 100% survival of intact planarians treated with 0.05 mM DTT in both starved and feeding conditions. 0.2 mM and 0.1 mM DTT leads to death of all treated animals in feeding conditions by day 14. While 0.2 mM DTT in starved planarians leads to some death, the rest of the planarians showed wounds and lysis by day 14 as displayed in the images. All starved planarians treated with 0.1 mM DTT were normal, and after amputation at day 14, they all regenerated normally. At the concentration of 0.05 mM all planarians, both in the starved and feeding conditions, looked normal after the treatments and regenerated well after the amputation. Four asterisks indicate *P* < 0.0001 of 0.2 mM DTT and 0.1 mM DTT treatments on the feeding conditions respect to controls, and n.s. indicates not significant respect to controls with log‐rank (Mantel–Cox) test. The rest of conditions are not significant. Images are representative surviving animals for the different conditions. At the bottom are the number of planarians with the phenotype shown from a total of 31 planarians per condition in two independent experiments. The rest of planarians are dead at this time point. Scale bars, 1 mm.DExpression of *bip‐1* in planarians in starved and feeding conditions 1 h after the last day of treatment with DTT (0.05 and 0.2 mM). The levels of *bip‐1* increase after exposure to DTT and the increase is bigger with higher doses of DTT. Error bars are SD from the mean. *P* < 0.0001 (four asterisks), *P* < 0.01 (two asterisks) and *P* < 0.05 (one asterisk) using two‐tailed Student's test with equal sample variance. *n* = 3 replicates (5 planarians each) per time point.EThe Kaplan–Meier curve demonstrates decreased survival of *cct3A* RNAi animals when treated with DTT under feeding conditions. Percentages indicate the number of survivals at the indicated time points. Two asterisks indicate *P* < 0.01 with log‐rank (Mantel–Cox) test. Images are representative surviving animals for the different conditions at this time point. At the bottom are the number of planarians with the phenotype shown. The rest of planarians are dead at the displayed time point. dR indicates days of regeneration. Scale bars, 500 µm. Source data are available online for this figure.

**Figure 5:**
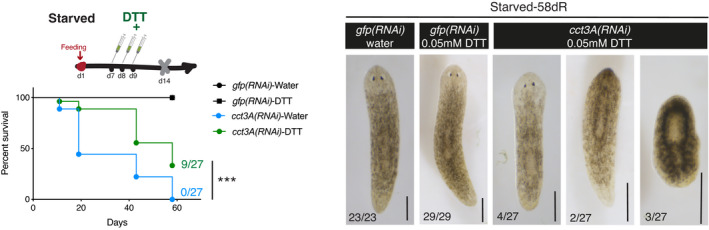
DTT promotes survival in starved *cct3(RNAi)* planarians The Kaplan–Meier curve demonstrates increased survival of *cct3A* RNAi animals when treated with DTT under starved conditions. Percentages indicate the number of survivals at the indicated time points. Three asterisks indicate *P* < 0.001 with log‐rank (Mantel‐Cox) test. Images are representative surviving animals for the different conditions at the displayed time point of regeneration. At the bottom are the number of planarians with the phenotype shown. The rest of planarians are dead at the displayed time point. Data information: dR, days of regeneration. Scale bars, 300 µm. Source data are available online for this figure.

We also treated planarians with DTT in the feeding condition (Fig EV5E). We observed that most of the DTT‐treated *cct3A(RNAi)* planarians that were alive by 8dR (9/13) showed blastema formation and differentiation. However, DTT‐treated *cct3A(RNAi)* planarians finally survived significantly less (25%) than DTT‐untreated *cct3A(RNAi)* planarians by 26dR (78.6%) (Fig EV5E). This suggests that combining feeding, *cct3A(RNAi)* and DTT treatment has a negative effect in survival without generally affecting early regeneration.

Overall, our results indicate that the UPR down‐regulation contributes to the regenerative failure of *cct3A(RNAi)* planarians during starvation.

### *Cct3*‐knockdown attenuates the UPR^ER^ in freshly isolated mouse hematopoietic stem cells and progenitor cells (HSPCs) in response to glucose deprivation

To test whether *Cct3*‐mediated UPR may be important in a mammalian regenerative system, HSPCs (LSK cells: Lineage^−^, Sca‐1^+^, c‐Kit^+^ cells) (Okada *et al*, 1992) from mouse bone marrow were lentiviral transduced with a *Cct3‐*shRNA or a scramble control shRNA. Transduced LSK cells were either cultured under normal (6 mM) or low (2 mM) glucose conditions. NanoString analysis of stress response genes showed that *shCct3* transduction in glucose‐deprived LSK cells resulted in the regulation of genes involved in "UPR and ER genes" (Fig 6A). 32% of the “UPR and ER genes” in the dataset were significantly down‐regulated, which included *BiP* and *Xbp1* (Fig 6B, Dataset EV4). In agreement with the expression data, *Cct3*‐knockdown also decreased the ratio of *Xbp1*(spliced)/*Xbp1*(unspliced), a well‐known marker of ER stress signalling (Yoshida *et al*, 2001), in glucose‐deprived LSK cells (Fig 6C). In line with the planarian data, *Cct3*‐knockdown did not affect the expression of UPR‐related genes or the ratio of *Xbp1*(spliced)/*Xbp1*(unspliced) in LSK cultures exposed to normal glucose conditions.

**Figure 6:**
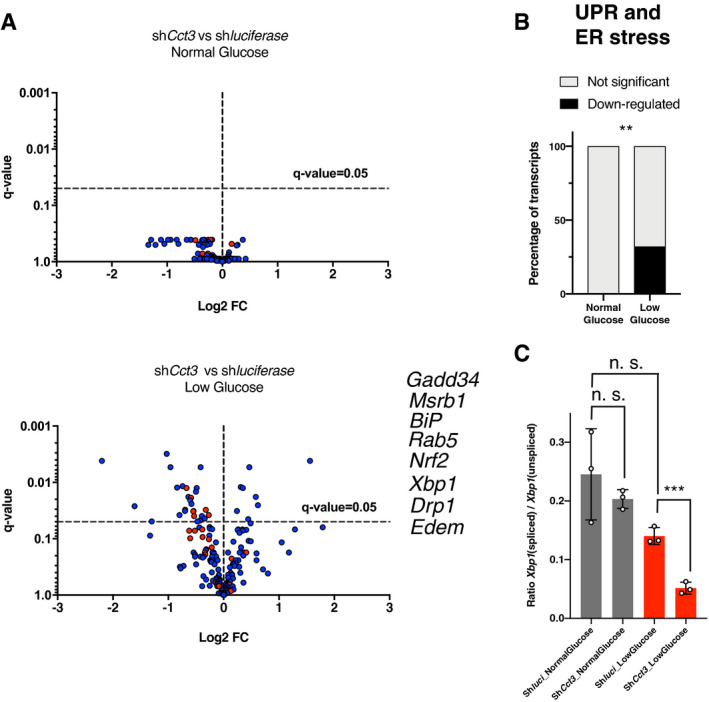
NanoString analysis of stress response genes on normal and low glucose cultured mouse LSK cells (hematopoietic stem cells and multipotent hematopoietic progenitors) AVolcano plots displaying shRNA‐*Cct3*‐ and shRNA‐*luciferase*‐infected LSK cells cultured either in normal glucose (upper graph) or low glucose conditions (lower graph). Dots represent all the NanoString analysed transcripts. Red dots are UPR and ER stress‐related genes. The UPR and ER stress genes significantly down‐regulated only under low glucose conditions in sh*Cct3* cells compared to controls are indicated near the lower graph. For better visualization, two dots with *q* ≤ 0.001 have been removed from the volcano plot (see them in Dataset EV4). Y‐axis indicates the false discovery rate (FDR) (*q*‐value), and the X‐axis indicates the log2 fold changes. The FDR‐based method of *P*‐value adjustment was conducted to calculate the q‐values by nSolver software using Benjamini–Hochberg methods. Significance is established by *q*‐value < 0.05 and indicated by the dotted horizontal line. *n* = 3 mice.B“UPR and ER stress” genes are significantly enriched (only down‐regulated) in sh*Cct3* cells compared to controls under low glucose conditions (**P < 0.01 using two‐sided Chi‐square test).CThe graph shows that the ratio between *Xpb1*(spliced) / *Xpb1*(unspliced) is lower (i.e. lower levels of UPR) in LSK which have *Cct‐3* down‐regulated compared to controls only when cultured under low glucose conditions. Error bars are SD from the mean. *P* < 0.001 (three asterisks), and n.s. indicates not significant using two‐tailed Student's test with equal sample variance. *n* = 3 mice. Source data are available online for this figure.

Together these data support the conclusion that the induction of the UPR and ER stress responses in murine LSK cells in low glucose conditions are dependent on *Cct3*, the murine homologue of *Smed‐cct3A*.

### *cct3A(RNAi)* planarians have decreased energy levels and their regenerative defects can be rescued by supplementation with fatty acids

In order to explore the dependency of *ccts* RNAi phenotypes on starvation, we determined general ATP levels in whole planarians (Fig 7A). We observed that controls in starved conditions had ATP levels comparable to controls that were fed. Remarkably, *cct3(RNAi)* animals showed decreased levels of ATP specifically in starved conditions when compared to controls (Fig 7A), indicating that *cct3A* is required to maintain ATP levels in starved planarians.

**Figure 7:**
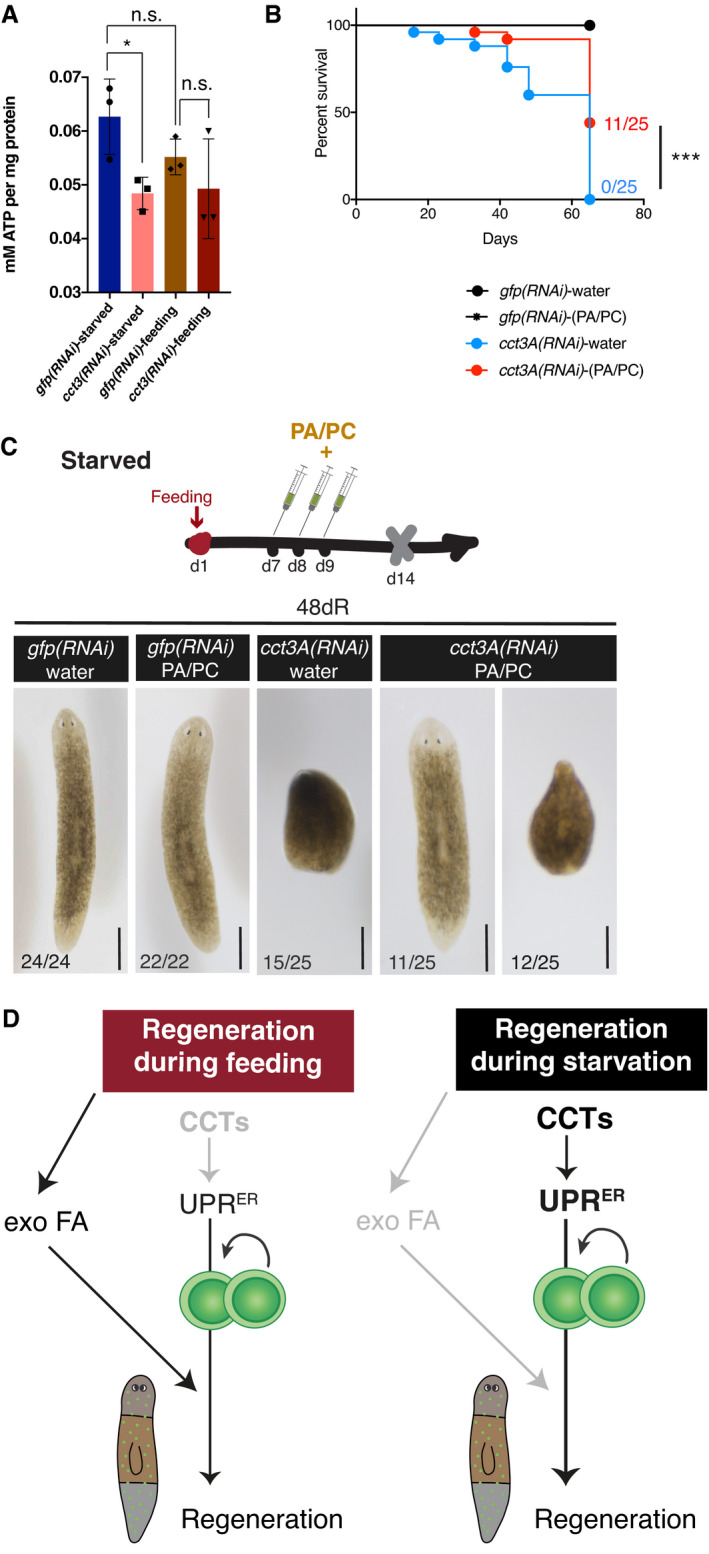
*cct3A(RNAi)* shows decreased ATP levels during starvation and fatty acid administration rescues regeneration defects in a percentage of planarians AATP measurement on 48hR trunk extracts shows that *cct3A* RNAi under starved conditions contains less ATP than controls. Error bars are SD from the mean and asterisks indicate *P* < 0.05 (one asterisk) and n.s. indicates not significant using two‐tailed Student’s test with equal variance. *n* = 3 replicates (5 planarians per replicate).BThe Kaplan–Meier curve demonstrates increased survival of starved *cct3A(RNAi)* animals when treated with palmitic acid/palmitoylcarnitine (PA/PC). Percentages indicate the number of survivals at the indicated time points. Three asterisks indicate *P* < 0.001 with log‐rank (Mantel‐Cox) test.CImages are representative surviving animals for the different conditions in (B). At the bottom are the number of planarians with the phenotype shown. The rest of planarians are dead at this point. Scale bars indicate 500 µm.DIn our proposed model the levels of ER stress (UPR) are basal during regeneration in feeding conditions at 72hR and not essential for stem cell proliferation and regeneration. Planarians obtain energy and lipids from administered food, including exogenous fatty acids (exo FA). During starved conditions, *ccts* increase the levels of the UPR and this allows proper stem cell proliferation and regeneration when exogenous fatty acids are not available. Source data are available online for this figure.

We reasoned that if *cct3A(RNAi)* planarians were deficient in energy, supplementation with a dietary source of fuel such as fatty acids could rescue *cct3A(RNAi)* phenotypes. We injected palmitic acid (PA), one of the most abundant fatty acids in animals, and its mobilized form palmitoyl‐*L*‐carnitine (PC) before RNAi injection in starved conditions as done previously (Deb *et al*, 2021). Interestingly, PA/PC significantly increased the survival of *cct3A(RNAi)* planarians (Fig 7B and C). While all non‐supplemented *cct3A(RNAi)* planarians did not regenerate or were dead by 48dR, 44% of the PA/PC supplemented *cct3A(RNAi)* planarians were able to fully regenerate (Fig 7B and C) and survived at least until 65dR when all the non‐supplemented *cct3A(RNAi)* planarians had died.

Together, the data show that fatty acid supplementation is able to revert the regenerative failure of *cct3A(RNAi)* planarians under starved conditions implying that lipid metabolism is a downstream target of *cct3A* required for the maintenance of regeneration in starved conditions.

## Discussion

In this study, we found CCT‐mediated UPR modulation as a mechanism that contributes to explain how planarians can regenerate under starved conditions. CCT subunits function as a multiprotein complex called the TRiC, acting as a chaperonin in the process of correct protein folding. It is known that all eight subunits are required for the proper function of TRiC, and depletion of any subunit is able to reduce its activity (Tam *et al*, 2006). However, free monomeric subunits have been described as having some additional roles outside the CCT oligomer (Vallin & Grantham, 2019). Indeed, using siRNAs to reduce levels of CCT subunits disrupts both CCT oligomer functions and functions associated with specific CCT monomeric forms (Vallin & Grantham, 2019). Also, depleting one CCT subunit results in a reduction of assembled oligomer and that in turn increases monomeric non‐targeted CCT subunits. It has been predicted that if targeting different CCT subunits gives the same results, then most likely the oligomer function has been affected (Vallin & Grantham, 2019). Our experiments show the same phenotype after independently down‐regulating each of the 8 subunits, and we also see an increase of the non‐targeted *ccts* mRNAs after *cct3A* down‐regulation (Fig 4A), which could be explained by a feedback loop of the cell trying to re‐establish sufficient TRiC levels. Therefore, it is likely that the role of CCTs on planarian regeneration during starvation depends on the whole complex rather than on CCT subunits acting as monomers.

How TRiC subunits or the TRiC in the cytosol is able to regulate the stress response at the ER and whether the TRiC itself is responding to stress will require further research. The protein HSF1, a transcription factor that responds to stress to protect cells from protein misfolding and that is known to be directly regulated by the TRiC (Neef *et al*, 2014), could represent a possible link. Alternatively, the TRiC itself, or a TRiC client or TRiC subunits may be able to bind to ATF6 which would explain *xbp1* and *bip* modulation.

Our experiments suggest that the effects we observe after down‐regulation of *ccts* are mainly due to CCTs regulating the UPR in stem cells. 

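Chaperones were compared between X1 and Xins cells by compartment, with no test of 1 compartment against another. At 30dS, 6 of 8 TRiC subunits were higher in X1 and none was lower (6 when adjusted over the list alone), with a median log2 difference of 1.24. With the replicate number as a block 7 were higher, cct4B among them (limma adjusted p = 3.3e-05), and with median-of-ratios scaling all 8 were. Of 32 cytosolic chaperones 12 were higher and 1 was lower (10 and 1 when adjusted over the list alone, median 0.91), and of 6 mitochondrial ones 5 were higher and 1 was lower (median 2.55). In the ER 1 of 8 was higher and 1 lower (median -0.01). Of the 23 chaperones that were higher after cct3A RNAi, 14 were higher and 1 was lower in X1 (15 and 1 when adjusted over the list alone, median 1.23). The cytosolic chaperones and those higher after cct3A RNAi include TRiC subunits, so their counts and tests are not separate from those of TRiC.
HSPA8, an HSP70, showed the largest differences among the chaperones named by rule. dd_Smed_v6_1332_0_1 was at 363 ± 121 TPM in X1 and 8.14 ± 3.81 in Xins at 30dS (SD, n = 4 libraries; log2 difference 5.37, standard error 0.41, limma adjusted p = 1.7e-07), and dd_Smed_v6_1459_0_1 was at 649.9 ± 213 and 15.5 ± 6.44 (5.32). HSP90AA1 (dd_Smed_v6_56_0_1), a cytosolic HSP90, was at 2298 ± 1172 and 416 ± 351 (2.67, limma adjusted p = 0.0012). FKBP1B (dd_Smed_v6_672_0_1), a prolyl isomerase, was at 725 ± 76.9 and 240.0 ± 20.7 (1.59, limma adjusted p = 2.4e-07). cdk1, which dividing cells need, was at 51.1 ± 10.3 in X1 and 0.0449 ± 0.0394 in Xins (5.62). With the block bip-1 (-1.29), calr (-1.08) and dnajc3 (-1.22) were lower in X1 as well. Lower in X1 without it were pdia13, a disulfide isomerase (-2.16, limma adjusted p = 3.7e-05), the alpha tubulin TUBA1C (-6.18) and the beta tubulin TUBB4B (dd_Smed_v6_640_0_1, -2.55).
At 1dS all 8 TRiC subunits were higher in X1 than in Xins, with log2 differences from 1.02 for cct5 (limma adjusted p = 0.0066) to 1.85 for cct1A. At 7dS cct1A (1.89), cct2 (1.16), cct6 (0.97) and cct8A (1.28) were higher, and cct3A (1.08, limma adjusted p = 0.012), cct7 (0.89, 0.039), cct4B (0.71, 0.062) and cct5 (-0.06, 0.89) did not pass. Of all transcripts, 2613 were higher and 6096 lower in X1 than in Xins at 1dS (16297 tested), 2530 and 7266 at 7dS (17713) and 2548 and 7019 at 30dS (16665).
By camera at 30dS, the adjusted p was 4.1e-04 for TRiC (0.435 with an estimated correlation), 1.5e-05 for cytosolic chaperones (0.50 with an estimated correlation), 0.009 for mitochondrial ones (0.435 with an estimated correlation) and 7.4e-07 for those higher after cct3A RNAi (0.435 with an estimated correlation). Median-of-ratios scaling moved the median log2 difference over all transcripts from -0.76 to 0.02 and the calls to 4273 higher and 5182 lower at 1dS, 4562 and 5558 at 7dS and 4665 and 5470 at 30dS, with 5823 and 5074 by quantile normalization at 30dS. At 7dS, with the replicate number as a block, 3874 were higher and 9129 lower, and cct3A (limma adjusted p = 1.8e-07), cct7 (3.0e-06) and cct4B (2.7e-05) were higher as well.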

In line with previous reports on mammalian stem cells (Noormohammadi *et al*, 2016), we found that planarian stem cells show increased expression of several chaperones including all TRiC subunits when compared to differentiated cells. We also showed that *bip,* a well‐known ER chaperone which is transcriptionally regulated in response to ER stress, is strongly down‐regulated in S and G2/M stem cells (X1 fraction) after *cct3A* or *cct4B* RNAi. Furthermore, *cct3A* RNAi and *xbp1/atf6* RNAi shows stem cell‐related phenotypes (defects in mitosis, increased apoptosis during regeneration which includes X1 stem cells and stem cell depletion in case of *cct3A* RNAi) and prevent regeneration. Mild DTT treatment on whole planarians greatly affects stem cells, since it enhances planarian regeneration of *cct3A(RNAi)* planarians in starving conditions and indeed allows for survival of the lethal *cct3A* RNAi. As a way to complement our results with an additional regenerative system which does not have limitations regarding UPR assays, we found that mouse *shCct3* hematopoietic stem cells and progenitor cells, when grown under low glucose conditions, functionally down‐regulate the UPR. Altogether the data suggest that the observed phenotypes are predominantly due to CCT regulating the UPR in X1 stem cells. However, because *ccts* and more importantly *xbp1* and *atf6* are also expressed in the X2 (G0 and G1 stem cells) and Xins (differentiated cells), we cannot formally rule out the possibility that part of the phenotype is due to defects in differentiating postmitotic and/or differentiated cells.

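xbp1 and atf6 transcripts were measured in X2 and Xins cells at every time of starvation. xbp1 was at 251 ± 54.6 TPM in X2 and 259 ± 39.7 in Xins at 1dS, and at 485 ± 130 and 282 ± 69.0 at 7dS, against 50.2 ± 13.9 and 98.7 ± 21.9 in X1 (SD, n = 4 libraries). X1 lay below Xins by a log2 difference of -2.37 at 1dS (limma adjusted p = 1.4e-06) and -1.50 at 7dS (limma adjusted p = 1.5e-04). atf6 was at 40.3 ± 22.5 TPM in X2, 33.7 ± 14.9 in Xins and 16.3 ± 5.34 in X1 at 1dS. At 7dS it was at 56.0 ± 26.7, 49.8 ± 23.1 and 15.8 ± 5.87, lower in X1 than in Xins (-1.54, limma adjusted p = 0.0048) and in X2 (-1.70, limma adjusted p = 0.0063). cct3A, a TRiC subunit, was at 342 ± 142 TPM in X2 and 181 ± 46.5 in Xins at 1dS, and at 322 ± 117 and 162 ± 60.3 at 7dS. cct5 was at 468 ± 118 and 271 ± 33.0 at 1dS, and at 389 ± 132 and 284 ± 85.0 at 7dS. As a gauge of sorting, the 200 transcripts highest in Xins relative to X1, picked on these libraries, had a median log2 level of 1.13, 1.32 and 1.53 in X1 at 1dS, 7dS and 30dS (exact permutation tests between times, p = 0.171 to 0.486). In X2 they rose from 2.76 ± 0.51 at 1dS to 4.16 ± 0.42 at 7dS and 4.21 ± 0.35 at 30dS, and in Xins from 8.52 ± 0.44 to 9.24 ± 0.21 and 9.16 ± 0.13 (exact p = 0.0286 against 1dS each, without overlap). The 200 highest in X2 relative to X1 were at 1.70, 1.55 and 1.66 in X1 (exact p of 0.543 to 0.886), where 57 of them were called lower and 2 higher at 7dS and 53 and 5 at 30dS, and rose in X2 from 4.41 ± 0.50 to 5.52 ± 0.17 and 5.59 ± 0.25 (exact p = 0.0286 against 1dS each). The values of X2 at 7dS and 30dS thus come from sorted cells with more of the transcripts typical of Xins than at 1dS.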

The human chaperome is formed by 332 chaperones and co‐chaperones, and each family of chaperones is essential for cell viability indicating that they have non‐overlapping functions (Brehme *et al*, 2014). Indeed, some other planarian chaperones have been linked to regeneration and stem cells (*prohibitin‐1* and *prohibitin‐2*, *mortalin*, *hsp40* and *hsp60*) (Conte *et al*, 2009; Fernandez‐Taboada *et al*, 2011; Rossi *et al*, 2014; Wang *et al*, 2019) and our data validate their enrichment in stem cells. It would be interesting to know whether there are other chaperones apart from CCT subunits which are specifically required for regeneration during starvation. 

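Transcripts of mitochondrial HSP70 and HSP60 were higher in X1 than in Xins cells at 30dS. HSPA9 (dd_Smed_v6_424_0_1), the human match of mortalin, a mitochondrial HSP70, was at 903 ± 503 TPM in X1 and 113 ± 90.7 in Xins (SD, n = 4 libraries), a log2 difference of 3.14 (standard error 0.61, limma adjusted p = 5.9e-04). HSPD1, the HSP60 chaperonin of mitochondria, matches 2 transcripts. dd_Smed_v6_141_0_1 was at 1956 ± 508 and 171 ± 85.0 (3.61, limma adjusted p = 4.6e-06) and dd_Smed_v6_6294_0_1 at 27.6 ± 10.9 and 2.86 ± 1.53 (2.89, limma adjusted p = 4.9e-05). Members of the HSP40 family, which bring clients to HSP70, went both ways.
DNAJB1 (dd_Smed_v6_3588_0_1) was at 74.3 ± 7.78 TPM in X1 and 38.2 ± 9.81 in Xins (log2 difference 0.97, limma adjusted p = 0.0010). DNAJA3 (dd_Smed_v6_805_0_1), an HSP40 of mitochondria, was at 461 ± 92.8 and 205 ± 42.6 (1.17, limma adjusted p = 1.6e-04, lost on the deposited scale). DNAJA4 (dd_Smed_v6_147_0_1) was higher in X1 as well (1.16, limma adjusted p = 0.0085). DNAJC27 (dd_Smed_v6_5753_0_1) was lower in X1, at 0.690 ± 0.230 against 34.8 ± 9.42 (-4.38, limma adjusted p = 5.1e-09). The remaining members named, both DNAJC7 transcripts, dnajb9, dnajb11 and dnajc3, had log2 differences from -1.22 to -0.21 that did not pass limma's test. With median-of-ratios scaling, DNAJC7 (dd_Smed_v6_13107_0_1), dnajb9 and dnajb11 had differences above 0, and the first of these was at 1.01 and called with quantile normalization. With the replicate number as a block, dnajc3 was lower in X1 (limma adjusted p = 1.4e-04). The call of DNAJA4 was lost without a filter or the trend and without any of X1 replicates 1, 2 and 4, X2 replicates 1 and 2 or Xins replicates 1, 2 and 3 at 30dS. The prohibitins are not paired with transcripts in the tables used here, so they were not analysed here.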

Our cluster 1 data set predicts that at least *prohibitins* (Rossi *et al*, 2014) and one *hsp40* (Fernandez‐Taboada *et al*, 2011) (Dataset EV2a) could also have a nutrient‐dependent effect on regeneration. Our work establishes planarians as an excellent *in vivo* model to investigate functions of proteins in metabolism.

Mechanistically, we found that *cct3A*, a TRiC subunit, is necessary to prevent mitotic defects during the response of stem cells to amputation. *cct3A* RNAi leads to gross nuclear alterations, resulting in cell death observed at wound sites at 4dR. These results highlight the importance of proteostasis to maintain genome integrity. Although it is known that altered proteostasis and genome instability are linked to an increased risk of cancer (Adams *et al*, 2015; Dai & Sampson, 2016), it is not known whether proteostasis is essential for protecting the genome. There are only few evidences indicating a possible role of proteostasis in regulating genome stability. For instance, it has been reported that ER stress and thus activation of the UPR^ER^ induced by tunicamycin or glucose deprivation, suppresses DNA double‐strand break repair in cancer cells by stimulating the degradation of Rad51 (Yamamori *et al*, 2013). Also, Hsp70 has been linked to genome stability in mouse embryonic fibroblasts under heat shock stress (Hunt *et al*, 2004) and Hsp110 is associated with genome instability in cancer cells (Dorard *et al*, 2011). Interestingly, recent studies in planarians and *Drosophila* have shown that the heat shock protein DNAJA1 and HSP90 interact with PIWI proteins suggesting a possible role of these chaperones in suppressing transposition (Gangaraju *et al*, 2011; Wang *et al*, 2019). Although the TRiC has a potential role in cancer development by modulating the folding of client proteins related to oncogenesis, cell cycle and cytoskeleton (i.e. actin and tubulin) (Roh *et al*, 2015), a direct role in genome stability of stem cells is still missing. Since *cct3A* RNAi alters mitosis specifically in starving conditions, it remains possible that TRiC‐dependent protein folding is required for the timed expression of mitosis regulating proteins, especially under starvation. In support of this possibility, we found that the *cyclin‐dependent kinase 1* (*cdk1*) is down‐regulated upon *cct3A(RNAi)* (Dataset EV3c). While our results cannot proof this concept, we think that is an interesting possibility that could contribute to the observed phenotypes. Remarkably, double RNAi for two of the main transcription factors of the UPR^ER^ *xbp1* and *atf6* phenocopies some of the features of *cct3A* RNAi in terms of genome instability. This altogether indicates that one of the major outcomes after *ccts* or the UPR^ER^ down‐regulation during starvation is related to genome integrity in stem cells. Moreover, we show that starvation protects the planarian stem cell genome and thus possibly contributes to the capacity of planarians to circumvent cancer. These results also suggest that the protective effect that fasting confers to stem cells upon chemotherapy (Nencioni *et al*, 2018) could be related to increased proteostasis.

It is known that lipids in the form of lipid droplets (LDs) accumulate under various stress conditions. For instance, mice injected with the ER stress inducer tunicamycin develop hepatic steatosis which is even more severe and showing LD accumulation when any of the UPR branches is knocked down (Rutkowski *et al*, 2008; Yamamoto *et al*, 2010). Several of our results suggest a role of TRiC subunits in lipid metabolism. One single feeding during the fasting period is sufficient to prevent any of the *ccts RNAi* phenotypes and allows regeneration thus indicating that energy production and/or the supply of nutritional building blocks for cellular anabolism prevents the phenotype. Indeed, the administration of fatty acids (PA and PC) increases survival and prevents *cct3A(RNAi)* phenotype of regeneration impairment in a percentage of planarians. Also, *cct3A* RNAi lowers ATP levels which overall suggest that starved *cct3A(RNAi)* planarians cannot generate sufficient energy. One possibility is that *cct3A(RNAi)* planarians in starved conditions fail to provide sufficient fatty acids and/or cholesterol for membrane expansion in order to pass mitosis, a highly energy‐demanding process (Kalucka *et al*, 2015). Future research is needed to clarify the link of TRiC components with lipid and LD metabolism and to elucidate whether this occurs downstream of the UPR.

We propose a model where TRiC components are up‐regulated in response to starvation and this stress response in turn activates the UPR^ER^ that enhances the regenerative capacity. The activation of this protective pathway allows mitotic fidelity and induces a metabolic adaptation of starved animals possibly by providing energy and/or lipid membrane components required for cell growth and proliferation (Fig 7D). During feeding the levels of ER stress are basal and not necessary for the mitotic regenerative response. Energy and lipid components are obtained from exogenous food (Fig 7D). However, we also observed that ER stress induction by DTT treatment in fed *cct3A* RNAi planarians but not in controls led to a decrease in survival. These data suggest that *cct3A* RNAi also has effects under feeding conditions that *per se* do not disturb regeneration but synergizes with DTT‐mediated induction of ER stress/UPR to impair survival. While this mechanism remains to be elucidated, the data on starved planarians provide experimental evidence that *cct3A*‐dependent induction of ER stress response/UPR is required for regeneration under starvation conditions.

## Materials and Methods

### Planarian husbandry

Planarians used in this work belong to the species *S. mediterranea* asexual biotype. All animals were maintained at 19°C in 1× Montjuïc Salts (1.6 mM NaCl, 1 mM CaCl_2_, 1 mM MgSO_4_, 0.1 mM MgCl_2_, 0.1 mM KCl, 0.1 g NaHCO_3_ per litre) and fed with organic veal liver.

### Starvation and feeding experiments

In experiments involving feeding, all animals were observed to make sure they ate. Food was given in excess and removed after 2 h. For RNA‐seq experiments, planarians at 1dS, 7dS and 30dS had the same area 4 mm^2^ (5–5.5 mm length at 7dS and 1dS and 5.5‐ 6mm length at 30dS). Graph paper placed under the Petri dish was used to pre‐select animals, and the final selection was done after measuring the areas with the Leica Application Suite (Leica) on photographs of live planarians taken under a stereomicrospe coupled with a Leica camera MC170 HD (Leica). For RNAi experiments, planarians around 5 mm were selected by use of graph paper.

### Fluorescence‐activated cell sorting (FACS)

Planarian dissociation and cell population analysis were performed as described previously (Hayashi *et al*, 2006). Briefly, planarians were cut into small pieces on ice and cell dissociated in the presence of papain (Merck; final concentration 1 mg/ml) during 15 min at room temperature (Moritz *et al*, 2012). Cells were then filtered through a 40 µm filter, counted and resuspended in staining solution containing the cytoplasmic dye Calcein‐AM (Biotium; final concentration of 0.5 µg/ml) and the nuclear dye Hoechst 33342 (Thermo Fisher Scientific; final concentration 30 µg/ml) in order to isolate X1, X2 and Xins populations. Staining was performed in the dark at 25°C, with continuous shaking. Propidium iodide (final concentration 1 µg/ml) was added 1 min before flow cytometry analysis to discard dead cells. Around 250,000 events were sorted per sample using BD FACSAria III or BD FACS Fusion. Cells were put into tubes containing TRIzol LS (Ambion), and RNA was extracted following manufacturer’s instructions.

### RNA‐seq

Library preparation was done using the Illumina kit TruSeq. Sequencing was done on an Illumina HiSeq2500 in 51 cycle, single‐end, high‐throughput mode at the Core facility DNA sequencing at FLI. 4 replicates per FACS population (X1, X2 and Xins) and per time point (1dS, 7dS and 30dS) were sequenced: 36 samples (2,304 million of non‐ribosomal reads). Three replicates per RNAi condition (*cct3A(RNAi)* and *gfp(RNAi)* were sequenced: six samples (256 million of non‐ribosomal reads). For transcriptomic analysis, the Dresden *Schmidtea mediterranea* transcriptome (version 4) was used as reference (PlanMine) (Rozanski *et al*, 2019). Kallisto (version 0.43.0) (Bray *et al*, 2016) was used to perform read pseudo‐alignment and quantification with the parameters –l 200 –s 20 –b 100. Previously, only reads mapping to the planarian reference transcriptome were extracted by using Kallisto and the parameter ‐F 4. The portion of planarian ribosomal RNA contamination was identified by mapping all reads with Bowtie2 (Langmead & Salzberg, 2012) against a pool of Platyhelminthes rRNA index. IDs numbers from Dresden transcriptome of version 4 are equivalent to version 6 (Planmine). For example, dresden_comp15_c0_seq1 is equivalent to dd_Smed_v6_15_0_1. Differential expression analysis was performed with the R package Sleuth (version 0.28.1) (Pimentel *et al*, 2017) with the filtered reads mapping to the reference transcriptome. Wald test was used to identify differentially expressed genes (DEGs). Significance was determined by q‐value (false discovery rate (FDR) < 0.1 for pairwise comparisons for the different time points of starvation (7dS versus 1dS, 30dS versus 1dS and 30dS versus 7dS) in the X1. For pairwise comparisons, X1 versus Xins at 1dS, 7dS and 30dS, all TPMs were normalized including also X2 values and the significance was determined by *q*‐value < 0.01. Significance was determined by *q*‐value < 0.05 in the *cct3(RNAi)* RNA‐seq analysis. Downstream analysis was done with the R software. The heat map was done with the R package “Pheatmap”. Clustering was performed using the software package Mfuzz (Kumar & Futschik, 2007). Genes with a value lower than 0.35 for cluster assignment are not displayed in the plots. Gene ontology enrichment was done creating lists of DEGs in PlanMine by using default parameters (test Benjamini–Hochberg; *P* < 0.05). Redundant GO terms were removed from the list by using REVIGO with small similarity parameter (Supek *et al*, 2011).

### RNAi experiments

Templates with T7 promoters appended to both strands were generated. Double‐stranded RNA (dsRNA) was synthesized by *in vitro* transcription following MEGAscript RNAi kit (Ambion) instructions. dsRNA was injected into the planarian as previously described (González‐Estévez *et al*, 2012b). Control animals were injected with *gfp* dsRNA, a sequence not present in the planarian genome. The different protocols used are specified in the “Results” section. The following oligos were used to generate the templates for dsRNA production:

Smed‐cct1A‐F: 5′‐ACCTGGCTATTGGTGGAGAAAG‐3′
Smed‐cct1A‐R: 5′‐GGCATTTGTTGGGAAGCTATTG‐3′
Smed‐cct2‐F: 5′‐TGACAACCCTGCTGCTAAAATC‐3′
Smed‐cct2‐R: 5′‐TGGCAATCTTTTCGACCTTTTC‐3′
Smed‐cct3A‐F: 5′‐CGTCGTTTTGAGTGGAGTTTTG‐3′
Smed‐cct3A‐R: 5′‐TTGATATTGCCATCTCCAATGC‐3′
Smed‐cct4B‐F: 5′‐CTCCAATAGCAGTTGATGCAG‐3′
Smed‐cct4B‐R: 5′‐GGCCAGGATTAACAATTCCACT‐3′
Smed‐cct5‐F: 5′‐TCACTCGGACCAAAGGGATTAG‐3′
Smed‐cct5‐R: 5′‐TGGAGGTTCAAAAGCACAAGTC‐3′
Smed‐cct6‐F: 5′‐GAGTACGCAAAGTCGCAAAATG‐3′
Smed‐cct6‐R: 5′‐TTTCGGCATATCTGGATGTCTG‐3′
Smed‐cct7‐F: 5′‐AAATGTGCTTCCACTGCTCTCA‐3′
Smed‐cct7‐R: 5′‐ACCGCTCTGTTTCCTCCATAAA‐3′
Smed‐cct8A‐F: 5′‐AATGGCTGCTCAACAACAAGAG‐3′
Smed‐cct8A‐R: 5′‐TGCGTTTCTTCTCCACGACTAA‐3′
Smed‐xbp1‐F: 5′‐TAGGTGGGAATGGTATGGGAAA‐3′
Smed‐xbp1‐R: 5′‐CACAACCAAACTCTGACATTTCG‐3′
Smed‐atf6‐F: 5′‐AAGCCAGTTGTTAAGCCAGAAA‐3′
Smed‐atf6‐R: 5′‐CCATGATAACCGGGAAATGAAGA‐3′
Smed‐bip‐1‐F: 5′‐ TGTTCTTGTCGGTGGTTCAACT −3′
Smed‐bip‐1‐R: 5′‐ AGCGCCCAATTTTTCTTTATCA −3′
Smed‐bip‐2‐F: 5′‐ AAATCCGAACCAAAGGAACATC −3′
Smed‐bip‐2‐R: 5′‐ GTTTCGCCATTACTCCACCTTC −3′
Smed‐bip‐3‐F: 5′‐ GGAGGGACATTTGATGTTTCGT −3′
Smed‐bip‐3‐R: 5′‐ TCATTACTGCGCCAACAGTTTC −3′

*Smed‐smg‐1* and *Smed‐tor* oligos were as previously published (González‐Estévez *et al*, 2012b). The sequence of *cct8A* has been previously deposited in GenBank: MF669570 (Counts *et al*, 2017).

### Immunohistochemistry

Whole‐mount immunohistochemistry was performed as previously described (Cebrià & Newmark, 2005). The following primary antibodies were used: anti‐VC‐1 (Sakai *et al*, 2000) (diluted 1/15,000; kindly provided by Professor K. Watanabe and H. Orii); anti‐TMUS13 (Cebrià *et al*, 1997) (diluted 1/20; kindly provided by Professor R. Romero); anti‐acetylated‐tubulin (Iglesias *et al*, 2011) (diluted 1:200, Sigma; clone 6‐11B‐1); and anti‐Histone H3 phosphorylated at serine 10 (H3P, diluted 1/500, Santa Cruz; sc‐8656‐R). Nuclei were stained with DAPI (1 µg/ml). Double immunohistochemistry on dissociated cells was performed as previously described (de Sousa *et al*, 2018). An anti‐Histone H3 phosphorylated at serine 10 (H3P, diluted 1/500, Santa Cruz; sc‐8656‐R) and anti‐Tubulin Tyrosin (diluted 1/400; Sigma; T9028) were used.

### Real‐Time PCR (qPCR)

RNA was extracted using TRIzol (Ambion) for whole planarians and TRIzol LS (Ambion) for FACs sorted cells. cDNA was obtained from 200 ng (from sorted cells) or 1 µg (from whole animals) of total RNA by using MMLV Reverse Transcriptase (Promega). As internal control Elongation Factor 2 (EF2), the transcript with ID 5685 from Dresden transcriptome (Planmine) or act‐like (SMEST057988001.1) were used. Each qPCR was performed with three biological replicates. Five animals were used per replicate, and each sample was replicated three times in each real‐time PCR experiment. PCR reactions were performed using the iTaq Universal SYBER^®^ Green Supermix (BIO‐RAD). Reactions were aliquoted using a QiAgility robot (Qiagen) and analysed with a 7500 Real‐Time PCR System (Applied Biosystems). The following gene‐specific oligos were designed from regions of the gene that were non‐overlapping with the sequence used for dsRNA:

SmEf2‐F: 5′‐CAGCCAGTAGCTTTAAGCGATGA‐3′
SmEf2_R: 5′‐ACTCTCAACGCTGCTGTCACTTC‐3′
5685_qPCR1: 5′‐CTTCAAGTCAAAGCATCATTTACTC‐3′
5685_qPCR2: 5′‐CATTTCGCAAATCATCTTCTAACTG‐3′
qWi1PPF: 5′‐GCAGAGAAACGGAAGTAATAGAG‐3′
qWi1PPR: 5′‐ATCCAATCCTACAATCATAGTCGG‐3′
xbp1‐QF: 5′‐ATTGGAAACTCCCATTTGTGAC‐3′
xbp1‐QR: 5′‐AGAATTATCTGGCTGACTTTGG −3′
atf6‐QF: 5′‐ TAAGAAATCGAAATTCCGGGAC‐3′
atf6‐QR: 5′‐ AAGCGTATAATCCTTGGTTCTG‐3′
cct3A_QF: 5′‐ GCAATATCAACTCACTTGACCCT‐3′
cct3A_QR: 5′‐ TAACCTTAACACCTTTGCTCCA‐3′
cct4B_QF: 5′‐ CAGAGTTAAGAAATAGACATGCCAG‐3′
cct4B_QF: 5′‐ ACTGTGATTGATAAGGAGTGGT‐3′
cct7_QF: 5′‐ AATTCCACGACAATTATGCGAG‐3′
cct7_QR: 5′‐ CTTCATTAAGAATGTCGACTCCAC‐3′
bip1_QF: 5′‐ATGAAATTGTTCTTGTCGGTGG‐3′
bip1_QR: 5′‐CTGCTTCATCTGGATTAATACCTC‐3′
act_QF: 5′‐GTAGCTCCAGAAGAACATCCAG‐3′
act_QR: 5′‐CAGAAGCATACAAAGACAACACAG‐3′

### Whole‐mount *in situ* hybridization

Whole‐mount *in situ* hybridization was carried out as described previously (González‐Estévez *et al*, 2012b) using an InsituPro VSi (Intavis). Hapten‐labelled RNA probes were prepared by using an *in vitro* RNA labelling kit (Roche).

### Measurement of ATP levels

ATP levels were measured by using an ATP bioluminescence assay kit HS II (Roche) according to the manufacturer’s instructions. Regenerating trunks were incubated in cell lysis reagent and boiled for 15 min at 100°C. Then, samples were sonicated for 4 cycles of 30′′. Luciferase reagent was added to the samples, and luminescence was measured by the Mithras LB940 plate reader (Berthold Technologies) using the injection function. Three biological replicates consisting of five trunks at 48hR were used per condition, and each sample was replicated three times in each ATP experiment. Protein content was measured by the Bradford method (Bio‐Rad Protein Assay).

### Whole‐mount TUNEL

Whole‐mount TUNEL was performed as previously described (Stubenhaus & Pellettieri, 2018).

### Imaging and quantifications

Z‐stacks were acquired with a Zeiss ApoTome.2 equipped with a Zeiss Axiocam 503 mono (Carl Zeiss, Jena) (immunohistochemistry on dissociated cells), a Zeiss LSM 710 ConfoCor 3 microscope (Carl Zeiss, Jena) (whole‐mount immunohistochemistry and whole‐mount TUNEL) or a Zeiss AXIO Zoom.V16 (Apotome.2) equipped with Axiocam 506 mono and colour (Carl Zeiss, Jena) (H3P whole‐mount immunohistochemistry and whole‐mount FISH). Images were processed using Fiji (Schindelin *et al*, 2012) and Adobe Photoshop CS6/Adobe CC software. H3P quantifications were done on whole planarians using Object Counter 3D plugin from Fiji (Schindelin *et al*, 2012).

### Annexin V staining

Annexin V staining was performed according to previously published (Shiroor *et al*, 2020) with the following modifications. After staining with Hoechst 33342 and Calcein‐AM (as previously explained for the FACS protocol), 500,000 and 2 × 10^6^ cells/sample were pelleted and stained with APC Annexin V RUO (BD Pharmingen; 550475) in a ratio of 5 µl Annexin V: 100 µl freshly made 1X Annexin V buffer (10× concentrate RUO, BD Pharmingen): 100,000 cells. After staining for 15 min in the dark at 25°C, cells were washed and suspended in 300 µl of 1× Annexin V buffer with 1 µg/ml Propidium Iodide and analysed on BD FACSAria III. FlowJo™ Software (FlowJo 10.6.2, Ashland, OR) was used to analyse the data.

### DTT treatment

DTT at concentrations 0.05, 0.1 and 0.2 mM was added to the planarian water, and planarians were incubated with that solution for the 3.5 h previous to each RNAi injection. In experiments on non‐RNAi planarians, the incubations were performed for 3.5 h on the days that RNAi injections would occur.

### Administration of palmitic acid (PA) and palmitoylcarnitine (PC)

12mM BSA‐conjugated palmitic acid was prepared as previously (Deb *et al*, 2021). Briefly, 12 mM palmitic acid was prepared by mixing palmitic acid (Sigma‐P0500) in EtOH 100%. Vortex was required to completely dissolve it. Then, 0.2680 gr of fatty acid‐free BSA was resuspended in 2 ml of PBS (pH 7.2) at 37°C and subsequently treated in an ultrasound bath for 10 min at 37°C. Next, palmitic acid solution was pre‐warmed at 37°C for 2 min and 37 µl was added very slowly (in drops of 7 µl) to the fatty acid‐free BSA mixture. Vortex was required after every drop. The 12 mM BSA‐conjugated palmitic acid solution was filtered through a 0.2‐µm mesh. 11 mM palmitoyl‐*L*‐carnitine chloride (Sigma‐P1645) was prepared in water. A solution containing 750 µM BSA‐conjugated palmitic acid and 750 µM palmitoyl‐*L*‐carnitine chloride was freshly prepared every day of injection. Three pulses of 69 nl were injected into planarians 3 h prior to RNAi injections.

### Experiments with mice

Mice used in this study were C57BL/6J wild‐type mice (5‐ to 6‐month‐old) obtained from Janvier or from internal stock (FLI internal license O_KLR_18‐20 and §11 Lizenz). Mice were maintained in a specific pathogen‐free animal facility in Fritz Lipmann Institute with 12 h of light/dark cycle and fed with a standard mouse chow. Animal experiments were performed according to Institutional and European Union guidelines.

### Isolation of mouse bone marrow cells and FACS sorting of hematopoietic stem and progenitor cells (LSK cells: Lineage^−^, Sca‐1^+^, c‐Kit^+^ cells)

Total bone marrow was isolated from bones (tibia, femur, pelvis and vertebral column). Cells were then stained with anti–c‐Kit‐APC (BioLegend; 105812) antibody at 4°C for 30 min. c‐Kit^+^ cells from total bone marrow (BM) were enriched through magnetic‐activated cell separation (MACS; Miltenyi Biotec) according to the manufacturer’s protocol (LS Column, 130‐042‐402; anti–APC‐microbeads, 130‐090‐855). Cells were incubated with a lineage cocktail containing biotinylated antibodies against CD4 (BioLegend; 100508), CD8 (BioLegend; 100704), TER‐119 (BioLegend; 116204), CD11b (BioLegend; 101204), Gr‐1 (BioLegend; 108404), and B220 (BioLegend; 103222) at 4°C for 30 min. After washing, cells were incubated with anti–Sca‐1‐PE‐Cy7 (BioLegend; 108114) and anti–c‐Kit‐APC (BioLegend; 105812) antibodies. Biotinylated antibodies were developed with streptavidin‐APC‐Cy7 (BioLegend; 405208). LSK cells, which contain hematopoietic stem cells (HSCs) and multipotent progenitors (MPPs), were FACS sorted by selecting for Sca‐1^+^, c‐Kit^+^, lineage^−^ cells.

### Lentivirus production

shRNA was inserted into the SF‐LV‐shRNA‐EGFP plasmid using mir30 primers (Chen *et al*, 2019). Lenti‐X (Clontech) cells were cultured in DMEM supplemented with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin. Lentivirus was produced in Lenti‐X cells using calcium phosphate transfection of 30 µg shRNA plasmid, 18 µg psPAX2 and 9 µg pMD2.G plasmids according to standard procedures (Schambach *et al*, 2006). Medium was changed 12 h after transfection and virus supernatant was collected 36 h after changing medium. Lentiviruses were concentrated at 106,800 *g* for 2.5 h at 4°C, and viral pellets were resuspended in sterile PBS.

*Luciferase* shRNA: 5′TGCTGTTGACAGTGAGC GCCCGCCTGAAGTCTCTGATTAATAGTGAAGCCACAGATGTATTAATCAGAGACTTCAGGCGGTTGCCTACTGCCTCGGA‐3′
*Cct3* shRNA: 5′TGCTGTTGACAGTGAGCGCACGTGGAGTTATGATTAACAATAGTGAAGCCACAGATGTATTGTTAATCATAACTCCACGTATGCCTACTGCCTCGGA‐3′

### NanoString analysis on normal and low glucose cultured LSK cells

Measuring of RNA expression by NanoString was done according to previously (Chen *et al*, 2019) and to manufacturer protocol (NanoString Technologies). In brief, 5 × 10^4^ hematopoietic stem and progenitor cells (LSK cells) were transduced with shRNA targeting murine *Cct3* or *luciferase* control. The cells from both conditions were then cultured in DMEM medium (Gibco; A1443001) with low glucose concentration (2 mM) or normal glucose concentration (6 mM) for 16hrs. Both of the culture conditions contained 4 mM glutamine, 50 ng/ml mTPO (Peprotech; 315‐14), 50 ng/ml SCF (Peprotech; 250‐03), 100 unit/ml penicillin and 100 µg/ml Streptomycin (Gibco; 15140‐122). 1 × 10^4^ cells were lysed in 2 µl of lysis/binding solution (Applied Biosystems; 8500G14). The cell lysate was then used for hybridization reaction as following: 2 µl of cell lysate was mixed with 5 µl of nCounter hybridization buffer (NanoString), 2 µl of Core Tagset, 2 µl of extension Tagset, 0.5 µl of 0.6 nm Probe A working pool, 0.5 µl of 0.6 nm probe A extension Pool, 0.5 µl of 3 nm Probe B working pool and 0.5 µl of 3 nm Probe B extension pool (IDT technologies). 2 µl of Nuclease‐free water was added to each reaction to reach a final volume of 15 µl. The reaction mixture was prepared in Strip tubes (NanoString technologies). Then, it was incubated at 67°C using a thermal cycler for 16 h. The Nanostring chemistry was processed automatically using nCounter prep‐station 5s (NanoString Technologies) according to manufacturer protocol. Directly after the run, the nCounter Cartridge was loaded into nCounter digital analyser 5s (NanoString technologies). Data analysis and *q*‐values were obtained after background correction using nSolver advanced analysis software (v.4) and (R software v 3.3.2.). The following housekeeping genes were used for normalization: ActB, B2 M, Gapdh, Gusb, Hprt, PGK1, Polr1b, Polr2a, Ppia, Rpl19, Sdha and Tbp. For analysis of significantly expressed genes by NanoString, the FDR‐based method of *P*‐value adjustment was conducted to calculate the q‐values by nSolver software (v.4. Based on R‐language) using the Benjamini–Hochberg method. Significance was established by *q*‐value < 0.05. Volcano plots were obtained with GraphPad Prism software version 8. The *Xpb1*(spliced)/*Xbp1*(unspliced) ratio was calculated by dividing the number of mRNA counts of spliced *Xpb1*/unspliced *Xbp1* after normalization to housekeeping genes.

### Statistical analysis in planarian experiments

In all the manuscript, error bars are SD from the mean and asterisks indicate *P* < 0.05 (one asterisk), *P* < 0.01 (two asterisks) or *P* < 0.001 (three asterisks), *P* < 0.0001 (four asterisks) and n.s. indicates not significant using two‐tailed Student’s test with equal variance or two‐sided chi‐square test or log‐rank (Mantel‐Cox) test for Kaplan–Meier curves. The number of replicates is indicated in figures and figure legends. Wald test was used to identify differentially expressed genes (DEGs). Significance was determined by *q*‐value (false discovery rate (FDR)) < 0.1 for pairwise comparisons for the different time points of starvation (7dS versus 1dS, 30dS versus 1dS and 30dS versus 7dS) in the X1. Significance was determined by *q*‐value < 0.01 for pairwise comparisons X1 versus Xins at 1dS, 7dS and 30dS. Significance was determined by *q*‐value < 0.05 in the *cct3(RNAi)* RNA‐seq analysis. More details on the RNA‐seq statistics can be found in the RNA‐seq sections. For analysis of gene expression by NanoString, significance was determined by *q*‐value < 0.05.

## Author contributions

OG‐G, DAF and CG‐E performed most of the experiments with the help of AT; OG‐G performed computational analysis; AK and AS helped in the project; SP performed the clustering analysis; EMA and KLR performed the experiments on mouse hematopoietic stem and progenitor cells; OG‐G, DAF and CG‐E designed experiments and analysed the data; CG‐E directed the project; CG‐E wrote the manuscript with help of OG‐G, DAF, AS, AK and KLR.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source Data for Expanded View and Appendix

Review Process File

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 5

Source Data for Figure 6

Source Data for Figure 7

## Data Availability

Sequences have been deposited in GenBank with the accession numbers:
*xbp1*: MN171093 (https://www.ncbi.nlm.nih.gov/nuccore/MN171093)
*atf6*: MN171094 (https://www.ncbi.nlm.nih.gov/nuccore/MN171094)
*cct3A*: MN171095 (https://www.ncbi.nlm.nih.gov/nuccore/MN171095)
*cct1A*: MN171096 (https://www.ncbi.nlm.nih.gov/nuccore/MN171096)
*cct2*: MN171097 (https://www.ncbi.nlm.nih.gov/nuccore/MN171097)
*cct4B*: MN171098 (https://www.ncbi.nlm.nih.gov/nuccore/MN171098)
*cct5*: MN171099 (https://www.ncbi.nlm.nih.gov/nuccore/MN171099)
*cct7*: MN171100 (https://www.ncbi.nlm.nih.gov/nuccore/MN171100)
*cct6*: MN380639 (https://www.ncbi.nlm.nih.gov/nuccore/MN380639) bip‐1: MT411562 (https://www.ncbi.nlm.nih.gov/nuccore/MT411562) bip‐2: MT411563 (https://www.ncbi.nlm.nih.gov/nuccore/MT411563) bip‐3: MT411564 (https://www.ncbi.nlm.nih.gov/nuccore/MT411564) RNA‐Seq data has been deposited in Gene Expression Omnibus (GEO) with the accession numbers:
GSE134148 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134148)
GSE134013 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134013)

# Supplementary material for: Regeneration in starved planarians depends on TRiC/CCT subunits modulating the unfolded protein response
**Source:** EMBO Rep. 2021 Jun 30;22(8):e52905. doi: 10.15252/embr.202152905
**Supplement:** Supplementary file 1 — Appendix

Table of contents:

Appendix Figure S1.....	2
Appendix Figure S2.....	3
Appendix Figure S3.....	4
Appendix Figure S4.....	5

A

Trunks 27dR	<i>gfp(RNAi)</i><br>starved	<i>gfp(RNAi)</i><br>feeding	<i>smg-1(RNAi)</i><br>starved	<i>smg-1(RNAi)</i><br>feeding
Normal	100% (18/18)	100% (18/18)	5.55% (1/18)	5.55% (1/18)
Abnormal unpigmented blastemas with or without hyperplasia			66.66% (12/18)	11.11% (2/18)
Abnormal unpigmented blastemas, hyperplasia and/or outgrowths			16.66% (3/18)	22.22% (4/18)
Dead after outgrowths			11.11% (2/18)	61.11% (11/18)

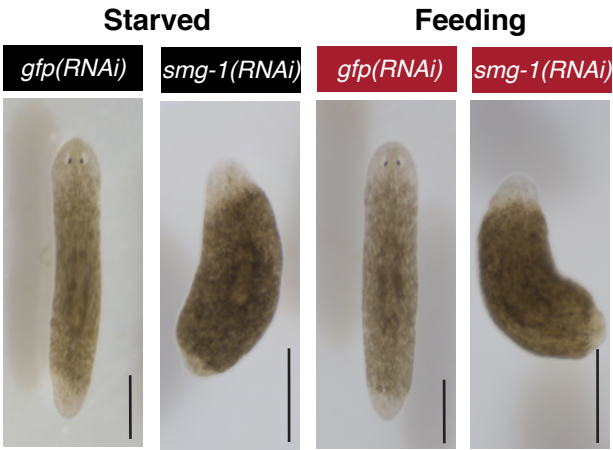

B

Trunks 23dR	<i>gfp(RNAi)</i><br>starved	<i>gfp(RNAi)</i><br>feeding	<i>tor(RNAi)</i><br>starved	<i>tor(RNAi)</i><br>feeding
Normal	100% (11/11)	100% (11/11)		
BLST(0-1.5)			100% (11/11)	
Anterior BLST(0-1.5);<br>Posterior BLST(> 1.5)				27.27% (3/11)
Dead				72.72% (8/11)

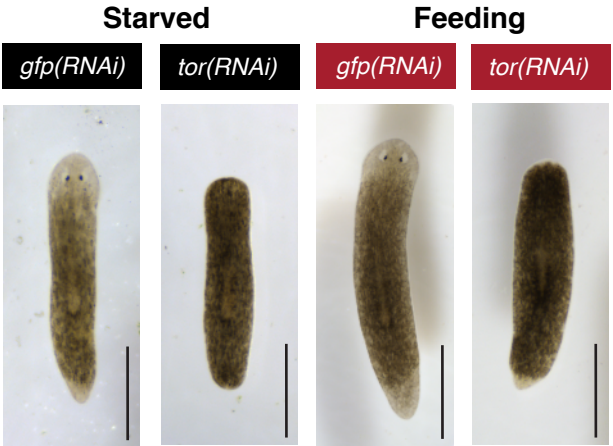

C

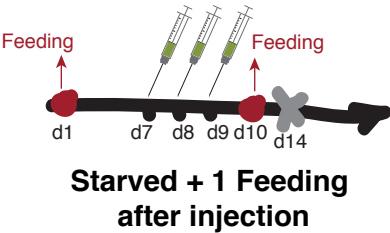

Starved + 1 Feeding
after injection

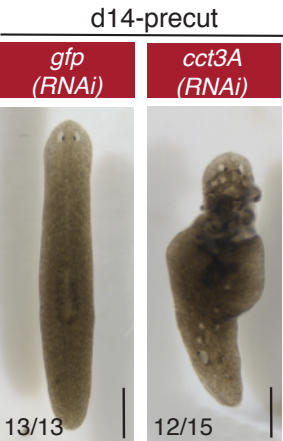

D

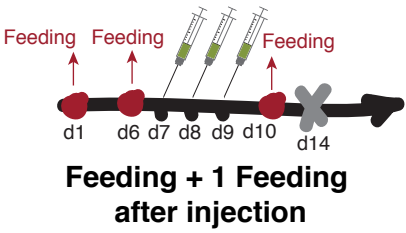

Feeding + 1 Feeding
after injection

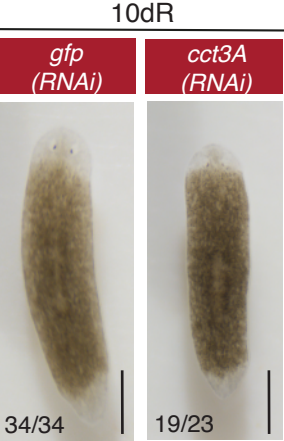

Appendix Figure S1. Controls on the RNAi injections.

(A) Number of planarians displaying the different *smg-1* RNAi phenotypes for the starved and feeding conditions performed with the same RNAi schedules as for *cct* genes. Highlighted in red: the number of dead planarians after outgrowths at 27dR is higher in *smg-1(RNAi)*-feeding than in starved conditions. Representative images displaying the typical phenotype of abnormal unpigmented blastemas in *smg-1(RNAi)* planarians at 20-27dR. The same phenotype is observed with both the starvation and the feeding RNAi schedules. (B) Number of planarians displaying the *tor-1* RNAi phenotype at 23dR for the starved and feeding conditions performed with a similar RNAi schedule as for *cct* genes (feeding is prior to injections, however, the gene requires two rounds of injections and regeneration as previously described (Gonzalez-Estevez et al., 2012b)). Highlighted in red: most of the planarians are already dead by 23dR when *tor(RNAi)* is performed in feeding conditions. BLST indicates blastema size as previously described (Gonzalez-Estevez et al., 2012b). Posterior BLST (>1.5) in 40% of the planarians that died at 23dR. Representative images displaying the phenotype at 23dR. (C) RNAi injections schedule in starving conditions, placing a feeding after injections. Most of *cct3A(RNAi)* display lesions and lysis before amputation at day 14. All these planarians die between day 15 and 18. At the bottom are the number of planarians with the phenotype shown. The remaining planarians were amputated. All the *cct3A(RNAi)* amputated planarians died at 1-2dR. (D) RNAi injections schedule in feeding conditions, placing an extra feeding after injections. Most of *cct3A(RNAi)* planarians have regenerated at 10dR. Note that the percentage of regenerated planarians at 10dR is higher (82.61%) than when the feeding is only placed at day 6 (Fig. 1C; 78.22%). At the bottom are the number of planarians with the phenotype shown. The remaining planarians were dead at the indicated time point. dR, days of regeneration. Scales, 500 μ m.

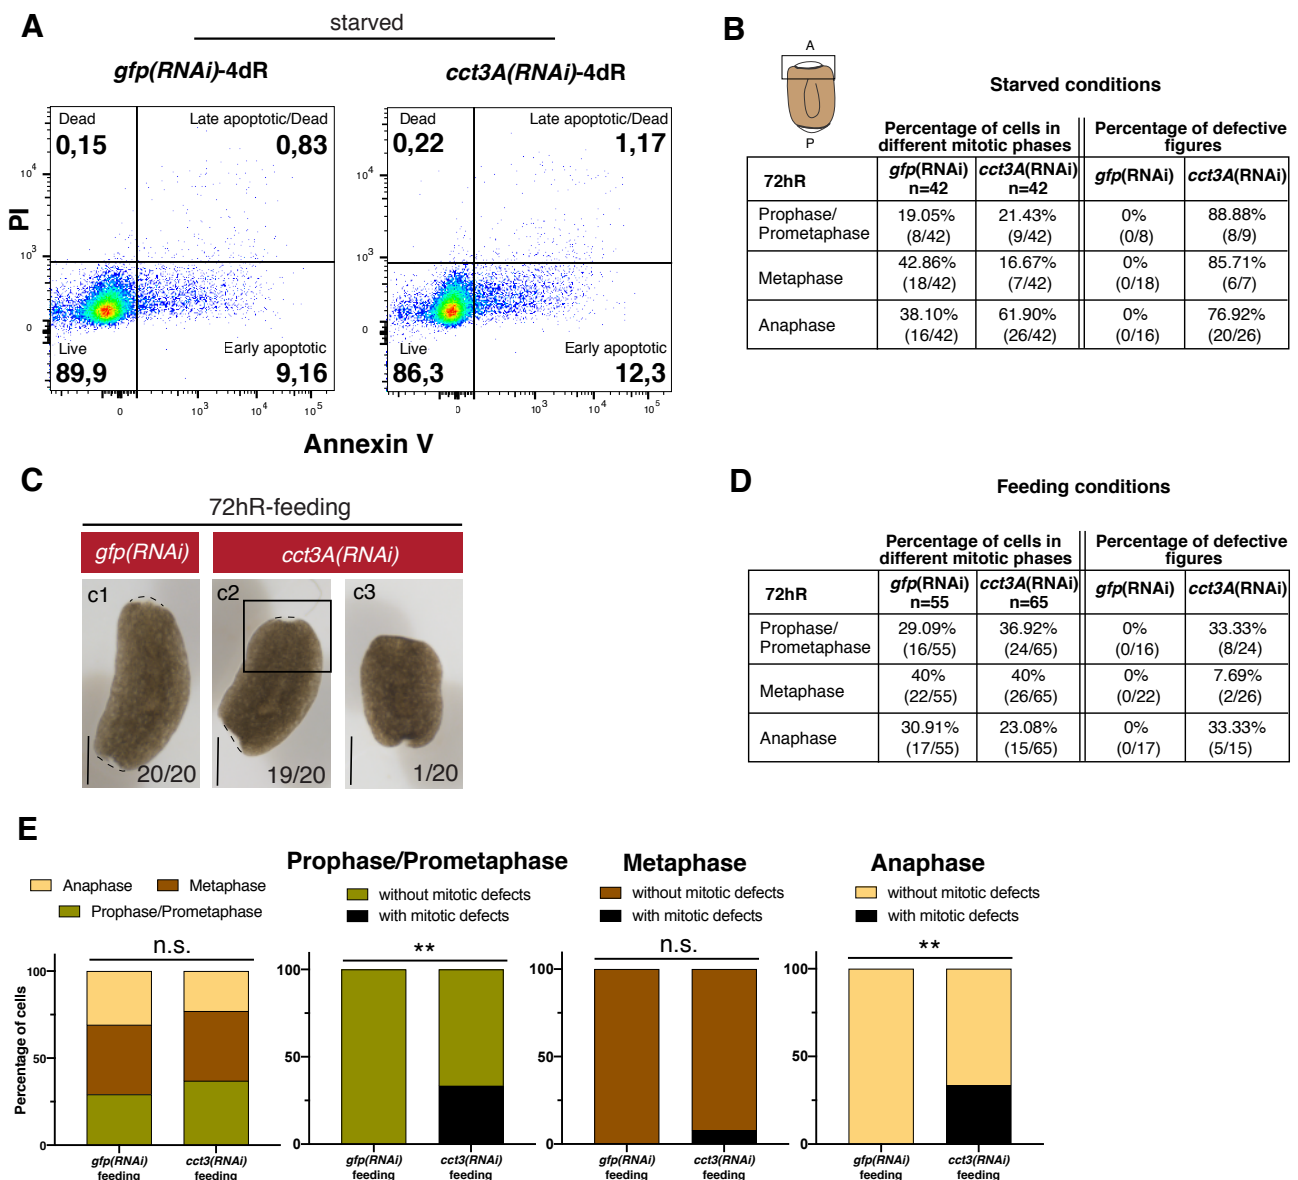

Appendix Figure S2. During starvation stem cells from 72hR *cct3A(RNAi)* planarians show defective mitosis and die, which is partially prevented by feeding.

(A) Representative plot showing living and dead X1 cells (stem cells) stained with propidium iodide (PI) and annexin V after *cct3A(RNAi)* and controls at 4dR. Notice the increase in stem cell death after *cct3A(RNAi)* (sum of annexin V positive compartments: 13.47%) compared to controls (9.99%). Approximately 20,000 X1 cells are displayed. 2×10^6 total planarian cells were analyzed from 25 planarians per sample in two independent experiments. (B) Quantification of the percentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *cct3A RNAi* and controls during starvation after double immunostaining with anti- α -tubulin and anti-H3P. The cartoon represents a regenerating trunk and the square displays the region analyzed at the anterior “A” blastema. (C) Representative live images of 72hR trunks from controls and *cct3A(RNAi)* planarians under feeding conditions. From the pool of fed *cct3A(RNAi)* planarians only the planarians with bigger blastemas were selected (c2). From that pool, not all planarians would have finally regenerated as the percentage 95% (19/20) is higher than the one at final stages of regeneration (83.87% in Fig. 1C). The box indicates the region analysed for mitotic figures in D. The dotted line delimits the blastema. At the bottom are the number of planarians with the phenotype shown. Scales, 800 μ m. (D) Quantification of the percentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *cct3A RNAi* and controls during feeding after double immunostaining with anti- α -tubulin and anti-H3P. (E) Quantification of the percentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *cct3A RNAi* and controls during the feeding conditions after double immunostaining with anti-tyrosine-tubulin and anti-H3P (** $P < 0.01$ and n.s. not significant using two-sided Chi-square test; number of analyzed cells is displayed in D); $n \geq 5$.

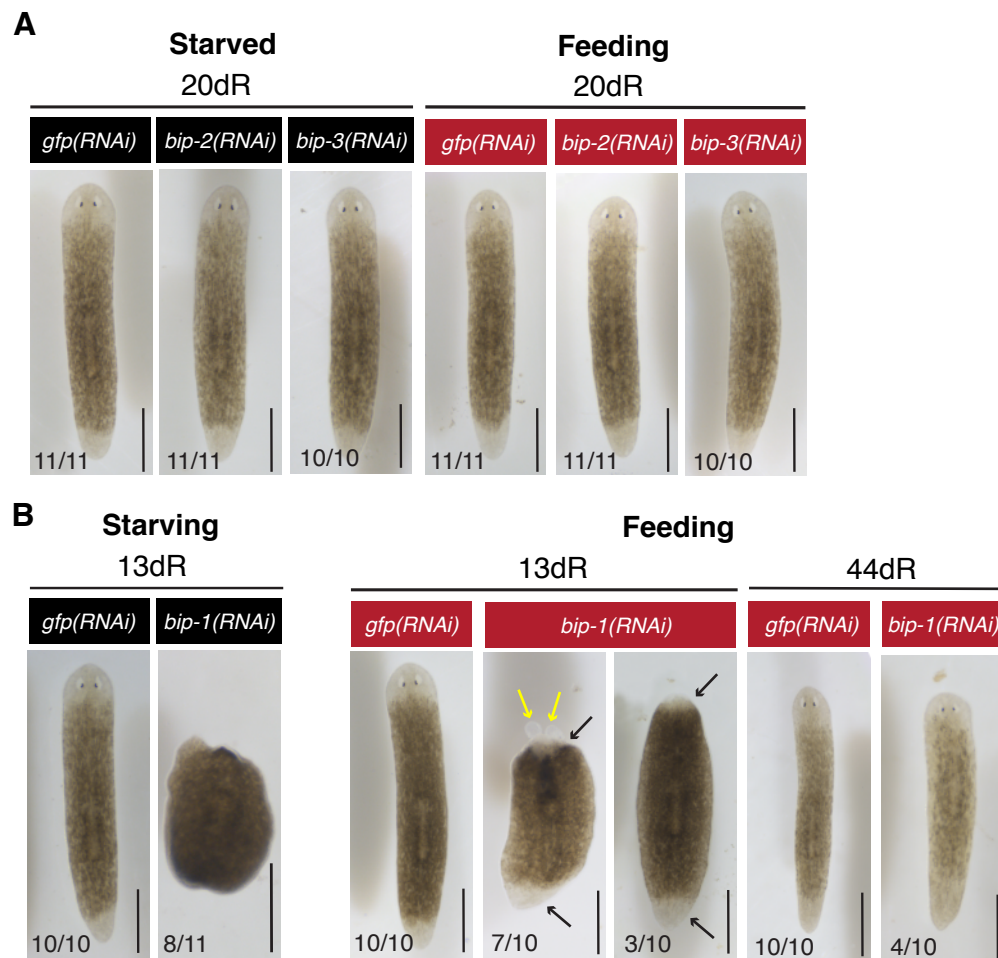

Appendix Figure S3. *bip-1* RNAi phenocopies *cct3A* RNAi.

(A) RNAi injections schedule in starved and feeding conditions for *bip-2* and *bip-3* as performed for *cct3A* in Fig. 1. Live images show no phenotype for *bip-2* and *bip-3* as planarians can regenerate normally as in controls in either starved or feeding conditions. At the bottom are the number of planarians with the phenotype shown. (B) RNAi injections schedule in starved and feeding conditions for *bip-1* as performed for *cct3A* in Fig. 1. Live images show that RNAi for *bip-1* leads to no blastema formation compared to controls at 13dR during starved conditions. In feeding conditions at the same time point all planarians show anterior and posterior blastemas (black arrows), although some also show lysis at anterior blastemas (yellow arrows). By 44dR 40% *bip-1*(RNAi) planarians have regenerated. At the bottom are the number of planarians with the phenotype shown. The remaining planarians are dead at the indicated time points. All starved *bip-1*(RNAi) planarians were dead after 20dR. Scales, 500 μ m.

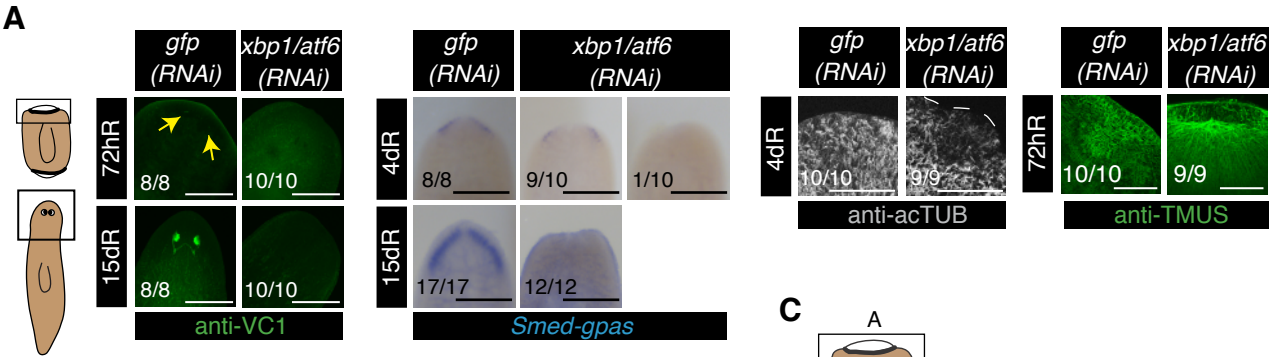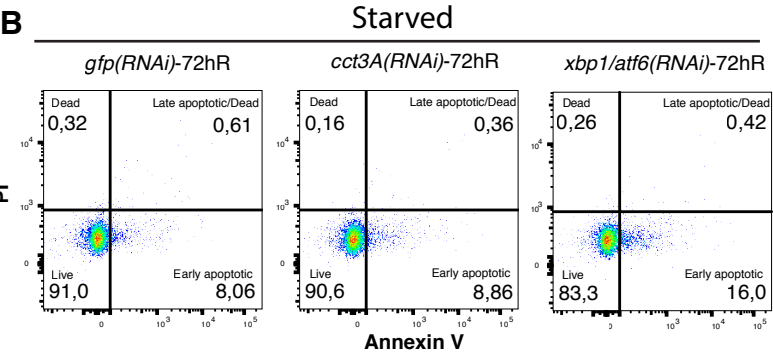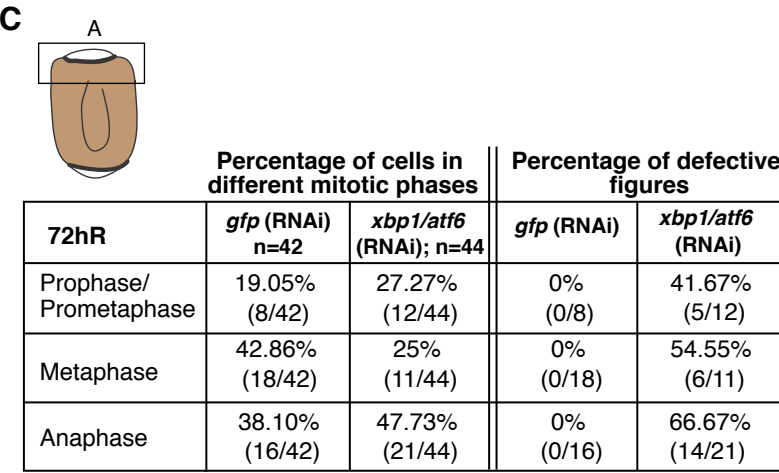

Appendix Figure S4. *xbp1/attf6* RNAi phenocopies *cct3A* RNAi.

(A) The squares at the cartoons indicate the regions shown in the panels. The images show no differentiation of eyes (anti-VC1), and minimal differentiation of brain (*Smed-gpas*), epidermal cilia (anti-acTUB) and muscle (anti-TMUS) in anterior wounds of *xbp1/attf6* RNAi compared to controls in starved conditions. At the bottom are the number of planarians with the phenotype shown. Arrows indicate the differentiating eyes. (B) Representative plot showing living and dead X1 cells (stem cells) stained with propidium iodide (PI) and annexin V after *cct3A(RNAi)*, *xbp1/attf6(RNAi)* and controls in starved conditions at 72hR. Notice the increase in stem cell death after *xbp1/attf6(RNAi)* (sum of annexin V positive compartments: 16.42%) compared to controls (8.67%) or *cct3A(RNAi)* (9.92%). Approximately 7,000 X1 cells are displayed. 2×10^6 total planarian cells were analyzed from 25 planarians per sample in two independent experiments. (C) Quantification of the percentage of stem cells in different mitotic phases and the percentage of defective mitotic figures in 72hR anterior blastemas of *xbp1/attf6* RNAi and controls during starvation after double immunostaining with anti- α -tubulin and anti-H3P. The cartoon displays the area analysed. A, anterior; hR, hours of regeneration; dR, days of regeneration. Scales, 300 μ m (VC1 images), 500 μ m (*gpas* images), 150 μ m (TMUS and AC-TUB images).

# Supplementary material for: Regeneration in starved planarians depends on TRiC/CCT subunits modulating the unfolded protein response
**Source:** EMBO Rep. 2021 Jun 30;22(8):e52905. doi: 10.15252/embr.202152905
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

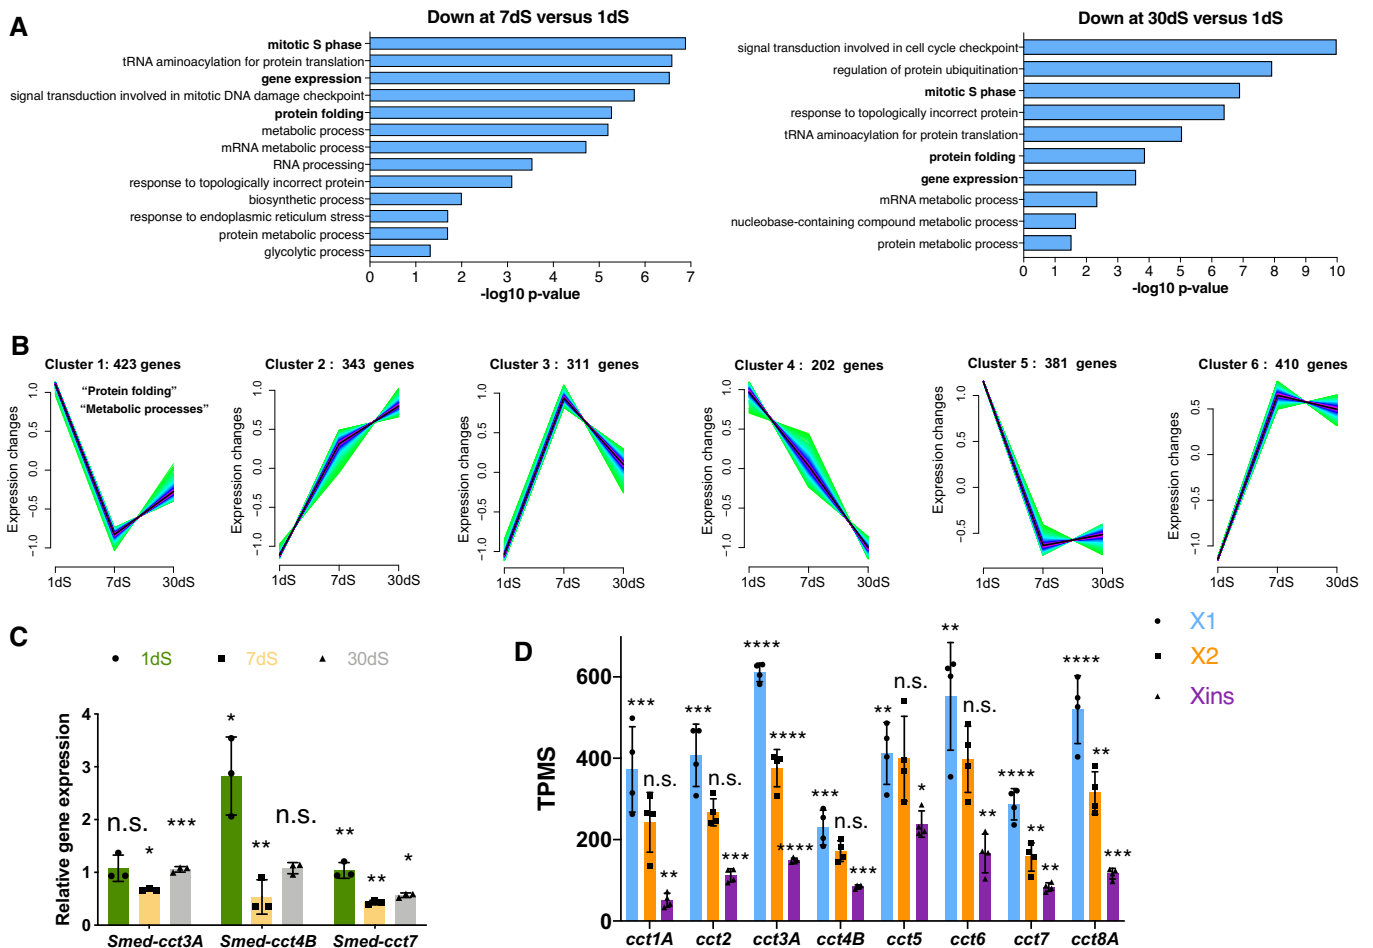

Figure EV1. Transcriptional profile of stem cells at different nutritional states finds TRiC subunits enriched in stem cells and differentially regulated at 1dS and 30dS versus 7dS.

- A** GO enrichment analysis for biological processes of the 814 down-regulated genes (q -value < 0.1) at 7dS versus 1dS and of the 491 down-regulated genes (q -value < 0.1) at 30dS versus 1dS in X1 (stem cells). q -value obtained by the Benjamini–Hochberg test. No enriched biological processes were found up-regulated. For better visualization, similar enriched GO terms based on the same subset of genes were manually removed to reduce redundancy. In bold are the GO terms commented in Results.
- B** Clustering generated from 2070 DEGs found in stem cells (X1) according to their expression during different nutritional conditions (1dS, 7dS and 30dS). Number of genes assigned to every cluster is showed on the upper part of every graph. Cluster 1 is characterized by a U shape.
- C** Relative expression of *cct* transcripts at 1, 7 and 30 days of starvation in X1 (stem cells). Error bars are SD from the mean. Asterisks refer to the condition just before and 1dS refers to 30dS and indicate $P < 0.001$ (three asterisks), $P < 0.01$ (two asterisks), $P < 0.05$ (one asterisk) and n.s. indicates not significant using two-tailed Student's test with equal sample variance. $n = 3$ replicates (5 planarians each) per time point.
- D** Expression levels of the different *cct* genes at 30 days of starvation in TPMs (transcripts per million). X2 corresponds to stem cell progeny (stem cells in G0/G1). These TPMs correspond to the data shown in Fig 1A. Error bars are SD from the mean. Asterisks refer to the condition before and X1 refers to Xins. $P < 0.0001$ (four asterisks), $P < 0.001$ (three asterisks), $P < 0.01$ (two asterisks), $P < 0.05$ (one asterisk) and n.s. indicates not significant using two-tailed Student's test with equal sample variance. $n = 4$ replicates (40 planarians per replicate).

Source data are available online for this figure.

Figure EV2. TRiC subunits are necessary for blastema formation specifically in starved planarians.

- A Live images show that RNAi for any *cct* gene in starved conditions (14dS when the amputation is performed) leads to minimal blastema formation compared to controls at the time point shown whereas in feeding conditions (one extra feeding is introduced 1 day prior to injections) results in most planarians regenerating as controls. At the bottom are the number of planarians with the phenotype shown. The remaining planarians are dead by the time point of regeneration shown.
- B RNAi injections schedule in starved conditions (37 days of starvation when the amputation is performed which is indicated by the grey cross at day 37). Live images show that *cct3A(RNAi)* planarians form a minimal blastema when compared to controls at the time points shown. At the bottom are the number of planarians with the phenotype shown.
- C Expression of *cct3A* in *cct3A(RNAi)* planarians related to *gfp* RNAi injected either under starved (14dS) or feeding conditions at 1 and 13 days of regeneration. Error bars are SD from the mean. $P < 0.0001$ (four asterisks), $P < 0.001$ (three asterisks) and n.s. indicates not significant using two-tailed Student's test with equal sample variance. $n = 3$ replicates (5 planarians each) per time point.

Data information: dR, days of regeneration. Scale bars, 500 μm .

Source data are available online for this figure.

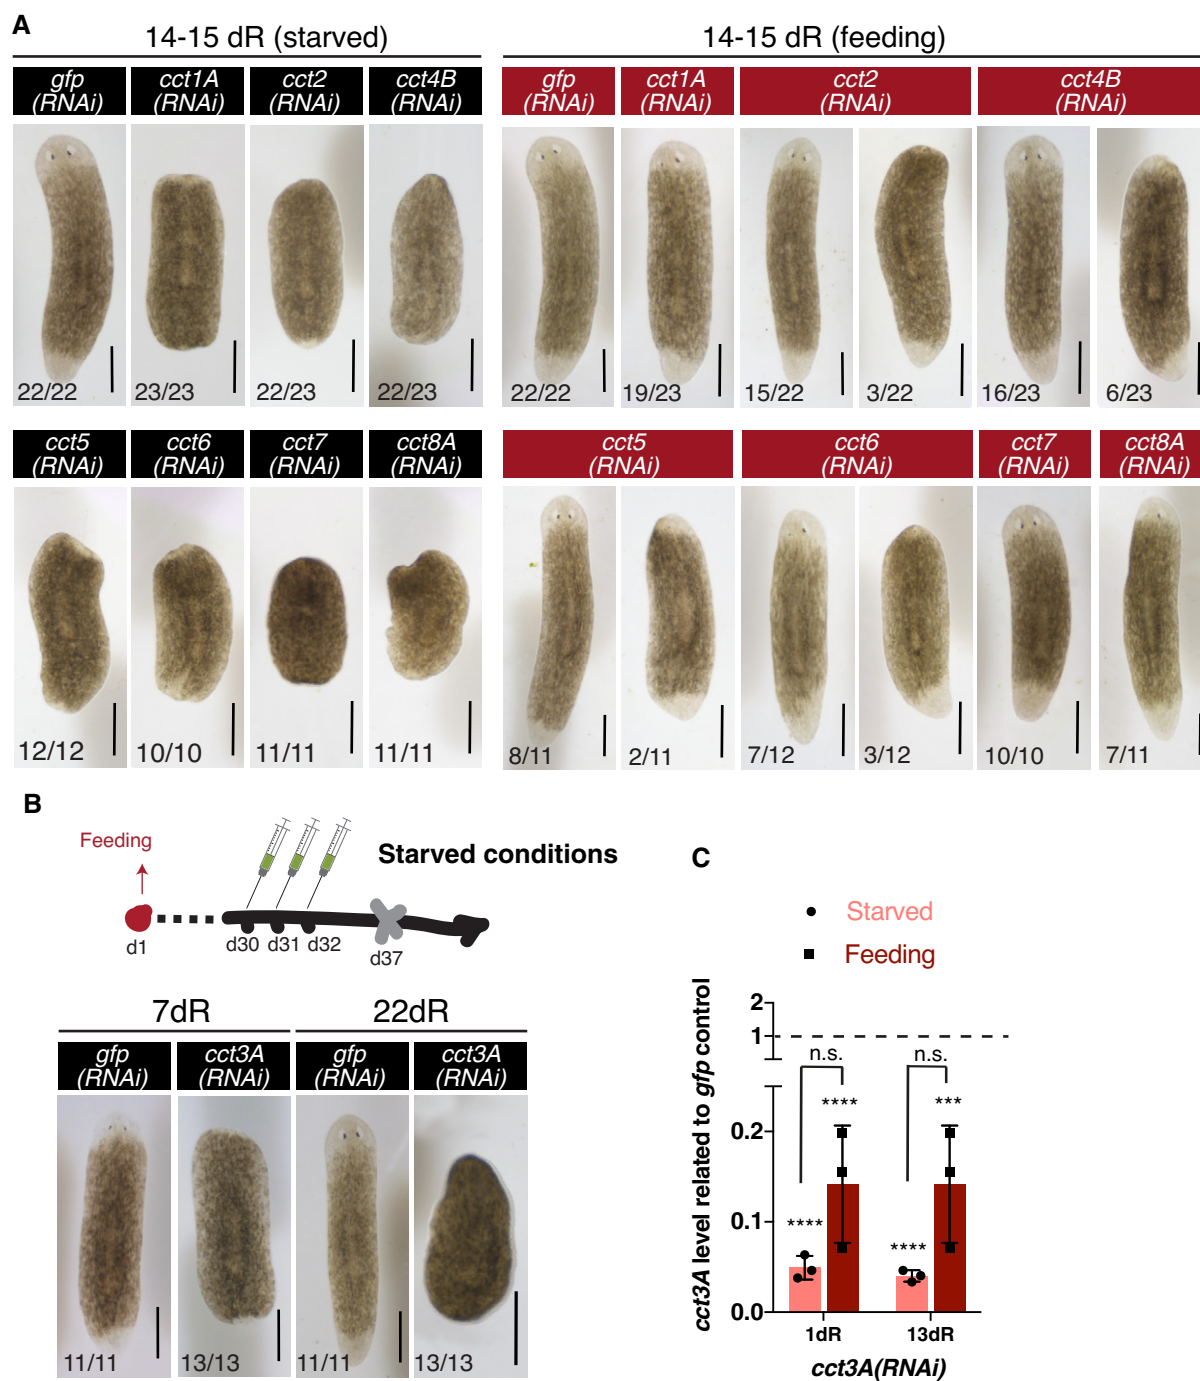

Figure EV2.

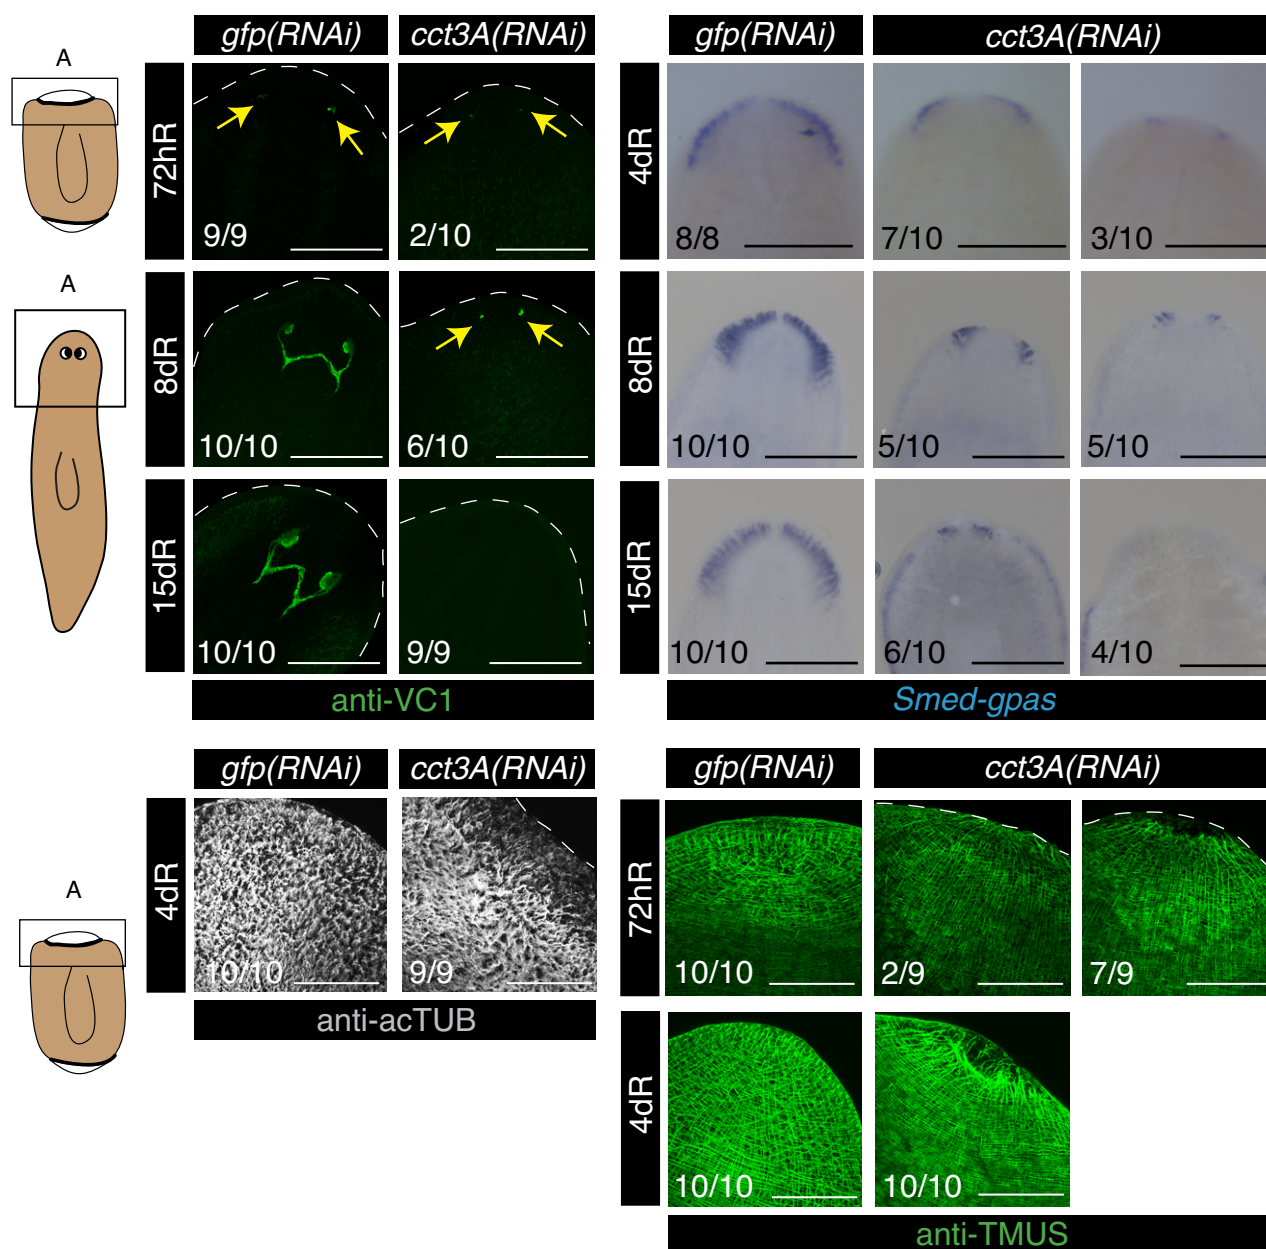

Figure EV3. *cct3A* RNAi show minimal differentiation during regeneration in starved conditions.

The squares at the cartoons indicate the regions shown in the panels. The images show minimal differentiation of eyes (anti-VC1), brain (*Smed-gpas*), epidermal cilia (anti-acTUB) and muscle (anti-TMUS) in anterior wounds of *cct3A* RNAi compared to controls. At the bottom are the number of planarians with the phenotype shown. Arrows indicate the differentiating eyes. Scale bars, 300 μ m (VC1 images), 500 μ m (*gpas* images), 150 μ m (TMUS and AC-TUB images). hR indicates hours of regeneration, and dR indicates days of regeneration.

Source data are available online for this figure.

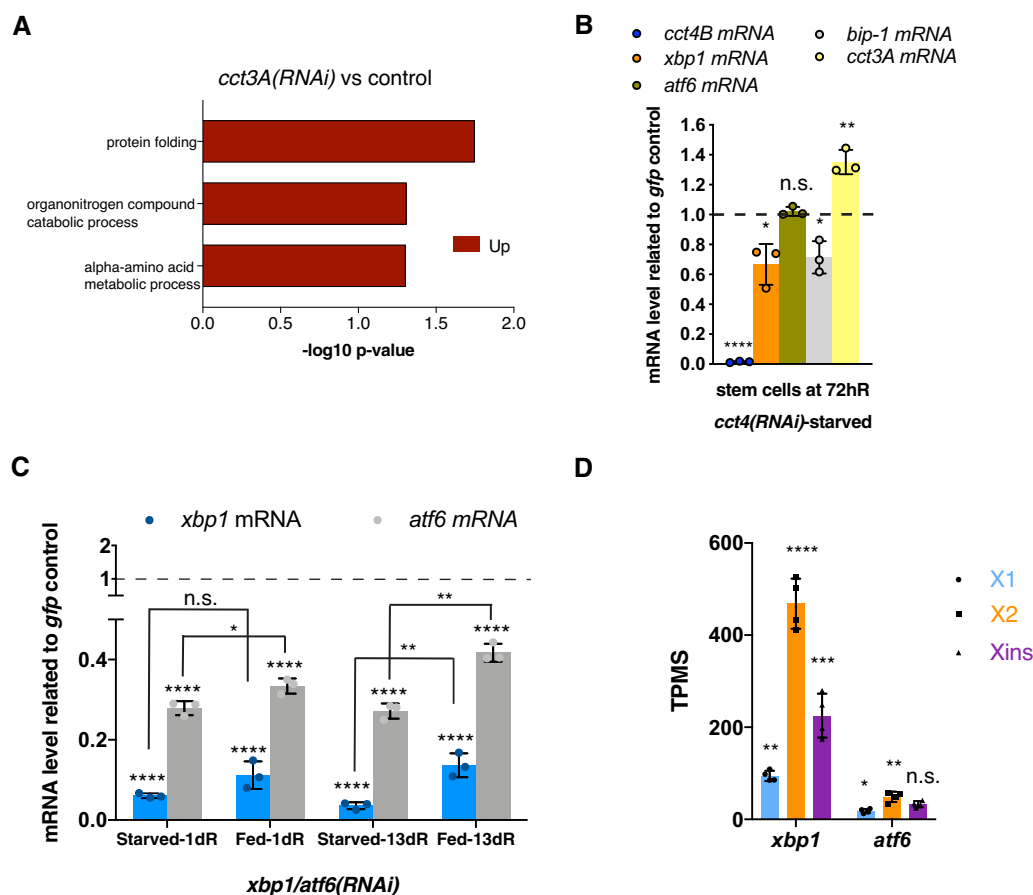

Figure EV4. *cct3A* down-regulates components of the UPR.

- A** GO enrichment analysis for biological processes of the 982 up-regulated genes (q -value < 0.05) in starved *cct3A* RNAi planarians versus controls at 72hR. q -value was obtained with the Benjamini–Hochberg test. No enriched biological processes were found down-regulated. For better visualization, similar enriched GO terms based on the same subset of genes were manually removed to reduce redundancy.
- B** The graph shows that *cct4B* RNAi down-regulates *xbp1* and *bip-1* and up-regulates *cct3A* specifically at 72hR during starvation in stem cells. Error bars are SD from the mean. 50 planarians per replicate (3 replicates) were used to obtain the X1 population (stem cells). $P < 0.0001$ (four asterisks), $P < 0.01$ (two asterisks), $P < 0.05$ (one asterisk) and n.s. indicates not significant using two-tailed Student's test with equal sample variance.
- C** Expression of *xbp1* and *atf6* at 1 and 13 days of regeneration after *xbp1/atf6(RNAi)* related to controls during either starving or feeding conditions. The graphs show that *xbp1/atf6* RNAi down-regulates *xbp1* and *atf6* during starvation and feeding at both time points. Error bars are SD from the mean. Asterisks indicate $P < 0.0001$ (four asterisks), $P < 0.01$ (two asterisks) and $P < 0.05$ (one asterisk), and n.s. indicates not significant using two-tailed Student's test with equal sample variance. $n = 3$ replicates (5 planarians each) per time point.
- D** Expression levels of *xbp1* and *atf6* at 30 days of starvation in the X1, X2 and Xins FACS populations in TPMs (transcripts per million). Error bars are SD from the mean. Asterisks refer to the condition before and X1 refers to Xins and indicate $P < 0.0001$ (four asterisks), $P < 0.001$ (three asterisks), $P < 0.01$ (two asterisks) and $P < 0.05$ (one asterisk), and n.s. indicates not significant using two-tailed Student's test with equal sample variance. $n = 4$ replicates (40 planarians each) per time point.

Source data are available online for this figure.

Figure EV5. Supplementary experiments on DTT treatments.

- A Expression of *bip-1* in 72hR planarians in starved conditions related to 72hR planarians in feeding conditions. Error bars are SD from the mean. $P < 0.01$ (two asterisks) using two-tailed Student's test with equal sample variance. $n = 3$ replicates (5 planarians each).
- B, C The Kaplan–Meier curve shows 100% survival of intact planarians treated with 0.05 mM DTT in both starved and feeding conditions. 0.2 mM and 0.1 mM DTT leads to death of all treated animals in feeding conditions by day 14. While 0.2 mM DTT in starved planarians leads to some death, the rest of the planarians showed wounds and lysis by day 14 as displayed in the images. All starved planarians treated with 0.1 mM DTT were normal, and after amputation at day 14, they all regenerated normally. At the concentration of 0.05 mM all planarians, both in the starved and feeding conditions, looked normal after the treatments and regenerated well after the amputation. Four asterisks indicate $P < 0.0001$ of 0.2 mM DTT and 0.1 mM DTT treatments on the feeding conditions respect to controls, and n.s. indicates not significant respect to controls with log-rank (Mantel–Cox) test. The rest of conditions are not significant. Images are representative surviving animals for the different conditions. At the bottom are the number of planarians with the phenotype shown from a total of 31 planarians per condition in two independent experiments. The rest of planarians are dead at this time point. Scale bars, 1 mm.
- D Expression of *bip-1* in planarians in starved and feeding conditions 1 h after the last day of treatment with DTT (0.05 and 0.2 mM). The levels of *bip-1* increase after exposure to DTT and the increase is bigger with higher doses of DTT. Error bars are SD from the mean. $P < 0.0001$ (four asterisks), $P < 0.01$ (two asterisks) and $P < 0.05$ (one asterisk) using two-tailed Student's test with equal sample variance. $n = 3$ replicates (5 planarians each) per time point.
- E The Kaplan–Meier curve demonstrates decreased survival of *cct3A* RNAi animals when treated with DTT under feeding conditions. Percentages indicate the number of survivals at the indicated time points. Two asterisks indicate $P < 0.01$ with log-rank (Mantel–Cox) test. Images are representative surviving animals for the different conditions at this time point. At the bottom are the number of planarians with the phenotype shown. The rest of planarians are dead at the displayed time point. dR indicates days of regeneration. Scale bars, 500 μ m.

Source data are available online for this figure.

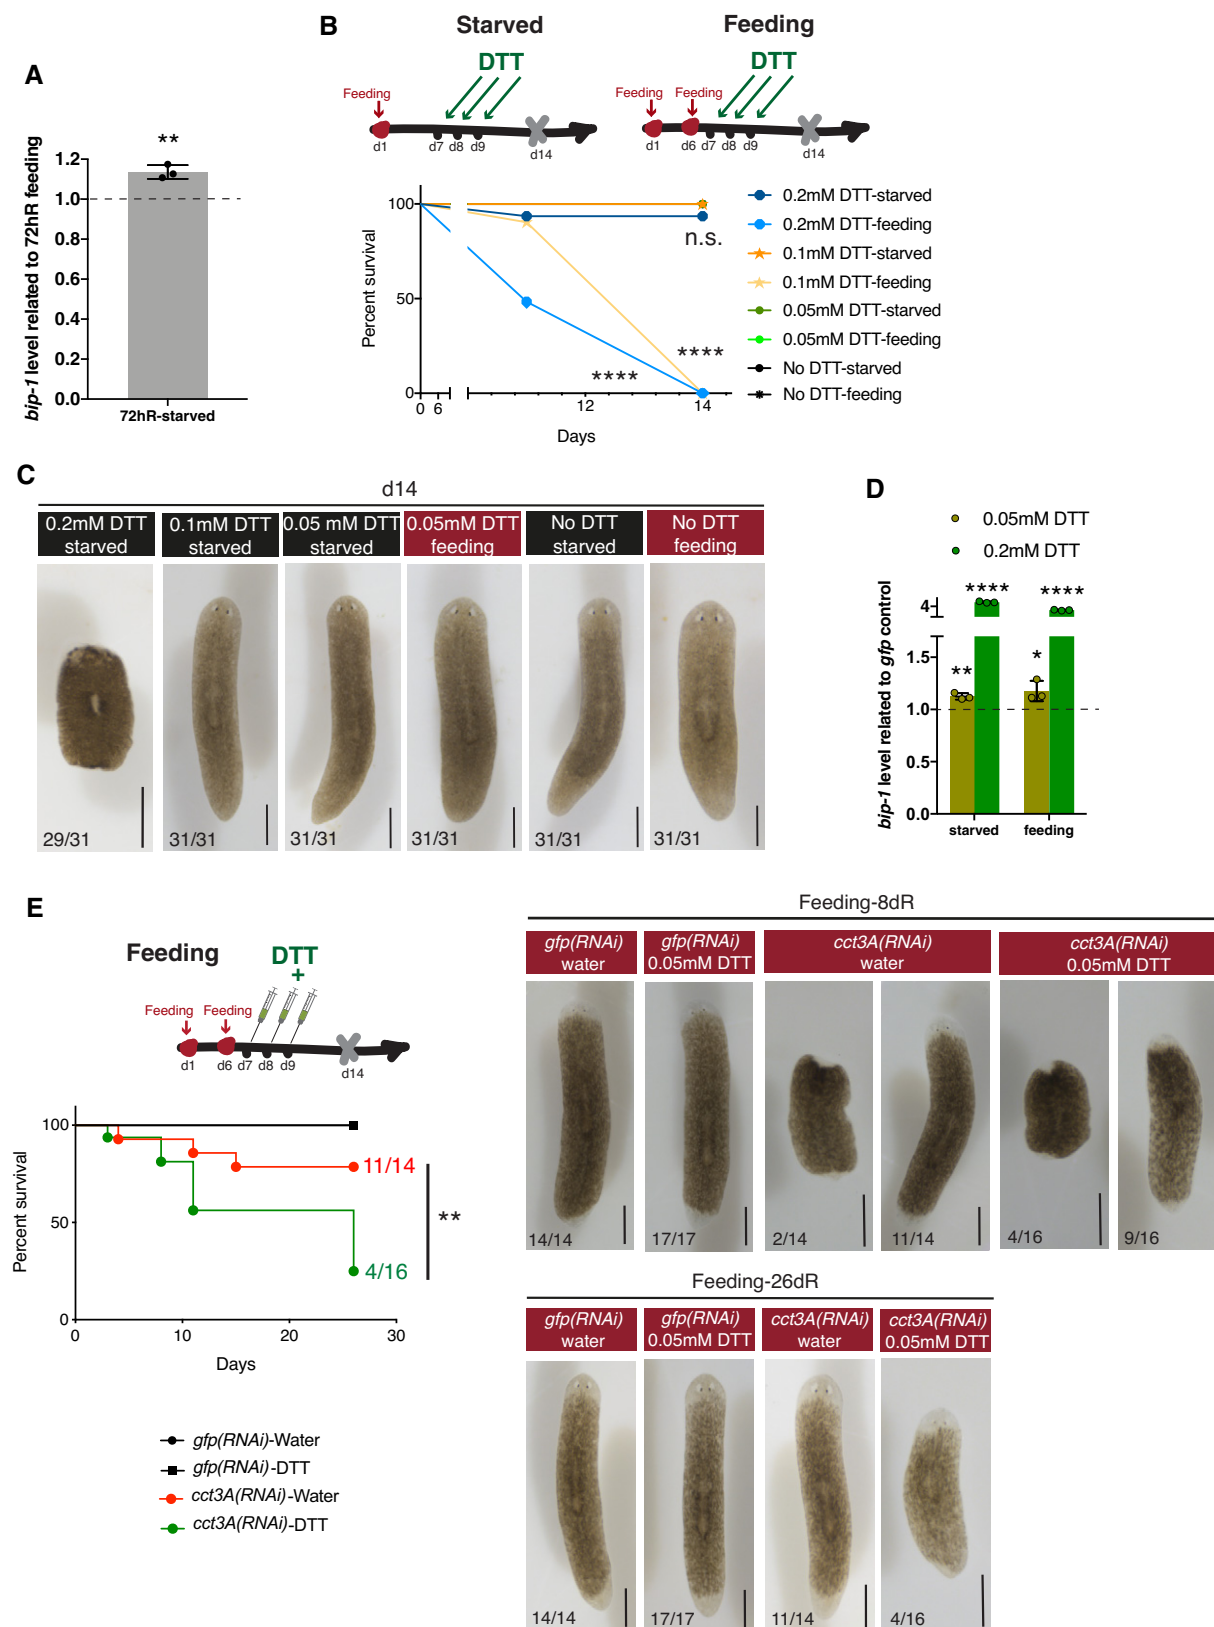

Figure EV5.

How the deposited data were processed for this re-analysis (not part of the article)

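RNA-seq of planarian cells sorted by FACS into X1 (S and G2/M phase stem cells), X2 (G0/G1 stem cells and progeny) and Xins (differentiated cells) was taken from planarians starved for 1, 7 and 30 days, with 4 replicates in each of 9 groups and 36 libraries in all. The condition and replicate of each library come from its label and from the methods. The paper gives the planarians per replicate only at 30dS and does not say whether the 3 populations of a number came from the same ones, so p-values measure the spread between these samples, technical spread included.

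The authors prepared the libraries with TruSeq, sequenced them on a HiSeq2500, removed ribosomal reads found with Bowtie2 and estimated TPM with kallisto 0.43.0 (fragment length 200, SD 20, 100 bootstraps) on version 4 of the Dresden transcriptome. They normalized these in Sleuth 0.28.1 by dividing by a size factor per library. The deposited signal is this normalized TPM, in a table per population of 26558 transcripts by 12 libraries. Columns sum to between 638389 and 1935392, not to 1000000, and transcripts listed at 0 number 1733 to 10378 per library. The 10 most abundant transcripts hold 5.95% to 21.7% of a library. Values are not counts and keep no depth, so no count test was used, and depth per library and counting error are not known here. All 19452 values compared with the paper's Dataset EV2a, of which the copy used here holds the first 1621 transcripts of the 2070 the paper states, equalled the deposited X1 values within a relative 0.0001. No set test was run on that shortened copy.

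Tests used log2(value + 1) and limma 3.58.1 with an intensity trend in R 4.3.3, over transcripts with a mean of at least 1 in the libraries of the fit. Times were compared within a population at a Benjamini-Hochberg q of 0.1 and populations at each time at 0.01, both the paper's thresholds, the latter after rescaling each library to a total of 1000000. A difference between populations in the response to starvation was tested as an interaction over the 36 rescaled libraries at 0.1. Lists were tested with camera at a preset correlation of 0.01, adjusted over 22 lists, and again with an estimated correlation and with fry. Few-gene comparisons of 4 against 4 libraries used exact two-sided permutation tests over 70 arrangements, whose smallest p is 0.0286. The U-shaped cluster came from fuzzy c-means (e1071 1.7.16, 6 clusters, membership of at least 0.35, 10 starts) on standardized means of the transcripts past the threshold in X1. It is the cluster with a centre highest at 1dS, lowest at 7dS and with the largest rise to 30dS. Tables were read with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, with scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

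Gene lists and symbols come from Datasets EV1 and EV3. The lists are the 8 somatic TRiC subunits, translation complex and tRNA aminoacylation (by annotation), protein folding at 7dS and at 30dS and the GO lists of mitotic S phase, transcription elongation, redox homeostasis, glycolysis, nucleoside phosphate catabolism, refolding, translational initiation, ER stress and tRNA aminoacylation (chosen by the study on these X1 libraries). To these come the chaperones of cytosol, ER and mitochondria (partly so chosen), and UPR and ER chaperones, folding, chaperones and tubulin, actin and others from cct3A(RNAi) planarians (other libraries). All list members were found in the deposited tables by their transcript number. Genes are named by a rule fixed before the data were examined: the genes of Dataset EV3d, the 5 largest rises and falls past the threshold with a symbol, a mean of at least 10 and no overlap between libraries, the 3 largest changes of each list, up to 2 transcripts without a symbol per direction, and the chaperones the discussion names. The paper's own tables had been seen when the rule was written.

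The fits were tested on simulated data with known changes in 200 transcripts. For X1 at 7dS against 1dS (13269 transcripts), 63% of the changes of log2 1 and 95% of those of log2 2 were recovered, and 10.2% of calls were false. For X1 against Xins at 30dS (16665 transcripts) these were 13%, 82% and 2.06%, and for the interaction of X1 and Xins at 7dS (17034 transcripts) 23%, 71% and 9.62%. Of 200 random lists of 8 transcripts, camera gave a p under 0.05 for 4% and fry for 4.5%. The cluster step was tested in 20 draws of 600 profiles. With 40% of the fall regained at 30dS, at least 97 of the 100 simulated U-shaped profiles were found in each of the 20 draws. With 100% regained, 1dS and 30dS tie, and the rule found them in 8 draws and missed all of them in 12, so a cluster that recovers in full can be missed by this rule. An earlier single draw of this test had found all 100, and the draws were added when another seed found none. In the X1 data, no cluster centre was lowest at 7dS and highest at 30dS in any setting tried.

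The replicate numbers pair the libraries across populations at 7dS and 30dS. There, deviations from the group means of same-numbered libraries correlated at 0.485 or more at 7dS and at 0.189 or more at 30dS in each of 12 pairs, and no source states a shared day. Numbers were taken to pair libraries where every same-numbered correlation was over 0.1. Within a population they so pair those of X1 at 7dS and 30dS (0.122 or more), Xins at 1dS and 7dS (0.463 or more) and Xins at 7dS and 30dS (0.35 or more), and not those of the other times compared. In X1 at 7dS and 30dS and in Xins at 1dS and 7dS, only 1 of 4 libraries correlated best with its own number, so pairing there is weak. A fit with the number as a block is an alternative, given beside a result where it changes a call.

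Alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter or a mean of at least 5, rescaling, median-of-ratios and quantile normalization, values as deposited between populations, no trend, fits of the groups compared alone, the block, other cluster settings and each replicate left out. Added after seeing the data were a filter on transcripts above 0 in all libraries fits without 1dS libraries with many transcripts at 0, and block fits of paired times alone. RNAi, qPCR, NanoString and ATP experiments of the paper were not analysed here.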

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

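The tests of library scale, of carry-over and of lists that move together were chosen only after the result was seen, as were the fits without X2 1dS replicates 1 and 3, those on transcripts above 0 in all libraries, the block fits of both times alone and the draws with a shared shuffle.

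Transcripts that were higher at 7dS than at 1dS in X1 had a lower level than those that were lower. Of transcripts with a mean of at least 10, 330 rose and 688 fell among 5819, and below 10 it was 568 and 230 among 7450. Transcripts missed in the 1dS libraries would be listed at 0 there, but 1.34% of those that rose (12 of 898) were at 0 in at least 2 of them, which argues against this source. Of those that rose, 70.9% (637) were also called with median-of-ratios scaling. The deposited values had already been divided by a size factor per library, so this setting is a weak test of the scale. Equal totals lowered the counts in both directions, as given with the X1 counts, so the scale stays open. A starvation response that differs between abundant and rare transcripts may remain, as a hypothesis. All libraries of a time may share a batch, which cannot be told apart from the time in this design.

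The TRiC subunits stood higher at 30dS than at 7dS in X1. Their mean log2 difference of 0.46 was above that of all 10000 random lists matched on level and on the change to 7dS (percentile 100, median 0.15, 95th percentile 0.28), but the subunits move together across libraries (mean correlation 0.723), and against lists whose members do so even more it lay at percentile 97.9, 99.4 or 99.95 (members from the 5, 10 or 20 best correlated), while camera gave an adjusted p of 0.223 with an estimated correlation, so regression to the mean after a low value at 7dS cannot be told apart from a rise. Carry-over of cells with the mix of Xins is argued against by transcripts typical of Xins, which stood in X1 at 7dS at 0.256% of their Xins level. These transcripts were picked on the same libraries for a low level in X1 relative to Xins. A differentiated cell type that does enter the X1 gate may therefore be left out of them, and its carry-over is not tested. The scale of single libraries is argued against as the whole cause, since lists that move together and are matched on level alone share every factor of a library, and the difference lay at percentile 99.9 or higher of them (median 0.05, 95th percentile 0.32) and was 0.54 with each library centred on its median. The centred values had an exact p of 0.0571, so a recovery of TRiC expression in long starvation stays open as a hypothesis, beside regression to the mean, a batch per time and the spread between 4 libraries.

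TRiC subunits stood higher in X1 than in Xins at 30dS, with a median log2 difference of 1.24. This lay at percentile 89.5 of 10000 random lists of 8 transcripts matched on level (median 0.25, 95th percentile 1.50). By this test the scale of each population's libraries cannot be told apart from a difference of the subunits. For all 8, the difference was smaller with equal totals than as deposited, on the study's joint values or with median-of-ratios scaling. That of cct8A was 1.58, 1.60, 2.14 and 2.54 in this order, and that of cct5 0.21, 0.23, 0.78 and 1.17. These values argue against the equal totals as the source of the higher level. A higher level in dividing stem cells, the biological explanation the design names, stays open too, since 6 subunits passed with equal totals and 8 with median-of-ratios scaling.

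A single library stood apart from the other 3 of its group in 3 of 171 groups, where chance alone gives about 1 in 20 (8.55 groups). cct2 in X1 1dS replicate 2 had a log2 level of 9.51, against 8.62 to 8.71 in the others. cct8A in the same library was at 9.88, against 8.82 to 8.99. cct5 in X2 30dS replicate 3 was at 7.77, against 8.97 to 8.99.

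Differences between populations in the response to starvation were tested as an interaction with limma. From 1dS to 7dS, 88 transcripts were higher and 194 lower in X1 relative to Xins, and 94 and 231 from 1dS to 30dS. Relative to X2, X1 had 40 higher and 216 lower at 7dS and 29 and 434 at 30dS, and X2 relative to Xins had 435 and 154 at 30dS. In X2 the median log2 level of the 200 transcripts typical of Xins, picked on these libraries, rose from 2.76 at 1dS to 4.16 at 7dS and 4.21 at 30dS without overlap (exact p = 0.0286 each), and comparisons with X2 do not part a response within cells from a change in the mix of cells. No TRiC subunit was among them. By the splits given below, chance could not be excluded for X1 relative to Xins and X2 relative to Xins at 30dS (5 and 10 of 100 draws as large), nor surely for X1 relative to Xins at 7dS and X1 relative to X2 at 30dS. With 1 shuffle shared by all populations, which keeps same-numbered libraries together, 2 and 1 of 100 draws were as large for the first pair. Same-numbered libraries of the populations deviated together at 7dS and 30dS, and with the number as a block X1 relative to Xins had 349 and 1095 at 7dS and 367 and 974 at 30dS, X1 relative to X2 179 and 1105 and then 119 and 1477, and X2 relative to Xins 1623 and 634 at 30dS. Without X2 1dS replicates 1 and 3, the libraries with the most transcripts at 0 (10378 and 7479), X1 relative to X2 had 17 and 33 at 7dS and 10 and 92 at 30dS, and X2 relative to Xins had 148 higher at 30dS. On transcripts above 0 in all 36 libraries, X1 relative to Xins had 49 and 80 at 7dS and 82 lower at 30dS, and X2 relative to Xins 92 lower.

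Single libraries moved these interaction counts by over 1.5 times. For X1 relative to Xins at 7dS, the higher count was 55 without X1 1dS replicate 3, 49 without X1 7dS replicate 2, 57 without X1 7dS replicate 4, 53 without Xins 1dS replicate 1 and 44 without Xins 7dS replicate 1. The lower count was 115 without X1 1dS replicate 2, 124 without X1 7dS replicate 2, 115 without X1 7dS replicate 3, 90 without Xins 1dS replicate 1 and 115 without Xins 7dS replicate 1. At 30dS the lower count was 133 without X1 30dS replicate 1, 129 without X1 30dS replicate 2, 150 without Xins 1dS replicate 1, 118 (and 58 higher) without Xins 30dS replicate 1 and 119 without Xins 30dS replicate 2. For X1 relative to X2 at 7dS, the lower count was 136 without X1 7dS replicate 3, 108 (and 26 higher) without X2 1dS replicate 3, 671 (and 74 higher) without X2 1dS replicate 4 and 122 without X2 7dS replicate 1. At 30dS, the lower count was 265 (and 19 higher) without X1 1dS replicate 1, 287 without X1 1dS replicate 4, 262 (and 16 higher) without X1 30dS replicate 1, 259 (and 15 higher) without X1 30dS replicate 2, and 287 without X1 30dS replicate 3. It was 277 (and 19 higher) without X2 1dS replicate 1, 222 without X2 1dS replicate 3, 902 (and 55 higher) without X2 1dS replicate 4, 265 without X2 30dS replicate 1, and 280 (and 18 higher) without X2 30dS replicate 4. For X2 relative to Xins at 30dS, the higher count was 287, 267 and 841 without X2 1dS replicates 1, 3 and 4, 288 without X2 30dS replicate 1 and 278 without Xins 1dS replicate 2, and the lower count was 96 without Xins 30dS replicate 1.

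Changes over starvation in X2 and Xins, which the paper does not report, were found as well. In X2, 1434 transcripts rose and 1019 fell at 7dS and 1875 and 1229 at 30dS, and in Xins 349 and 520 at 7dS and 563 and 654 at 30dS. In X2 these come with the rise of the transcripts typical of Xins given above. In Xins at 7dS the numbers pair the libraries of both times by correlation, though only 1 of 4 correlated best with its own number. There the block gave 2397 and 2396 in the fit of 3 times and 2317 and 2512 in that of both times alone. With equal totals these were 1501 and 362, 2314 and 413, 728 and 103, and 848 and 162. Equal totals moved the median log2 change at 7dS by 0.36 in X2 and 0.38 in Xins. Without X2 1dS replicates 1 and 3, X2 had 228 and 254 at 7dS and 669 and 477 at 30dS. X2 at 7dS also had 917 and 742 without 1dS replicate 1, 880 and 725 without 1dS replicate 3, 2155 and 1700 without 1dS replicate 4, 813 and 656 without 7dS replicate 1, 820 and 667 without 7dS replicate 2, and 918 and 724 without 7dS replicate 3. At 30dS X2 had 2524 and 1906 without 1dS replicate 4, 1022 and 654 without 30dS replicate 1, and 1266 and 766 without 30dS replicate 4. Xins at 7dS had 112 and 258 without 1dS replicate 1, 186 and 332 without 1dS replicate 2, 165 and 286 without 1dS replicate 3, 198 and 342 without 30dS replicate 2, and 115 and 244, 170 and 381, 159 and 279 and 230 and 348 without 7dS replicates 1, 2, 3 and 4. At 30dS it had 259 and 346 without 1dS replicate 1, 290 and 365 without 1dS replicate 2, 354 and 437 without 1dS replicate 3, and 182 and 238, 197 and 302 and 322 and 445 without 30dS replicates 1, 2 and 3.

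Other splits of the same libraries into groups of 4 were counted, 35 for each comparison with the real one included. The real split alone had as many calls, a share under 0.05, for X1 at 7dS against 1dS (1816 against at most 3 elsewhere), X2 at 7dS (2453 against 1621) and X2 at 30dS (3104 against 2719). The same holds for X1 against Xins at 1dS, 7dS and 30dS (8709, 9796 and 9567), X1 against X2 at 30dS (4234) and X2 against Xins at 30dS (6599), with 0 calls in every other split. These shares were not adjusted over the comparisons. In X2 over time other splits came near the real count, so chance is not surely excluded there. For the pairs of populations at 7dS and 30dS, the 8 splits that part all 4 numbers gave 0 calls apart from the real one. Chance could not be excluded for X1 at 30dS against 1dS (2 splits; 1299 calls against 2353 with replicates 1 and 4 of both times against 2 and 3), X1 at 30dS against 7dS (4; 1 against 2878), Xins at 7dS (2; 869 against 7566 with replicates 1 and 3 of both times against 2 and 4) and Xins at 30dS (3; 1217 against 6193). In Xins at 7dS and in X1 at 30dS against 7dS the numbers pair the libraries by correlation, though in each only 1 of 4 correlated best with its own number. Among the 8 splits that part all 4 numbers, too few for a share under 0.05, the real ones had 869 and 1 calls and every other had 0. The splits with more calls leave both libraries of some numbers on 1 side. Splits that call several times the real number point to a structure of the samples other than time. For the interactions, 100 splits were drawn, with times shuffled in each population by itself. Draws as large had a share under 0.05 for X1 relative to Xins at 7dS (3 draws; 282 against 10346) and X1 relative to X2 at 7dS (1; 256 against 6) and 30dS (2; 463 against 4092). In the first and the last of these, other draws called far more than the real labels, so the share does not exclude chance. The share was not under 0.05 for X1 relative to Xins at 30dS (5; 325 against 7086) or X2 relative to Xins at 30dS (10; 589 against 9882). These draws part same-numbered libraries of the populations. With 1 shared shuffle for all populations, draws as large numbered 1 for X1 relative to Xins at 7dS (highest other 54) and 2 at 30dS (579), 1 for X1 relative to X2 at 7dS (0) and 1 at 30dS (287), and 1 for X2 relative to Xins at 30dS (448), though at 1dS the numbers do not pair the populations.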

How the results depend on the processing

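Effects of the settings are given as counts of transcripts higher and lower unless stated otherwise, and the cause was not tested for any change except where fewer libraries or transcripts entered. The filter on transcripts above 0 in all libraries and the fits without X2 1dS replicates 1 and 3 were chosen only after the data were seen. The fall of TRiC, folding and S phase transcripts at 7dS kept its direction in every setting run. Equal totals gave 500 and 282 in X1 at 7dS, 394 and 229 at 30dS, 362 lower in X2 at 7dS and 413 at 30dS, 728 and 103 in Xins at 7dS and 848 and 162 at 30dS, with 284 and 173 shared by 7dS and 30dS in X1. They gave a TRiC mean of -0.56 at 30dS against 1dS and 0.38 against 7dS, not past the exact test. Median-of-ratios scaling gave -0.69 and 0.54 for these, 306 shared lower transcripts, and 4273, 4562 and 4665 higher in X1 than in Xins at 1dS, 7dS and 30dS, and quantile normalization 5288, 6021 and 5823. The 1 transcript lower at 30dS than at 7dS in X1 was 0 in each other setting except a pseudocount of 0.1 (0 to 0 without single libraries). The groups compared alone gave 544 and 489 in X1 at 7dS, 444 and 350 at 30dS, 261 and 229 shared, 567 and 481 in X2 at 7dS, 32 and 129 in Xins at 7dS and 291 and 379 at 30dS. A filter at 5 gave 870 higher in X2 at 7dS and 993 at 30dS, and 3726 and 4619 lower in X1 than in Xins at 1dS and 30dS. Without X2 1dS replicates 1 and 3, X2 had 228 and 254 at 7dS and 669 and 477 at 30dS.

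Calls from camera moved as adjusted p. With an estimated correlation they were 0.063, 0.239 and 0.223 for TRiC (7dS against 1dS, 30dS against 1dS, 30dS against 7dS), 0.056, 0.139 and 0.365 for translation factors, 0.063 and 0.365 for synthetases (30dS against 1dS and 7dS), 0.054 and 0.223 for the 7dS folding list, 0.403 for the 30dS folding list (30dS against 7dS), 0.099, 0.359 and 0.223 for folding after cct3A RNAi and 0.223 for UPR and ER chaperones at 7dS. Fry, which tests a list against no change and not against other transcripts, gave 0.257 for TRiC, the 7dS folding list and folding after cct3A RNAi at 30dS against 7dS, and 0.494 for the translation factors, synthetases and 30dS folding list. In camera at the preset correlation, the adjusted p of UPR and ER chaperones was 0.013 at 30dS with no filter, 0.167 with a filter at 5, 0.116 with equal totals, 0.269 with quantile normalization at 7dS, and 0.0426 with the replicate number as a block at 30dS against 7dS. For the 30dS folding list at 30dS against 7dS it was 0.061 with no filter, 0.242 with a filter at 5, 0.051 with equal totals, 0.069 with median-of-ratios scaling, 0.472 with quantile normalization and 0.0999 with transcripts above 0 in all libraries. For translation factors in that comparison it was 0.112 with a filter at 5 and 0.468 with quantile normalization, for synthetases 0.075 and 0.062, and for folding after cct3A RNAi 0.115 at 30dS against 1dS with quantile normalization.

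At 30dS, TRiC subunits higher in X1 than in X2 numbered 2 with median-of-ratios scaling, and those higher in X2 than in Xins 3 in the fit of these alone. Subunits without overlap between X1 and X2 numbered 2 as deposited, 4 with median-of-ratios scaling and 3 on the study's joint values, and between X2 and Xins 6, 7 and 8. xbp1 was at -0.83 in X1 against Xins with median-of-ratios scaling, not past the threshold, and X2 against Xins was past it at 1.18 with this scaling, 1.29 with quantile normalization, 0.76 as deposited and 0.89 in the fit of the groups alone or with the block. atf6 was past limma's threshold against Xins at -1.34 as deposited and -1.36 with the block, and against X2 at -1.74 with the block or a filter at 5, -1.10 with median-of-ratios scaling, -1.43 with quantile normalization, -1.59 as deposited and -1.80 with a pseudocount of 0.1. On the joint values, which had the exact test alone, it was at -0.82 and -1.38 without overlap (exact p = 0.0286 each). Among named genes, 3 were counted as reversed between X1 and Xins. They stood at 0.92 for bip-2 and 0.16 for pdia12 with median-of-ratios scaling and at 1.01 for DNAJC7 (dd_Smed_v6_13107_0_1) with quantile normalization. Named genes with the opposite sign in some setting and no call numbered 7. The U-shaped cluster held 179 transcripts and 3 subunits with 8 clusters, 353 at a membership of 0.5, 312 at a q of 0.05, and 0 and 0 by a direct rule asking for a rise to 30dS past the threshold.

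Interaction counts at 7dS and 30dS for X1 relative to Xins were 163 and 699 and then 162 and 693 with a pseudocount of 5, 33 and 28 and then 45 and 29 with one of 0.1, 242 and 355 higher as deposited, and 49 and 80 and then 82 lower with transcripts above 0 in all libraries. For X1 relative to X2 they were 18 and 14 higher with a pseudocount of 0.1, 117 and 418 and then 102 higher as deposited, and 17 and 33 and then 10 and 92 without X2 1dS replicates 1 and 3. For X2 relative to Xins at 30dS they were 318 lower with a pseudocount of 5, 77 lower with one of 0.1, 1081 and 316 as deposited, 92 lower with transcripts above 0 in all libraries and 148 higher without X2 1dS replicates 1 and 3.

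With the replicate number as a block, counts were 1427 lower in X1 at 7dS and 1025 at 30dS (807 lower in both), 2747 and 2340 in X2 at 7dS, 3148 and 2558 at 30dS, 2397 and 2396 in Xins at 7dS and 2404 and 2240 at 30dS, and 3874 higher in X1 than in Xins at 7dS. Interactions had 349 and 1095 and then 367 and 974 for X1 relative to Xins, 179 and 1105 and then 119 and 1477 for X1 relative to X2, and 1623 and 634 for X2 relative to Xins at 30dS. With the block and an estimated correlation together, adjusted p from camera at 7dS, at 30dS and at 30dS against 7dS were 0.108, 0.297 and 0.249 for TRiC, 0.108, 0.217 and 0.396 for translation factors, 0.073, 0.114 and 0.396 for synthetases, 0.060, 0.114 and 0.249 for the 7dS folding list and 0.145, 0.414 and 0.249 for folding after cct3A RNAi. They were 0.206 for UPR and ER chaperones at 7dS, 0.071 for S phase at 30dS and 0.396 for the 30dS folding list at 30dS against 7dS. The block changed no other call of these lists, and of named genes in X1 against Xins at 30dS it gained those of cct4B, bip-1, calr and dnajc3, besides atf6. For the TRiC means over time a paired exact test allows no p below 0.125. Over all 3 times the numbers do not pair the libraries (lowest correlation -0.235 in X1, -0.379 in X2 and -0.213 in Xins), and 6, 6 and 7 of 12 libraries correlated best with their own number, as they did in 7 of 12 between populations at 1dS. By the rule of correlations over 0.1 they do pair those of X1 at 7dS and 30dS (lowest 0.122), Xins at 1dS and 7dS (0.463) and Xins at 7dS and 30dS (0.35). Of these, X1 at 7dS and 30dS and Xins at 1dS and 7dS each had only 1 of 4 libraries that correlated best with its own number. In block fits of 2 such times alone, chosen only after the data were seen, 0 transcripts rose and 0 fell in X1 at 30dS against 7dS by limma, as with the block over 3 times, and 2317 and 2512 in Xins at 7dS against 1dS. UPR and ER chaperones in X1 at 30dS against 7dS then had a camera adjusted p of 0.041.

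Leaving out single replicates gave 415 to 984 higher and 412 to 1072 lower in X1 at 7dS, 361 to 742 and 250 to 562 at 30dS, 266 to 493 and 221 to 464 shared, 813 to 2155 and 656 to 1700 in X2 at 7dS, 1022 to 2524 and 654 to 1906 at 30dS, 112 to 370 and 244 to 522 in Xins at 7dS, and 182 to 617 and 238 to 659 at 30dS. Interactions ranged over 44 to 99 and 90 to 278, then 58 to 103 and 118 to 315 for X1 relative to Xins, 26 to 74 and 108 to 671, then 15 to 55 and 222 to 902 for X1 relative to X2, and 267 to 841 and 96 to 214 for X2 relative to Xins. The U-shaped cluster held 219 to 533 transcripts and 2 to 6 subunits. Subunits higher in X2 than in Xins numbered 3 to 6 and those without overlap 3 to 8. atf6 ranged from -1.66 to -1.05 against Xins and -2.08 to -1.49 against X2, and xbp1 from 0.76 to 1.03 in X2 against Xins. Adjusted p from camera ranged from 0.0033 to 0.600 for the 30dS folding list, 0.0078 to 0.124 for translation factors, 3.8e-04 to 0.172 for synthetases and 0.0075 to 0.583 for UPR and ER chaperones at 30dS against 7dS, 0.013 to 0.101 for the latter at 7dS and 5.9e-05 to 0.078 for folding after cct3A RNAi at 30dS against 1dS.

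Of 66 named genes in X1 at 7dS, 24 lost and 4 gained a call in some setting, and of 64 at 30dS 24 and 7. Of 72 between X1 and Xins at 30dS, 7 lost and 6 gained one. Depth is not kept in these values, so what depth limits could not be measured.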

Differences from the paper's values

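The paper counts 23 protein folding transcripts of its own U-shaped cluster as enriched in X1 compared to Xins, by another test on jointly normalized values, and names no time in that sentence. Of the 26 folding transcripts in the cluster made here, 10 were higher at 30dS at the same q of 0.01, and 19 had a log2 difference above 0. In simulated data this fit recovered 13% of changes of log2 1, but only 200 of 16665 transcripts were changed there. In the data 9567 were called, which makes the cut-off on the unadjusted p looser. That share thus does not measure the power here, and low power was not tested as the source of the low count. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with median-of-ratios scaling (20), quantile normalization (16) and the replicate number as a block (16). It was not with pseudocounts of 0.1 and 5, with no filter or a filter at 5, with values as deposited (14), without the trend, in a fit of X1 and Xins alone, or without any single replicate.

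Log2 differences were taken to differ where their signs differ or where they lie apart by more than the spread of the replicates here (the root of the summed squared SD of both groups). From the TPM the paper tabulates for its population comparison at 30dS, the paper's log2 difference between X1 and Xins is 1.84 for cct2, 1.42 for cct4B, 1.74 for cct6 and 2.14 for cct8A, and here it was 1.28, 0.86, 1.18 and 1.58. The gap is 0.56 for each, and the spreads are 0.35, 0.55, 0.22 and 0.39. With values as deposited the gap is 0.54 for each, and with median-of-ratios scaling, which gave 2.24, 1.81, 2.14 and 2.54, it is 0.40. For cct2, cct6 and cct8A both still exceed the spread, and for cct4B, whose libraries spread more, neither does. The gap here is 0.56 for cct1A, cct3A, cct5 and cct7 too, whose spreads are 1.19, 0.60, 0.60 and 0.67. This rule thus parts the subunits by the spread of their libraries and not by the size of the gap, which is shared. Between X1 and X2 the paper's value is 0.061 for cct5 and 0.46 for cct6, and here they were -0.32 and 0.074. For cct5 (spread 0.68) the sign differs from the paper's here and with values as deposited (-0.17), by a gap of 0.38 and 0.23 that lies within the spread, and it does not with median-of-ratios scaling (0.35). For cct6 (spread 0.32) the gap of 0.39 exceeds the spread, and the gaps of 0.23 with values as deposited and 0.29 with median-of-ratios scaling do not. Between X1 and X2 the gap is 0.38 or 0.39 for the other subunits as well. The tabulated values of the paper are the deposited ones times 1 constant per library (largest deviation 0.000435% over 10 genes), so the scale between libraries is the difference.

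The paper states that all somatic TRiC subunits are higher in X1 than in Xins at 30dS. Here the log2 difference was above 0 for all 8, and 6 passed the threshold, with 8 under median-of-ratios scaling and 7 with values as deposited, quantile normalization or the block. The paper describes its U-shaped cluster as recovering to the 1dS level at 30dS. In the cluster made here, the median log2 change was -0.81 from 1dS to 7dS and 0.23 from 7dS to 30dS. The mean of all 8 TRiC subunits, with cct1A and cct3A from outside the cluster, regained 39.7% of its fall, with 97.1% for cct3A. The paper also shows relative expression of cct transcripts in X1 at 1dS, 7dS and 30dS (Fig EV1C), and that measurement was not analysed here. No member of the cluster passed limma's test between 30dS and 7dS in this fit. For atf6, which the paper gives as higher in X2 and Xins than in X1, the direction is the same here and limma's test was not passed (adjusted p = 0.020 against Xins), while it was passed with the block and with values as deposited. On the paper's joint values, with an exact test alone, the libraries did not overlap (exact p = 0.0286).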

Other observations

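Glycolysis transcripts fell in starvation in X1 and in Xins on the deposited scale. The study picked this list of 12 on X1 transcripts that fell at 7dS, so its X1 count is not independent evidence of direction. In X1, 12 of 12 fell at 7dS (median log2 change -0.96) and 7 at 30dS, and in Xins 6 of 10 fell at 7dS (-0.75; camera adjusted p = 0.0017 with an estimated correlation; with the replicate number as a block 9 and 0.029) and 8 of 10 at 30dS (-0.85, 0.0026). In X2, 3 of 11 fell at 7dS and 4 at 30dS. Equal totals lowered the number of falls over all transcripts in each population, as given above, and counts of this list with them are not given here. By the splits above, chance was not excluded for the calls in Xins at 7dS and 30dS. Transcripts of nucleoside phosphate catabolism, picked the same way among those that rose, went up in X1 in 8 of 8 cases at 7dS (0.87) and 7 at 30dS (0.73), in X2 in 5 and 4 of 8, and in Xins in 0 and 1 of 11 by limma (4 at 7dS with the block). At 30dS, 9 of 10 glycolysis transcripts were lower in X1 than in Xins and 1 was higher (median -1.74).

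TRiC transcripts were lower in starvation in the other populations on the deposited scale, and fewer were with equal totals. On the deposited scale in X2, 6 of 8 fell at 7dS (7 when adjusted over the list alone, median -1.12; camera adjusted p = 0.039 with an estimated correlation) and 5 at 30dS (-0.93; adjusted p = 0.087 with an estimated correlation). In Xins, 5 of 8 fell at 7dS (-0.92; 0.0051 with an estimated correlation; with the block 7 and 0.0500) and 2 at 30dS (-0.69; 0.027). With equal totals, cct2, cct4B and cct6 were called lower in X2 at both times and cct6 alone in Xins at 7dS (-0.75, limma adjusted p = 0.053), while in Xins at 30dS the lowest adjusted p was 0.178, of cct4B. cct5 in Xins then stood at 271, 284 and 295 TPM at 1dS, 7dS and 30dS and cct3A at 181, 162 and 185, and in X2 cct3A went from 342 to 413 and cct1A from 259 to 276 between 1dS and 30dS. On the deposited scale, mitotic S phase transcripts fell in X2 in 16 of 17 cases at both times (-1.25 and -1.36), and in Xins in 9 and 7 of 15. In the same X2 libraries the median log2 level of the 200 transcripts typical of Xins rose from 2.76 at 1dS to 4.16 at 7dS and 4.21 at 30dS without overlap (exact p = 0.0286 each), so the falls in X2 are not parted from a change in the mix of cells. Of the 41 folding transcripts of the 7dS list, 25 of 39 measured in Xins fell at 7dS and 24 at 30dS, again on the deposited scale. At 30dS, X1 was higher than Xins for 21 of 33 translation factors (3 lower), 12 of 32 aminoacyl-tRNA synthetases (1 lower) and 11 of 17 S phase transcripts (none lower). Of 11 UPR and ER transcripts 3 were lower in X1 and none higher (median -1.08), of 11 transcripts of tubulin, actin and others 2 were higher and 5 lower (-0.63), and of 41 folding transcripts 11 were higher and 6 lower. The median of this last list was 0.54 and its mean 0.09.

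A starvation response may be shared by X1 and Xins. Their libraries are separate, but same-numbered ones at 7dS deviated together (correlations 0.531 to 0.70). Across 11939 transcripts, which are not independent replicates, the log2 changes from 1dS to 7dS correlated with Pearson's r of 0.572 and Spearman's rho of 0.506. Their covariance was 0.162, of which deviations shared by number add 0.0644. Both populations had 37 transcripts higher and 231 lower, against 10.4 and 33.4 for independent lists, and 16 went opposite ways. X1 and X2 shared 310 higher and 426 lower, against 59.5 and 71.6, with r of 0.651. A batch shared by all libraries of a time would give the same picture and stays open.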
